# Additive and mostly adaptive plastic responses of gene expression to multiple stress in *Tribolium castaneum*

**DOI:** 10.1371/journal.pgen.1008768

**Published:** 2020-05-07

**Authors:** Eva L. Koch, Frédéric Guillaume

## Abstract

Gene expression is known to be highly responsive to the environment and important for adjustment of metabolism but there is also growing evidence that differences in gene regulation contribute to species divergence and differences among locally adapted populations. However, most studies so far investigated populations when divergence had already occurred. Selection acting on expression levels at the onset of adaptation to an environmental change has not been characterized. Understanding the mechanisms is further complicated by the fact that environmental change is often multivariate, meaning that organisms are exposed to multiple stressors simultaneously with potentially interactive effects. Here we use a novel approach by combining fitness and whole-transcriptome data in a large-scale experiment to investigate responses to drought, heat and their combination in *Tribolium castaneum*. We found that fitness was reduced by both stressors and their combined effect was almost additive. Expression data showed that stressor responses were acting independently and did not interfere physiologically. Since we measured expression and fitness within the same individuals, we were able to estimate selection on gene expression levels. We found that variation in fitness can be attributed to gene expression variation and that selection pressures were environment dependent and opposite between control and stress conditions. We could further show that plastic responses of expression were largely adaptive, i.e. in the direction that should increase fitness.

## Author summary

During environmental change organisms are exposed to several stressors simultaneously to which they can show plastic and evolutionary responses. Gene regulation can play a crucial role in both processes. Measuring gene expression gives us detailed insights into underlying molecular pathways, relative importance of different stressors and how they may interfere with each other in combination. However, it is challenging to understand how plastic responses are ultimately linked to fitness and adaptation. We combined measurements of a fitness component (offspring number) with gene expression data to study responses of the model organism *T*. *castaneum* (red flour beetle) to single and joint effects of drought and heat. Higher temperatures resulted in a stronger reduction of offspring number and a larger number of differently expressed genes compared to reduced humidity. We could show that stressors affected different physiological processes and consequently responses did not show much modification in combination. Combining fitness and transcriptomic data of the same individuals enabled us to estimate selection on gene expression levels. We found that selection under control conditions (to which the beetles are adapted) was in general opposite to selection under the new, stressful conditions and that large parts of the response to heat were adaptive.

## Introduction

One of the major goals of evolutionary biology is to understand the genetic basis of phenotypic variation and how it is shaped by natural selection. The mapping of genetic to phenotypic variation depends on many cellular processes, of which mRNA abundance, or gene expression, has been shown to play a central role [1–4]. For variation in expression to be relevant for evolution it needs a heritable genetic basis and a link with fitness variation. While the heritability of expression variation has been established in many cases [5–10], we still lack direct estimates of the strength of selection acting on transcript level abundance. The link between expression levels and fitness variation is not obvious, since mRNA abundance must be translated into protein abundance, enzyme activity and ultimately phenotypic variation [11,12]. So far, the evidence for a link between fitness and gene expression variation is mixed. For instance, in yeast, the knocking-out of many genes had inconsequential effects on fitness [13], whereas more recent evidence showed that variation in expression can significantly affect fitness [14,15]. Unfortunately, data in more complex organisms are still scarce, especially on a transcriptome-wide scale. Indirect evidence supporting the importance of gene expression in evolution comes from studies showing differences in expression levels between adaptively divergent populations in yeast [16], humans [17], *Drosophila* [18], or fish [9,19–21]. In such cases, further support can be brought when evolved differences in regulatory DNA sequences are found [15,22]. Additionally, experimental evolution approaches in multiple organisms were successful to detect altered expression levels within a few generations that adapted to different environmental conditions [20,23–26].

Phenotypic plasticity can also play an important role in population differentiation, especially at the onset of adaptation to novel environments [27–29]. Studying the extent of plasticity in gene expression is particularly relevant because it is a highly plastic trait, often involved in the immediate response of organisms to changes in their environment [30–33]. The role of plasticity in evolution is, however, contentious. It is often argued that if plasticity is adaptive, it should impede evolution since it can hide genetic variance on which selection would act and thus weakens selection [34]. Yet, plasticity is also crucial for population persistence in a changing environment because it can keep populations at higher sizes, or buffer novel variants against purifying selection [28,35]. It may thus facilitate long-term adaptation [27,29,36] by maintaining higher genetic variance. It can also promote population divergence by allowing colonization of new habitats and exploitation of new niches [37,38].

To better understand the role of plasticity in the evolution of adaptive divergence in gene expression, we need to understand the short- and long-term fitness effects of plastic changes in mRNA abundance. Studies comparing plastic and evolved responses of gene expression in natural populations repeatedly found that plasticity was in opposite direction to the evolutionary response [19,20,39] and concluded that plastic changes were maladaptive. It may thus be that maladaptive plasticity facilitates evolutionary divergence by increasing the strength of selection [20,40]. However, these studies and others compared expression responses of non-adapted individuals to adapted populations or selection lines [9,20,21,41,42], thereby examining patterns when divergence has already occurred. They provide little information on how evolutionary forces have acted in the past and shaped expression but show only the current state after divergence. Studying organisms that have been exposed to environmental change recently can give us more insight into the initial processes leading to divergence between populations experiencing novel environmental conditions and how changes in transcription may contribute to it. In particular, it is still unknown how short-term selection pressures are linked to long-term optimum expression levels. The two may differ because organisms may first activate stress responses that are beneficial and thus adaptive when they appear, but will not persist because costly to maintain on the long term [43,44], especially when they include negative stress effects like protein damage and the slowing down of cell cycle and protein synthesis [45,46].

The difference between short and long-term gene expression changes will depend on trade-offs between the benefits of immediate stress responses and their long-term costs. Adaptation necessitates optimal re-allocation of energy resources between maintenance and reproduction. Optimal solutions for this trade-off may differ between environmental stressors [47], which further complicates the study of plastic responses in gene expression and their fitness effects in variable environments. A beneficial response elicited by one environmental factor may be overridden by a negative effect in presence of a second factor and generate a pattern of maladaptive plasticity. Joint effects of stress factors can result in complex interactions and may not be simply deduced from single responses [48–50]. It is thus crucial to understand the trade-offs faced by organisms when adapting to changed environments [51,52]. Transcriptomics can give us insights into the mechanisms underlying trade-offs between responses to different stressors, and into energy allocation trade-offs between reproduction and maintenance within conditions. It can potentially show which physiological processes are activated, thereby giving us information about how resources are used. Trade-offs in stress responses can not only limit plastic responses but may also constrain evolution and future adaptation [51,53]. It is thus crucial to evaluate the adaptive value of observed plastic changes and to estimate how variation in gene expression levels is ultimately associated with fitness variation. In case plastic responses are adaptive and in the direction that should increase fitness (e.g., up-regulated genes under positive selection, down-regulated genes under negative selection), the evolutionary trait response should be in the same direction as the plastic response, a process sometimes referred to as the Baldwin effect [54,55]. Evolution may either shift the phenotypic mean in the same direction as the initial plastic response [56,57] or plasticity itself can be changed [9,57–59] and increase. In case of maladaptive plasticity, evolution should either result in a reduction of plasticity or in shifts of the mean opposite to the plastic response (i.e., counter-gradient selection [60], or genetic compensation [61]). Knowing the strength of selection acting on early-stage plastic responses can tell us more about the immediate adaptive value of plasticity and enable us to understand the evolution of plasticity.

In this study, we asked how *Tribolium castaneum* (the red flour beetle) was affected by heat and drought in single stressor treatments and in a combination treatment. *T*. *castaneum* is a globally distributed pest species of tropical origin [62]. Heat is an important factor for *Triboilium* as it is for many other insects [62]. Given that *T*. *castaneum* lives in dried food products, responses to low humidity might be of particular importance and the species is known to have specific adaptations to drought [63]. We combined a fitness assay with RNA-seq to measure gene expression and reproductive success in the same individuals. Observation of changes in gene expression allowed us to gain insights into the physiological processes affected by different stressors and identify potential resource allocation trade-off between reproduction and stress response. We could test whether the transcriptomic responses to heat and drought overlapped and were in the same direction. We further tested for interactive effects of the two stressors on expression changes in a combined hot-dry stress treatment. Since we measured expression and fitness in the same individuals with sufficient sample size, we were also able to estimate the transcriptome-wide distribution of selection intensities on gene expression levels giving us an unprecedented view of selection pressures on gene expression in different environments. With this data, we tested whether immediate plastic responses were adaptive or maladaptive in the new environments. We also estimated the selection acting on plasticity itself to understand whether selection on gene expression may result in indirect selection on plasticity. Overall, estimating the intensity of selection acting on variation in transcription levels allowed us to reach a better understanding of future adaptation and evolutionary gene expression changes in the stress treatments.

## Results

We used a *T*. *castaneum* strain (Cro1) [64], which was collected from a wild population in 2010 and adapted to standard control conditions (33°C, 70% relative humidity (r.h.)) since then. To assess the fitness and expression changes caused by stressful environmental conditions, we exposed the beetles to a drought, a heat, and a combined heat-drought treatment (conditions: Dry: 33°C, 30% r.h.; Hot: 37°C, 70% r.h; Hot-Dry: 37°C, 30% r.h.) We performed a fitness assay in all four conditions by measuring the number of adult offspring per female. We assessed gene expression changes relative to control conditions using whole transcriptome sequencing with RNA-seq performed on whole-body mRNA extraction. 

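Whole-body RNA of 183 females was sequenced, with 1 library for each female. There were 47 females in Control (33°C and 70% relative humidity), 48 in Dry (33°C and 30%), 45 in Hot (37°C and 70%) and 43 in Hot-Dry (37°C and 30%). The authors deposited the number of reads they counted on each of 17078 genes, without normalization, and in all 183 females the sum of these counts equals the number of counted reads in S3 Table. Between 4873334 and 15533288 reads per female were counted on genes, with a median of 8451638 in Control, 9630115 in Dry, 8652659 in Hot and 9057850 in Hot-Dry. A gene with 3 counts in a library of median size was at 0.337 cpm, a floor that covers counting error only. The counts were normalized for library size by edgeR's trimmed mean of M-values (TMM). A gene was tested when it exceeded 0.5 cpm in at least 5 females, the filter that S4 Appendix gives for the coexpression analysis, and this left 12113 genes. A model with 1 mean per condition was fitted to all 183 females with edgeR's quasi-likelihood method, and a gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p of 0.05 or less. The paper names edgeR and this threshold, and its text names no model, test or covariate. A standard error given here is the log2 fold change without its sign, divided by the square root of the test's F statistic. The first number of a female's name takes 12 values and was read as her full-sib family, with 3 or 4 females per family and condition. The first and second numbers together take 48 values, which recur in the conditions on different females, so results are also given with these numbers as a replicate block. Females with the same 2 numbers in different conditions deviated together from their condition means, with a mean Pearson r across genes of 0.191 over 261 pairs. The mean was 0.196 over the 787 pairs of 1 family with different second numbers, and -0.0173 over the 11503 pairs of different families in different conditions. Females of 1 family in the same condition were more alike, at 0.309 over 261 pairs. The second number thus added no likeness beyond that of the family. The replicate block does not take up the greater likeness within family and condition. The correlations are across genes, which are not independent replicates. The files do not say which female was sequenced in which run, so no comparison within runs was possible.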

Individuals were transferred to treatments at the egg stage and stayed there during their whole lifetime. We measured fitness and expression in females at the age of eleven weeks. Because both measurements were performed in the same individuals, we could measure the direction and intensity of selection acting on gene expression levels in all four environments.

### Fitness assay

Offspring number of reproducing females decreased with increasing temperature (F_1,5157_ = 1981.07, P < 2.2e-16) and decreasing humidity (F_1,5184_ = 262.05, P < 2.2e-16), with a stronger effect of heat (-15.98 ± 0.57 SE) than of drought (-5.12 ± 0.50 SE). The lowest offspring number was found when heat and drought were combined (Fig 1, Table 1). Interaction between temperature and humidity was also significant (F_1,5128_ = 8.37, P = 0.003835) and led to an additional decrease of 2.22 ± 0.77 compared to purely additive effects. The proportion of reproducing females was significantly different between conditions (χ2 = 627.35, df = 3, P< 2.2e-16). The highest proportion of non-reproducing females was found in Hot (S1 Fig). Fitness data deposited in Dryad repository (https://doi.org/10.5061/dryad.gf1vhhmkn) [65].

**Fig 1:**
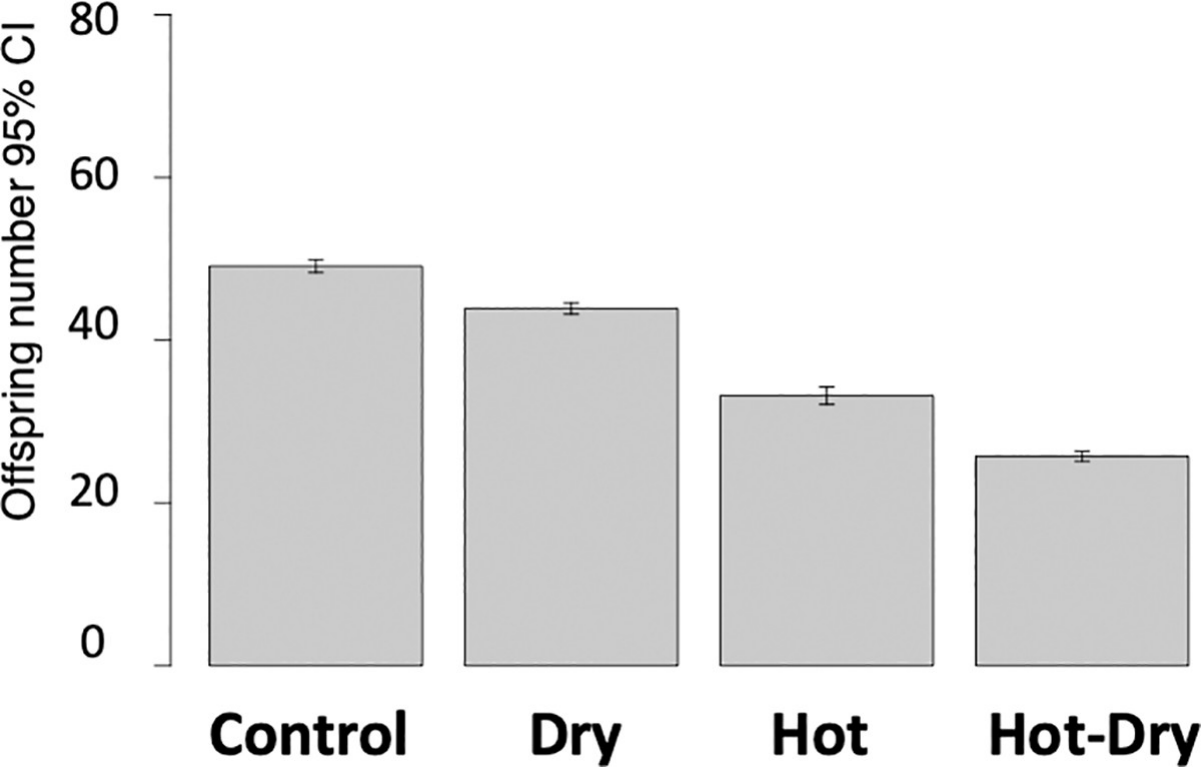
Offspring number of reproducing females in four different conditions: Control (33°C, 70% r. h.), Dry (33°C, 30% r. h.), Hot (37°C, 70% r. h.), Hot-Dry (37°C, 30% r. h.). Females could lay eggs for one week and adult offspring was counted five weeks later.

**Table 1:** Results of the fitness assay. Number of adult offspring that females produced within one week of egg-laying in different conditions (Control: 33°C, 70% relative humidity (r.h.).; Dry: 33°C, 30% r.h.; Hot: 37°C, 70% r.h.; Hot-Dry: 37°C, 70% r.h.). For calculating offspring number per female only reproducing females were used.

Condition	N	Females with offspring	Offspring per reproducing female (±SE)	Variance offspring number per reproducing female
**Control**	1575	1514	49.09 ± 0.40	247.84
**Dry**	1642	1603	43.88 ± 0.36	204.24
**Hot**	1401	1005	33.18 ± 0.55	308.98
**Hot-Dry**	1567	1396	25.73 ± 0.31	136.76

### Gene expression response to heat is stronger than to drought

To evaluate the extent of the stress responses at the physiological and metabolic levels we assessed the changes of gene expression with a differential expression analysis (see Methods). The number of differentially expressed (DE) genes relative to Control was lowest in Dry and largest in Hot (Fig 2, Table 2, see also PCA plots in S1 Appendix). 

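Relative to Control, 98 genes (0.809% of those tested) were DE in Dry, 3041 (25.1%) in Hot and 3722 (30.7%) in Hot-Dry. With the replicate block the numbers were 115, 3526 and 4257. Counts summed per family and condition, a fit chosen after seeing the data, gave 1, 740 and 1313. Between treatments, 3900 genes were DE between Hot and Dry, 3910 between Hot-Dry and Dry, and 276 between Hot-Dry and Hot, against 4444, 4486 and 437 with the block. A principal component analysis of log2 cpm placed 14.6% of the variance on the first component and 9.00% on the second. Condition explained 0.719% of the first component (p = 0.573, labels permuted within families) and 57.9% of the second (p = 1e-04, the smallest that the permutations can give; 0.000267 after adjustment over 8 components). Family explained 41.7% of the first component, and 1 mean for each family in each condition 66.7%. The permutation treats females of 1 family and condition as independent.

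**Figure D1:**
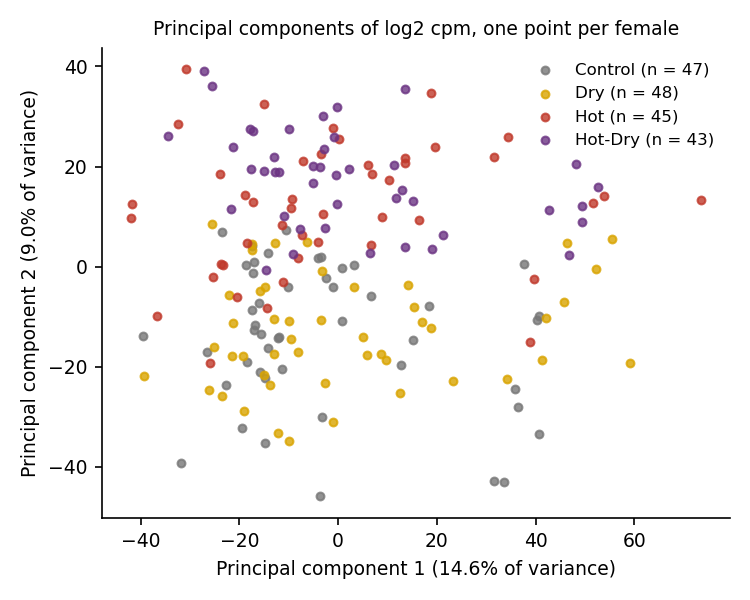
Scores of the 183 females on the first (x axis) and second (y axis) principal component of log2 cpm, with 1 point per female coloured by condition. Hot and Hot-Dry lie higher on the second component than Control and Dry, and the conditions are mixed on the first.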

Drought induced up-regulation of 52 and down-regulation of 48 genes. In contrast, the response to heat showed a significantly higher number of DE genes than in Dry (up: 1594, down: 1255; permutation test *P* < 0.004). 

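In Dry, 51 genes were up-regulated and 47 down-regulated (57 and 58 with the replicate block, where 79 of the 98 genes were called again). At an unadjusted p under 0.05, 1031 genes differed from Control, where 606 are expected by chance. The median absolute log2 fold change of the DE genes was 0.62, and 23 of them exceeded 1. TC000516 fell from 277 ± 262 cpm (SD, n = 47) in Control to 63.9 ± 90.2 cpm (SD, n = 48) in Dry, a log2 fold change of -2.11 (standard error 0.40, adjusted p = 0.000392 from edgeR's quasi-likelihood test). The family mean of TC000516 was higher in Dry than in Control in 2 of 12 families. TC006158 had a log2 fold change of 4.66 (standard error 1.18, adjusted p = 0.0205 from the same test; 4.39 and 0.0303 with the block). Its count was 0 in 41 of 47 Control females and in 28 of 48 Dry females, and it was DE in 10 of the 12 fits that each left out 1 family. The files do not pair these identifiers with gene names. Across 19 alternatives its log2 fold change ranged from 1.20 to 4.96 and its adjusted p reached 1, and it was called in 15 of them. The number of DE genes moved most in 2 alternatives chosen after seeing the data: 1 gene was DE with the counts summed over the females of each family and condition, and 1 with limma-voom and a correlation within family and condition. At an unadjusted p under 0.05 these gave 379 and 243 genes.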

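In Hot, 1559 genes were up-regulated and 1482 down-regulated. The fit with the replicate block gave 1698 up-regulated and 1828 down-regulated genes, and 2952 genes were called in both fits. Over 19 alternatives the number of DE genes ranged from 740 to 3851. The lowest came from counts summed per family and condition, a fit chosen after seeing the data. Relative log expression normalization gave 1641 up-regulated and 1322 down-regulated genes, and upper-quartile normalization 1663 and 1308. The median absolute log2 fold change of the DE genes was 0.29, and 216 exceeded 1. Rises and falls were ranked among DE genes with a mean of at least 5 cpm over all females. In this ranking the largest rise was in TC006158, with a log2 fold change of 7.48 (standard error 0.98, adjusted p = 3.12e-10 from edgeR's quasi-likelihood test), followed by TC006157 with 5.40 (standard error 0.75, adjusted p = 1.96e-09). Across 19 alternatives TC006158 ranged from 2.65 to 8.07 (adjusted p up to 0.345, called in 18) and TC006157 from 2.15 to 5.66 (up to 0.517, called in 17). The median Hot female was at 0.105 cpm of TC006158. TC016395 had the largest fall in the same ranking, from 10.5 ± 12.2 cpm (SD, n = 47) in Control to 1.69 ± 3.24 cpm (SD, n = 45) in Hot, a log2 fold change of -2.61 (standard error 0.33, adjusted p = 5.72e-11), and its family mean fell in every family. The condition labels were also exchanged at random between females with the same 2 numbers, in 100 splits that include the real one. The other splits gave at most 9 DE genes between Dry and Control and at most 96 between Hot and Control. With the labels of whole families exchanged, the other exchanges gave up to 445 DE genes between Dry and Control, with 12 of 100 exchanges, the real one included, at or above the real number, and up to 3145 between Hot and Control, with 2 of 100. To compare the numbers of DE genes, the labels of Hot and Dry were exchanged and both were refitted with Control. The real labels gave 3023 DE genes in Hot and 103 in Dry in these fits of 3 groups, a difference of 2920. The exchanged labels gave differences from -808 to 1033 (two-sided permutation p = 0.01, the smallest that 100 splits can give). The difference was 3324 with the replicate block.

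**Figure D2:**
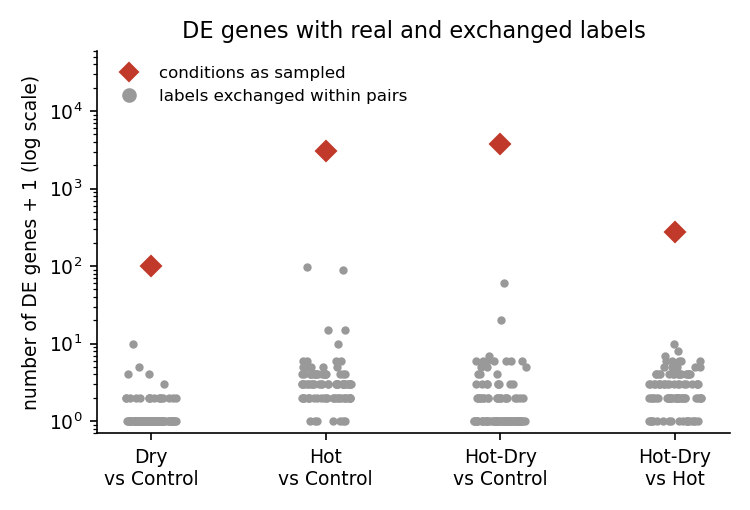
Number of DE genes plus 1, on a log scale, for 4 comparisons (x axis). Diamonds are the conditions as sampled and grey points the splits with labels exchanged between females with the same 2 numbers. Exchanges of whole families are not shown. Each diamond lies above all grey points of its comparison.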

Overlap between heat and drought responses was significantly higher than expected by chance (χ2 = 17.75, d.f. = 1, p-value = 2.516e-05) and included 26 genes (Fig 2) with responses in the same direction (up: 25, down: 1) and 17 genes with responses in opposite direction. 

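Of the DE genes in Dry and Hot, 45 were in both lists, where 24.6 are expected if the lists were independent (odds ratio 2.56, two-sided Fisher's exact test p = 9.75e-06). Among them, 23 were up-regulated in both treatments and 3 down-regulated in both. The overlap was 59 genes with the replicate block (odds ratio 2.59, p = 7.41e-07), 23 of them up-regulated in both and 4 down-regulated in both. Over the alternatives the overlap ranged from 0 to 89 genes, the most with the family as a block. It was 0 with counts summed per family and condition and with limma-voom with a correlation among females of 1 family and condition, fits chosen after seeing the data in which 1 gene was DE in Dry. Summed counts with the family as a block, also chosen after seeing the data, gave 2 genes (p = 0.187). Among the fits that each left out 1 family, the smallest overlaps were 19 genes (p = 0.0623) and 23 genes (p = 0.134). Across the 12113 genes, the Pearson r between the log2 fold changes in Dry and Hot was 0.120, and genes are not independent replicates. Both treatments are compared with the same Control females. With mean log2 cpm in place of the fitted values, r was 0.0575. When the Control females were divided at random so that each treatment had its own part, the median r over 100 draws was -0.0850, against 0.187 when both treatments were compared with the same part.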

To investigate whether the DE genes were involved in specific biological processes, we performed pathway, protein domains, and Gene Ontology (GO) enrichment tests. 

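S2 Appendix lists 5 genes up-regulated in Dry under active ion transmembrane transporter activity. All 5 were up-regulated here, with log2 fold changes from 0.24 to 0.46. In Hot-Dry 3 of them were up-regulated, and in Hot their log2 fold changes ranged from -0.67 to 0.32. The 6 genes listed as down-regulated in Dry under hydrolase activity on O-glycosyl compounds had a median log2 fold change of -0.83 (from -1.36 to -0.43), and 5 of them were DE after adjustment over all genes tested and 6 after adjustment over the list alone. Their median log2 fold change was -0.04 in Hot and -0.64 in Hot-Dry, where 4 of the 6 were DE. These lists are the paper's own calls on the same females. The genes of the thaumatin family are not listed by identifier and were not analysed here.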

Because of a low number of DE genes in Dry, only few enrichments could be detected in Dry (S2 Appendix, S3 Appendix), with up-regulated genes enriched in active ion transmembrane transporter activity (GO:0022853), and down-regulated genes enriched in hydrolase activity, hydrolyzing O-glycosyl compounds (GO:0004553), and protein family Thaumatin (IPR001938). Analysis of the *Tribolium* genome had revealed a high number of genes thought to be involved in endocrine regulation of diuresis, including several that encode putative neuroendocrine peptides like antidiuretic factors [66–69]. None of these genes was found to respond to the Dry treatment.

**Fig 2:**
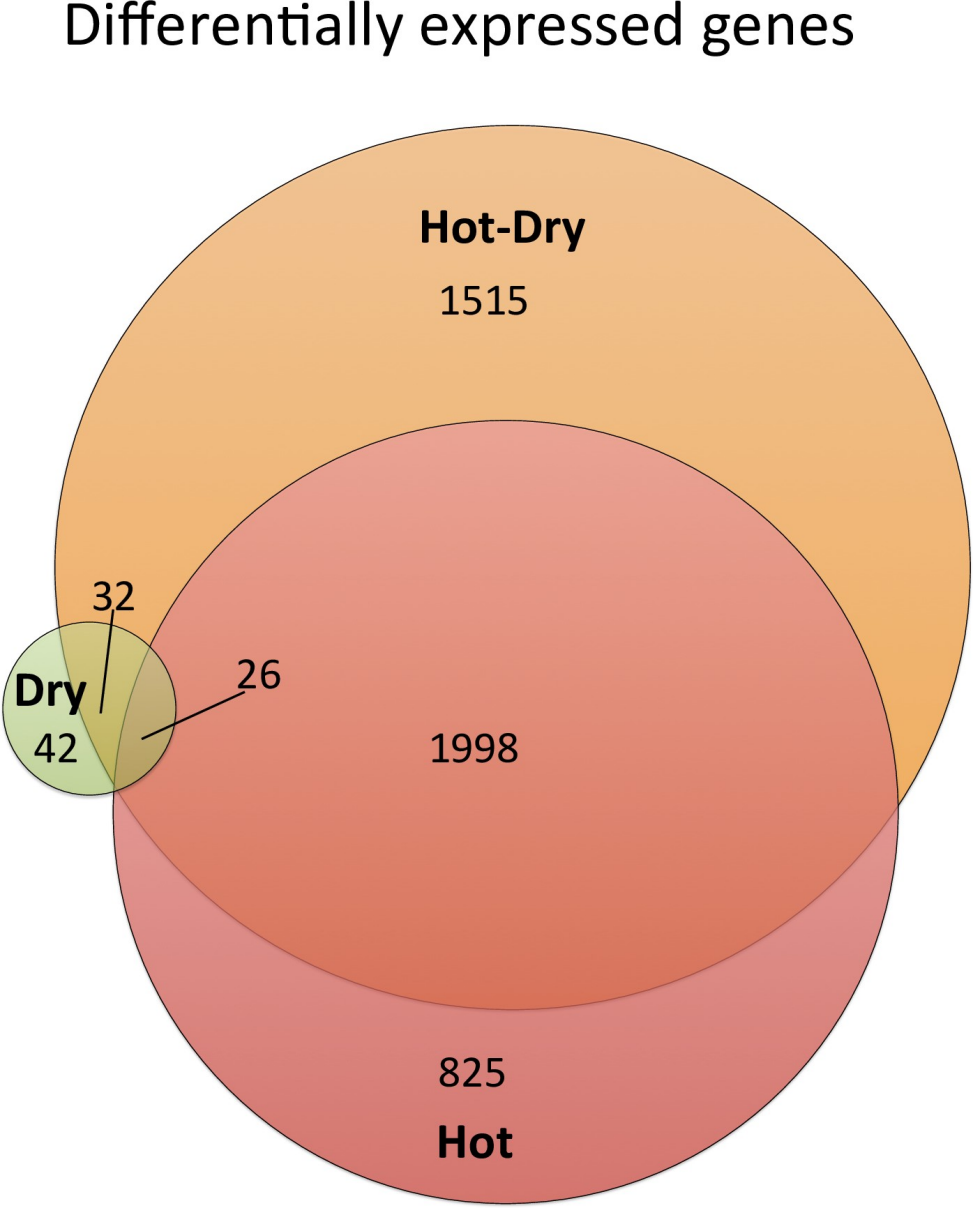
Venn-Diagram showing the number of differentially expressed genes in three treatments relative to control conditions. Overlapping regions represent genes that were found in more than one treatment and changed expression levels in the same direction. Sizes of circles as well as of overlapping regions are proportional to number of genes.

**Table 2:** Number of differently expressed genes (FDR < 5%) when comparing different conditions. Positive: higher expression in second condition. Negative: lower expression in second condition. Differential expression analysis was conducted in edgeR [70].

	positive	negative	total
**Dry vs Control**	52	48	100
**Hot vs Control**	1594	1255	2849
**Hot-Dry vs Control**	1866	1705	3571
**Hot vs Dry**	1553	1290	2843
**Hot-Dry vs Dry**	1928	1813	3741
**Hot-Dry vs Hot**	101	164	265

Genes up-regulated in Hot were enriched in many metabolic processes, e.g. carbohydrate metabolic process (GO:0005975), Citrate cycle (KEGG 00020), and Pyruvate metabolism (KEGG 00620) (S2 Appendix, S3 Appendix). The most strongly enriched category was chitin metabolic process (GO:0006030). 

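S2 Appendix lists 35 genes up-regulated in Hot under chitin metabolic process. All 35 were up-regulated here, with log2 fold changes from 0.16 to 1.72 and a median of 0.57. In Hot-Dry 29 of the 35 were up-regulated, and 34 had a positive log2 fold change. In Dry 14 of the 35 had a positive log2 fold change, and the median was -0.02.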

A protein domain analysis also showed significant enrichment of heat shock proteins (IPR031107, IPR018181, IPR008978) (S3 Appendix). Down-regulated genes were enriched in pathways for DNA replication (KEGG 03030), nucleotide excision repair (KEGG 03420) and Ubiquitin mediated proteolysis (KEGG 04120) (S3 Appendix). The significant overlap between heat and drought response suggests that these genes are involved in a general stress response. However, no significant functional enrichment could be detected.

### Response to stressor combination is dominated by the heat response

When both stressors were combined in Hot-Dry, we found 3571 DE genes (up: 1866, down: 1705). 

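In Hot-Dry, 1896 genes were up-regulated and 1826 down-regulated. Fitted with the replicate block, these numbers were 2078 and 2179, and 3637 genes were called in both fits. The number of DE genes ranged from 1313 to 4507 over 19 alternatives. It was lowest with counts summed per family and condition, a fit chosen after seeing the data. Relative log expression normalization gave 1924 up-regulated and 1778 down-regulated genes, and upper-quartile normalization 2015 and 1636. The median absolute log2 fold change of the DE genes was 0.31, and 293 exceeded 1. Among DE genes with a mean of at least 5 cpm over all females, the largest rises were in TC006158, from 0.0411 ± 0.123 cpm (SD, n = 47) in Control to 72.5 ± 163 cpm (SD, n = 43), and in TC006157, from 0.359 ± 0.857 cpm to 112 ± 232 cpm. The log2 fold change of TC006158 was 10.52 (standard error 0.93, adjusted p = 1.33e-19 from edgeR's quasi-likelihood test) and that of TC006157 was 8.29 (standard error 0.77, adjusted p = 1.8e-18). Both means rest on few females, since the 5 highest of the 43 Hot-Dry females held 76.6% of the summed cpm of TC006158 and 69.9% of that of TC006157. Among the same genes the largest fall was in TC016395, with a log2 fold change of -3.50 (standard error 0.36, adjusted p = 5.89e-16). With the labels of Hot-Dry and Control exchanged between females with the same 2 numbers, the largest number of DE genes was 60.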

Among them, 1515 (42.4%) were not found in single stressor treatments. However, only 69 of those genes (up: 30, down: 39) were found significantly DE between Hot-Dry and Dry, or Hot-Dry and Hot. This indicates that in most cases the combined stress did not induce expression changes in a different set of genes but modified their expression levels over and above their responses to single stressors. 

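Of the Hot-Dry DE genes, 1472 (39.5%) were not DE in the same direction in Dry or Hot, 746 up-regulated and 726 down-regulated, and 1609 with the replicate block. In Hot, 1384 of the 1472 had a log2 fold change of the same sign as in Hot-Dry, and 521 of these had an unadjusted p under 0.05. The median over the 1472 genes of the log2 fold change in Hot divided by that in Hot-Dry was 0.496. The genes were selected as DE in Hot-Dry and not in Hot, which favours a ratio under 1, and both changes subtract the same Control females, which favours equal signs.

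**Figure D3:**
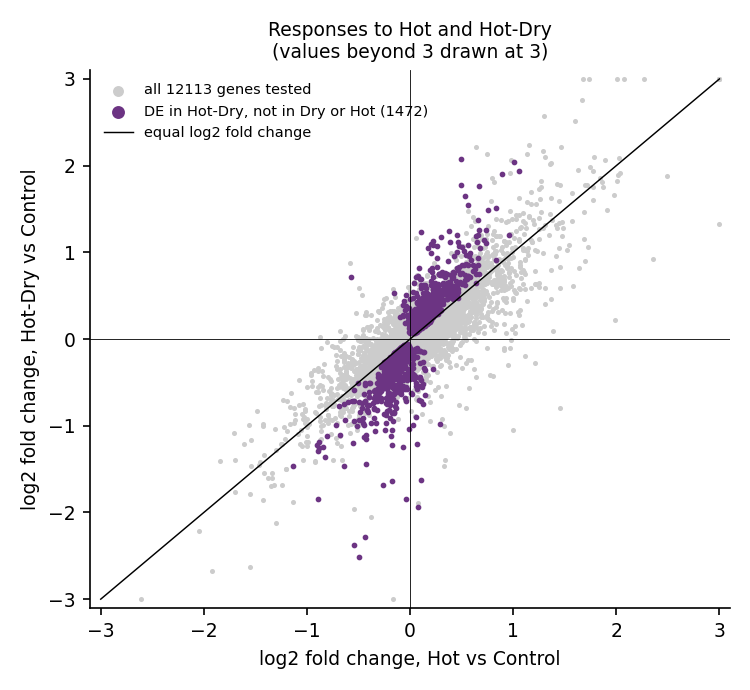
Log2 fold change relative to Control in Hot (x axis) and in Hot-Dry (y axis), with 1 point per gene tested. Purple points are the 1472 genes that were DE in Hot-Dry and not in Dry or Hot, and most lie between the line of equal log2 fold change and the y axis, which the selection of the genes favours.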

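Of the 1472 genes, 924 (478 up-regulated and 446 down-regulated) were DE in at least 1 of the comparisons of Hot-Dry with Dry and with Hot, and 1066 with the replicate block. The comparison with Dry gave 883 of them and the comparison with Hot gave 110. With the labels of Hot-Dry and Hot exchanged between females with the same 2 numbers, the number ranged from 194 to 1287 with a median of 445. This exchange keeps the difference in temperature from Dry, so the range says little about these genes. From the small number of these genes that were DE between the combined and the single treatments, the paper reasons that the combined stress in most cases changed the expression level of the genes that respond to a single stressor and did not act on another set of genes.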

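Over all genes tested, the mean absolute log2 fold change relative to Control was 0.11 in Dry, 0.19 in Hot and 0.22 in Hot-Dry. Measured on mean log2 cpm, the difference between Hot-Dry and Hot was 0.03, and with their labels exchanged between females with the same 2 numbers, 3 of 100 splits, the real one included, gave a difference as large (two-sided permutation p = 0.03; 0.02 with the replicate block). Of the 2215 genes that were DE in the same direction in Hot and Hot-Dry, 1386 (62.6%) had the larger change in Hot-Dry. To compare the numbers of DE genes, the labels of Hot and Hot-Dry were exchanged and both were refitted with Control. The real labels gave 1553 up-regulated and 1340 down-regulated genes in Hot, and 1908 and 1698 in Hot-Dry. The two-sided permutation p was 0.17 for the difference of 355 up-regulated genes, 0.18 for the difference of 358 down-regulated genes and 0.19 for the difference of 713 genes in total, and each was 0.19 after adjustment over the 3 comparisons. With the block, the difference in down-regulated genes was 418.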

Compared to Hot, the Hot-Dry response had a significantly higher magnitude of expression change (permutation test: *P* < 0.0001), a higher number of down-regulated genes (*P* = 0.007), but a similar number of up-regulated and total number of DE genes (*P* = 0.29 and, *P* = 0.054, respectively). 

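S2 Appendix lists 32 genes up-regulated in Hot-Dry under chitin metabolic process and 24 under potassium ion transport. All of them were up-regulated in Hot-Dry here, with a median log2 fold change of 0.70 for the first list and 0.43 for the second. In Hot 29 of the 32 and 19 of the 24 were up-regulated. Their medians in Hot were 0.85 for the first list, larger than in Hot-Dry, and 0.32 for the second, smaller than in Hot-Dry. Between Hot-Dry and Hot, 1 gene of each list was DE. The 38 genes listed as down-regulated in Hot-Dry under protein serine/threonine kinase activity were down-regulated here, with a median log2 fold change of -0.18 (from -0.98 to -0.08). In Hot 28 of the 38 were DE, all down-regulated, and 37 had a negative log2 fold change.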

The functional response to Hot-Dry resembles the response to Hot, but more enriched GO categories and pathways could be found (S2 Appendix, S3 Appendix).

### Single stress responses are mainly not modified in combination

To further examine how single stress responses are modified during combination, we classified the DE genes of all treatments into different response categories following [71] (see Methods and Fig 3). Only 5% of the genes showed a *similar* response mode, with same response to Dry, Hot and Hot-Dry (Fig 3). 

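Each of the 4564 genes that were DE in Dry, Hot or Hot-Dry was assigned to the 1 of the paper's 20 profiles that had the highest Pearson correlation with its TMM-normalized cpm over the 183 females. The similar mode held 198 genes (4.34%), and 4.84% of the 5187 genes that were DE with the replicate block. The correlation with the best profile was low in each mode, with a median from 0.217 in the similar mode to 0.358 in the prioritized mode. Of the 198 genes, 16 were DE in Dry, 99 in Hot and 177 in Hot-Dry.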

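The assignment of the DE genes placed 2899 of them (63.5%) in the mode in which the response to 1 stressor is not altered by the other, and 61.5% with the calls of the fit with the replicate block. Spearman correlations in place of Pearson correlations moved this share most, to 59.1%. The interaction of heat and drought had an unadjusted p under 0.05 in 82 of the 2899 genes, which were placed in this mode by profiles without an interaction, so the selection favours a low count. With the humidity labels exchanged between females with the same 2 numbers, the share of this mode ranged from 73.3% to 89.0%.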

Most responding genes (63%) were classified as *independent*, with a response that is not altered in presence of a second stressor. 

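Within this mode, 2747 genes (60.2% of the genes assigned) followed a profile with equal levels in Hot and Hot-Dry and the Control level in Dry. Of these, 2177 were DE in Hot, 2464 in Hot-Dry and 1 in Dry. The profile with equal levels in Dry and Hot-Dry held 152 genes (3.33%).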

Most of those genes showed the same response in Hot and Hot-Dry (60% of all genes, S2 Fig), but no response in Dry, in agreement with our DE analysis. 14% had a *combinatorial* response mode: They did not respond to heat and drought alone, but to their combination. These represent cases, in which presence of an additional stressor magnifies the effect of another. 

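The combinatorial mode held 647 genes (14.2%, and 14.5% with the calls of the fit with the replicate block), of which 643 followed a profile with a change in Hot-Dry only. All 643 were DE in Hot-Dry, 75 of them were also DE in Hot and 10 in Dry. The interaction had an unadjusted p under 0.05 in 135 of the 647 genes, and 112 of the 647 were DE between Hot-Dry and Hot. The profiles of this mode have an interaction, so the selection favours high counts.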

Interesting are genes with opposite responses to both stressors, but with one response *prioritized* when stressors occur simultaneously. These genes can be indicative of physiological trade-offs that constrain responses to stress combination. 

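Profiles with opposite levels in Dry and Hot, of which Hot-Dry keeps 1, took 410 of the DE genes (8.98%, and 10.0% with the calls of the fit with the replicate block). This share moved most with Spearman correlations, to 15.3%. In 379 genes (8.30%) the level in Hot-Dry followed that in Hot, and in 31 genes (0.679%) it followed that in Dry. Of the 379, 279 were DE in Hot and 6 in Dry.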

We found 8% of DE genes falling into that category. Most of them showed prioritization of the Hot response in Hot-Dry (7.5%, S2 Fig). This is in agreement with our DE analysis, which showed a high similarity between responses to Hot and Hot-Dry. 9.5% of expression responses were classified as *cancelled*, i.e., response disappears when another stressor is added. Most of these genes (6.7%) showed a significant response in Hot, but not in Dry and returned to control levels in Hot-Dry.

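The cancelled mode held 410 genes (8.98%, and 9.12% with the calls of the fit with the replicate block). A change in Hot alone was the best profile of 141 genes (3.09%), all DE in Hot and 2 of them DE in Hot-Dry. A change in Dry alone was the best profile of 9 genes (0.197%). The other 260 genes (5.70%) followed profiles with opposite changes in Dry and Hot and the Control level in Hot-Dry. Of these 260, 252 were DE in Hot and 22 in Dry.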

**Fig 3:**
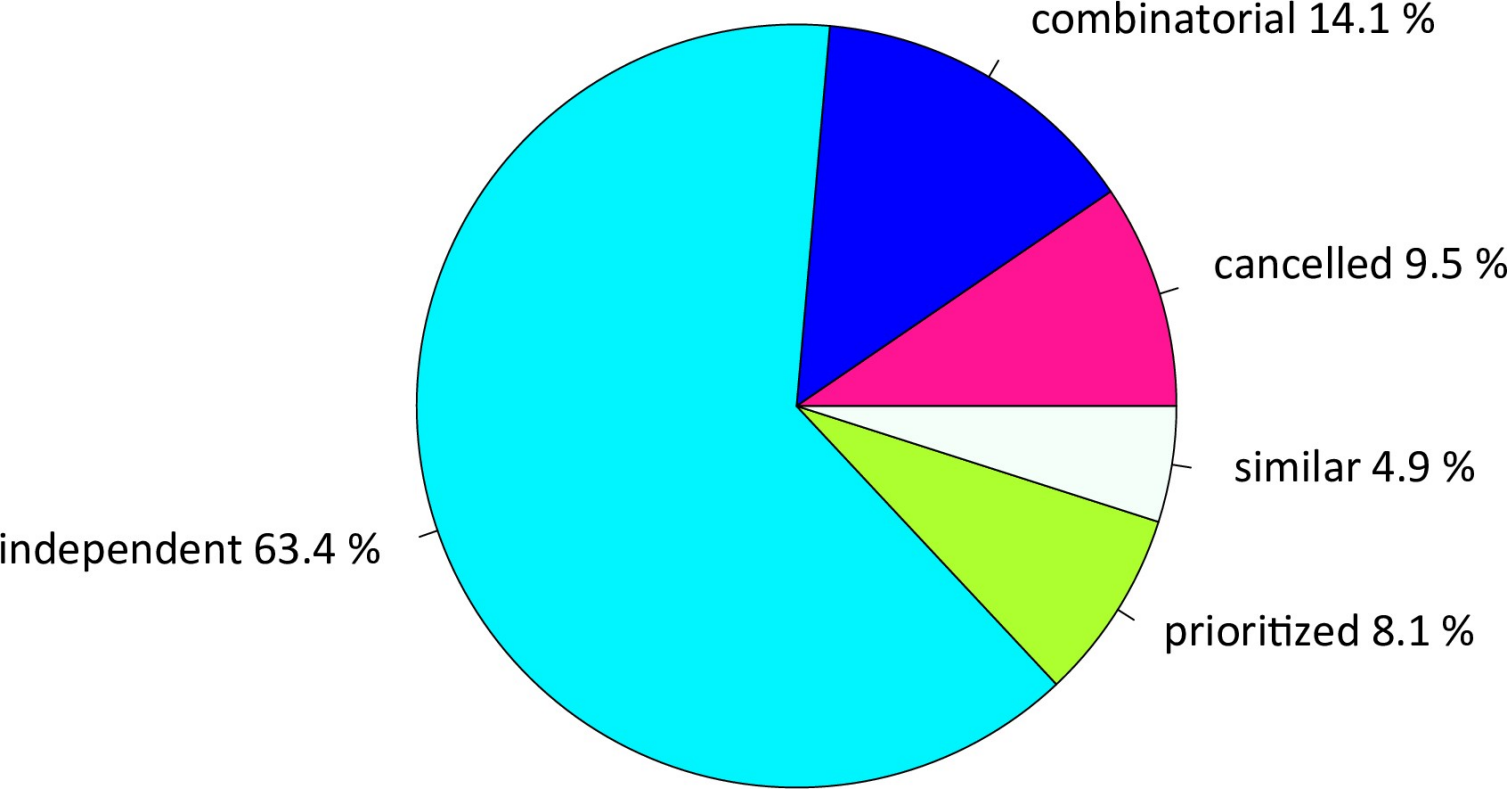
Response modes of the genes in Hot-Dry with a significant response to at least one of the treatments (Dry, Hot, Hot-Dry). *Combinatorial*: Similar levels in the two individual stresses but a different response to combined stresses; *cancelled*: transcript responses to either or both individual stresses returned to control levels; *prioritized*: opposing responses to the individual stresses and one stress response prioritized in response to combined stresses; *independent*: response to only one single stress and a similar response to combined stresses; *similar*: similar responses to both individual stresses and to combined stresses. Subcategories of different response modes, with more details about the most prevalent patterns, are given in S2 Fig.

### Weighted coexpression network analysis

Instead of focusing on single genes, a gene co-expression analysis can provide additional insight into molecular mechanisms underlying trait variation. Genes do not act in isolation but are organized in pathways or functional networks with complex interactions [72,73]. Furthermore, considering modules instead of genes help to avoid the problem of multiple testing, since it reduces the high-dimensional data set to a few modules that are further tested for relationships with phenotypic traits. We used a weighted gene coexpression network analysis (WGCNA) [74] to identify modules of coexpressed genes. When conducted separately for each treatment, we detected very large modules in Control that were enriched for many GO categories like metabolic processes, signaling, and regulation, indicating that all these processes work in a coordinated way (S4 Appendix). 

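Modules were not built here, and coexpression was measured as the mean correlation of log2 cpm over all pairs of the 12113 genes within a condition. Positive and negative correlations balance in this mean, which is near 0 in each condition, and this limits the measure. The mean Pearson r was 0.00166 in Control, 0.00141 in Dry, 0.00136 in Hot and 0.000833 in Hot-Dry. The labels of each treatment and Control were exchanged between females with the same 2 numbers in 100 splits, after each gene had been centred in each condition. The difference from Control was -0.000245 in Dry (two-sided permutation p = 0.56), -0.000293 in Hot (p = 0.65) and -0.000822 in Hot-Dry (p = 0.09, and 0.27 after adjustment over the 3 treatments). With Spearman correlations the difference in Hot-Dry was -0.000708 (p = 0.03, and 0.09 after adjustment). The mean absolute r was 0.226 in Control, 0.242 in Dry, 0.242 in Hot and 0.233 in Hot-Dry, so the difference from Control was positive in each treatment on this measure (p from 0.31 to 0.73). It was also positive in each treatment when only genes with a mean of at least 5 cpm were used (p from 0.33 to 0.65).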

In stress conditions, these large modules became separated into smaller networks according to the different functional processes that were previously linked in non-stressful conditions.

We also conducted a joint WGCNA using samples from all conditions together to infer to which extent functional modules were influenced by treatment conditions by testing for the association between each of the detected module’s eigengene (principial component of a module) and stress conditions (one-way ANOVA). We found that the three largest of the five detected modules did not show a significant association with condition (Table A in S4 Appendix). They probably represent groups of genes involved in homeostasis and maintenance of essential cellular functions that are independent of the stress condition the individuals experienced. In contrast, the two smaller modules showed a significant relationship with treatments. 

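Principal components of log2 cpm over all 183 females were computed here in place of modules. The third to eighth components took between 2.11% and 5.61% of the variance each. Condition explained 7.20% of the third component, 6.01% of the fourth, 1.83% of the fifth and 2.74% of the sixth, with p = 9e-04, 1e-04, 3e-04 and 2e-04 (labels permuted within families; 0.0012, 0.000267, 0.00048 and 4e-04 after adjustment over 8 components). It explained 5.89% of the seventh (p = 0.0022, adjusted 0.00251) and 49.7% of the eighth (p = 1e-04, adjusted 0.000267). The permutation treats females of 1 family and condition as independent. Family explained 86.6% of the fifth component and 82.4% of the sixth, and 7.23% of the eighth. A fit with 1 mean for each family in each condition explained 61.8% of the seventh, of which family alone explained 29.1%.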

Next, we tested for an association between each module’s eigengene and fitness and how this was influenced by treatment condition (interaction between eigengene and condition in a two-way ANOVA with fitness as response variable). We found that the two modules significantly influenced by treatments were also strongly associated with fitness (S4 Appendix). We further found that the relationship between a module’s eigengene and fitness was significantly condition dependent in three of the five modules. However, since many genes lack functional annotation and the proportion of genes that were not assigned to any module was relatively high (39% in the joint analysis), information obtained by functional enrichment analysis of gene in a module remained limited.

Details of coexpression analysis and corresponding results and discussion can be found in S4 Appendix.

### Treatment effects on reproduction related processes

To get further insights into the molecular processes that link the observed decline in offspring number with transcriptomic data, we focused on genes and pathways known to be involved in egg production and in the mediators of the trade-off between stress response and reproduction [75]. We thus looked at the response of a gene set (S1 Table) made of juvenile hormone (JH), 20-hydroxecdysone (20 E), insulin/insulin-like peptides (IIS) target of rapamycin (TOR) signaling pathways (IIS-TOR), and vitellogenin, the main nutrient source of eggs, and vitellogenin receptors. We found that heat and heat-drought stress led to a significant down-regulation of all pathways and repression of vitellogenin and vitellogenin receptors (S2 Table). 

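S2 Table gives fold changes for 29 reproduction genes, all of which were tested here. In Hot 19 of them were down-regulated, and in Hot-Dry 25 were down-regulated and 2 up-regulated. The log2 fold changes differed from those of S2 Table by at most 0.00745 in Hot and 0.00412 in Hot-Dry. Vitellogenin 1 (Vg1, TC013602) went from 108300 ± 44930 cpm (SD, n = 47) in Control to 87570 ± 33440 cpm (n = 45) in Hot and 68480 ± 32610 cpm (n = 43) in Hot-Dry. Its log2 fold change was -0.31 in Hot (standard error 0.17, adjusted p = 0.188 from edgeR's quasi-likelihood test) and -0.66 in Hot-Dry (standard error 0.17, adjusted p = 0.00154). With the replicate block the adjusted p of Vg1 was 0.206 in Hot and 0.00103 in Hot-Dry. Vitellogenin 2 (Vg2, TC010839) had a log2 fold change of -0.41 in Hot (adjusted p = 0.069, and 0.0953 with the block) and -0.82 in Hot-Dry (adjusted p = 0.000111, and 0.000164 with the block). The vitellogenin receptor VgR-1 (TC004042) fell in Hot by 0.34 on the log2 scale (standard error 0.07, adjusted p = 2.05e-05, and 1e-06 with the block) and in Hot-Dry by 0.35 (adjusted p = 8.53e-06, and 1.38e-06 with the block). The family mean of VgR-1 was higher in Hot than in Control in 1 of 12 families.

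**Figure D4:**
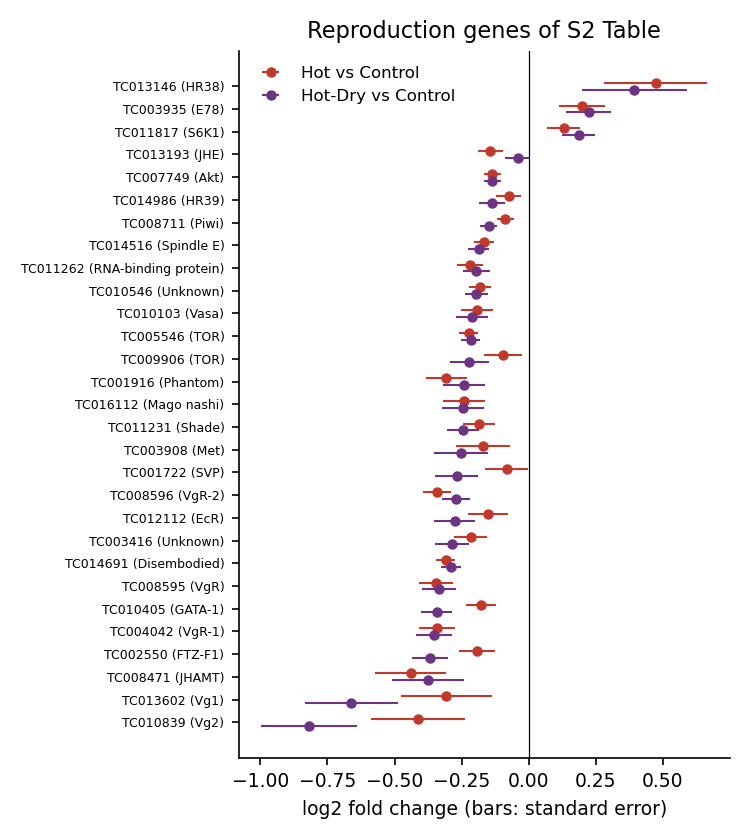
Log2 fold change relative to Control (x axis) of the 29 genes of S2 Table (y axis) in Hot and Hot-Dry. Bars are the standard error derived from the quasi-likelihood F statistic. The 2 vitellogenin genes have the lowest values in Hot-Dry, -0.66 and -0.82.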

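In Dry, the log2 fold changes of the 29 genes of S2 Table ranged from -0.07 (TC010405, GATA-1) to 0.14 (TC013146, HR38). Their smallest adjusted p was 0.133 from edgeR's quasi-likelihood test (TC005546, a TOR gene with a log2 fold change of 0.11). The log2 fold change was -0.02 for Vg2 (TC010839) and 0.09 for VgR-1 (TC004042).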

Drought did not show any significant effect. We selected a set of genes within these pathways with known effects on reproduction in *T*. *castaneum* [76–78]. 

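The 56 genes of S1 Table all passed the filter and were tested as a set with roast, which rotates the residuals of the model at random and keeps the correlation between the genes. In Hot, the proportion of the set past the z threshold was 0.536 for lower and 0.071 for higher expression (one-sided p = 5e-05 for down-regulation, the smallest that these rotations can give). In Hot-Dry the proportions were 0.589 and 0.071 (p = 5e-05). In Dry they were 0.071 and 0.036, with p = 0.486 for up-regulation. The correlation of same-numbered females was 0.191, and with their numbers as a replicate block the p was 5e-05 in Hot, 5e-05 in Hot-Dry and 0.482 in Dry. The direction in Dry was down with camera (p = 0.936) and with relative log expression normalization (p = 0.429). Single genes of the set were DE in the down direction in 19 cases in Hot and 25 in Hot-Dry, and in the up direction in 2 cases in Hot-Dry. The median log2 fold change of the set was 0.00 in Dry, -0.08 in Hot and -0.15 in Hot-Dry.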

A gene set test confirmed that these genes were mainly down-regulated in Hot and Hot-Dry (Table 3).

**Table 3:** Results of gene set enrichment analysis of genes involved in reproduction. Gene set enrichment test was conducted in edgeR using the *roast* function [70]. Prop.Down and Prop.Up give the proportion of genes that are down- and up-regulated. The direction of change is determined from the significance of changes in each direction and is shown in the Direction column. The *P*-value provides evidence for whether the majority of genes in the set are DE in the specified direction. The genes (N = 56) were selected based on [76–79].

Contrast	Prop. Down	Prop. Up	Direction	p-value
**Dry–Control**	0.054	0.036	Up	0.912
**Hot–Control**	0.464	0.071	Down	0.001
**Hot-Dry–Control**	0.589	0.071	Down	0.001

### Selection on expression levels is environment specific

Since we measured offspring number and transcription within the same individuals, we could estimate selection intensity on gene expression levels in each condition separately by performing a linear regression of relative fitness on standardized expression levels (z-score of read counts per million after TMM normalization). In control conditions, expression levels of 2179 genes showed a significant correlation with offspring number (negative: 2158, positive: 21, at 5% FDR). The two genes under strongest positive selection coded for vitellogenin (selection gradient ± SE: Vg1: 0.26 ± 0.05; Vg2: 0.24 ± 0.05). Another positively selected gene coded for a serine protease (TC000870) and is involved in oocyte development (GO:0048599). In Dry, Hot and Hot-Dry we could not detect any significant selection on gene expression levels after correcting p-values for multiple comparisons.

To compare selection acting on expression levels under different conditions and avoid stringent significance thresholds on single-gene fitness-expression correlations, we then estimated the correlation of selection intensities among treatments. We found significant negative correlations of selection intensities between Control and all stress treatments, and positive correlations among stress treatments (p-values < 2.2e-16) (Fig 4). Control and Dry had the strongest negative correlation (-0.24), while Hot and Hot-Dry had the highest positive correlation (0.34). Furthermore, significantly DE genes responding to Hot and Hot-Dry were over represented among those that were negatively selected in control conditions (Hot: χ2 = 158.62, df = 1, p-value < 2.2e-16, Hot-Dry: χ2 = 177.97, df = 1, p-value < 2.2e-16), with 361 (22.6%) up-regulated genes in Hot and 417 (22.3%) in Hot-Dry. The magnitudes of selection intensities were also significantly different between conditions (median (and SD) of absolute values in Control: 0.09 (0.06), Dry: 0.03 (0.03), Hot: 0.09 (0.07), Hot-Dry: 0.05 (0.04); Kruskal-Wallis rank sum test: χ2 = 9333.3, df = 3, p-value < 2.2e-16), with the majority of genes negatively selected in Control, and similar proportions of genes under positive and negative selection in stress treatments (Fig 5). The Dry treatment had the largest negative correlation of expression levels with Control and the largest number of genes switching sign relative to Control (9591). However, the magnitude of change in selection intensity of those genes was lowest in Dry (median: 0.14). In contrast, the Hot treatment had the strongest magnitude of change in selection intensity compared to Control (median: 0.19, 6644 genes), followed by Hot-Dry (median: 0.16, 7412 genes). Overall, a large majority of genes switched from negative to positive selection (Dry: 0.86, Hot: 0.76, Hot-Dry: 0.8).

**Fig 4:**
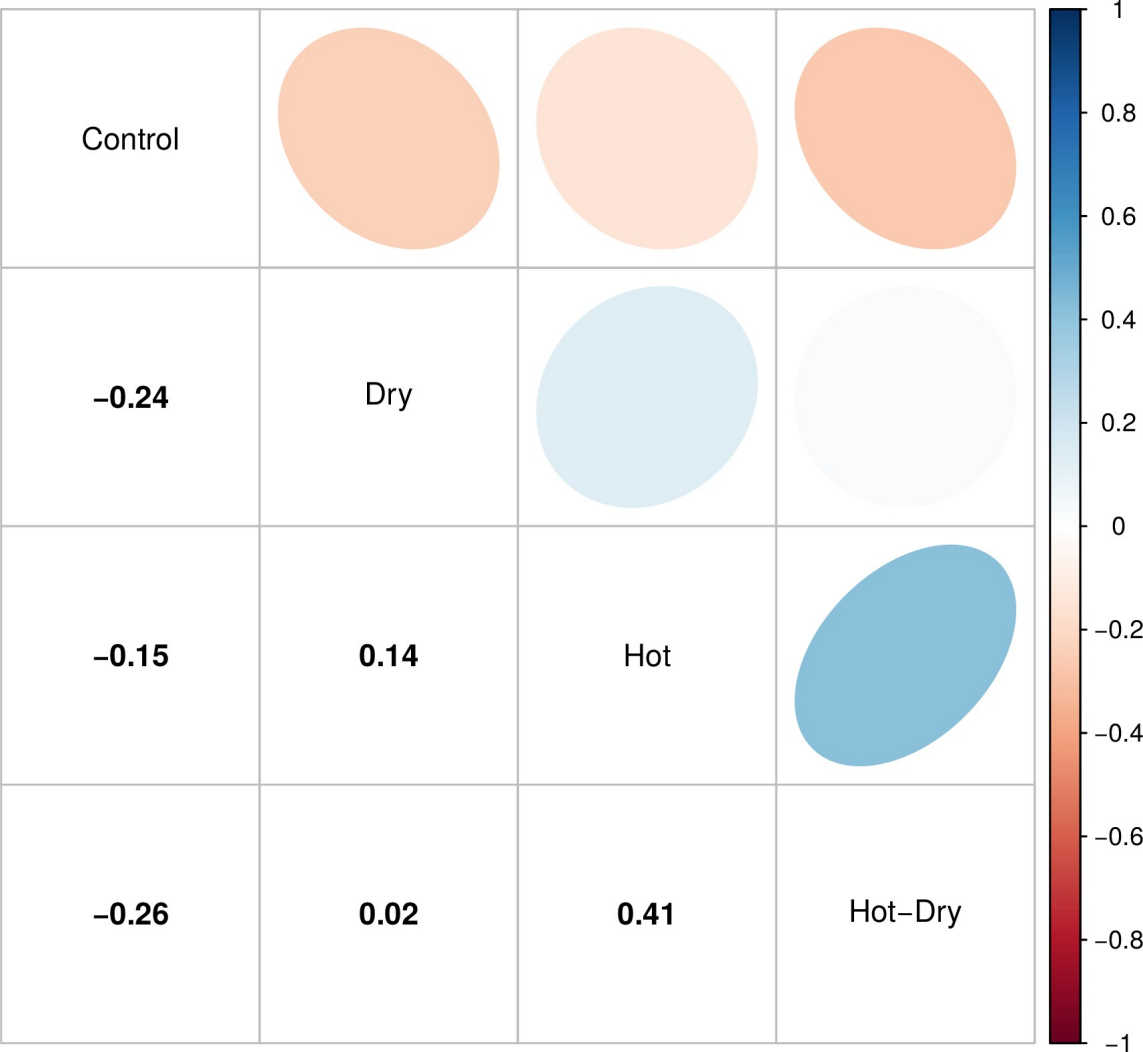
Pairwise correlations of selection intensities on single gene expression levels in different conditions. Blue indicates a positive and red a negative correlation. Values are given in the lower triangle. Confidence intervals for correlations: Control-Dry: -0.25, -0.22; Control-Hot: -0.11, -0.08; Control–Hot-Dry: -0.23, -0.20; Dry-Hot: 0.08, 0.11; Dry–Hot-Dry: 0.00, 0.03; Hot–Hot-Dry: 0.33, 0.36.

**Fig 5:**
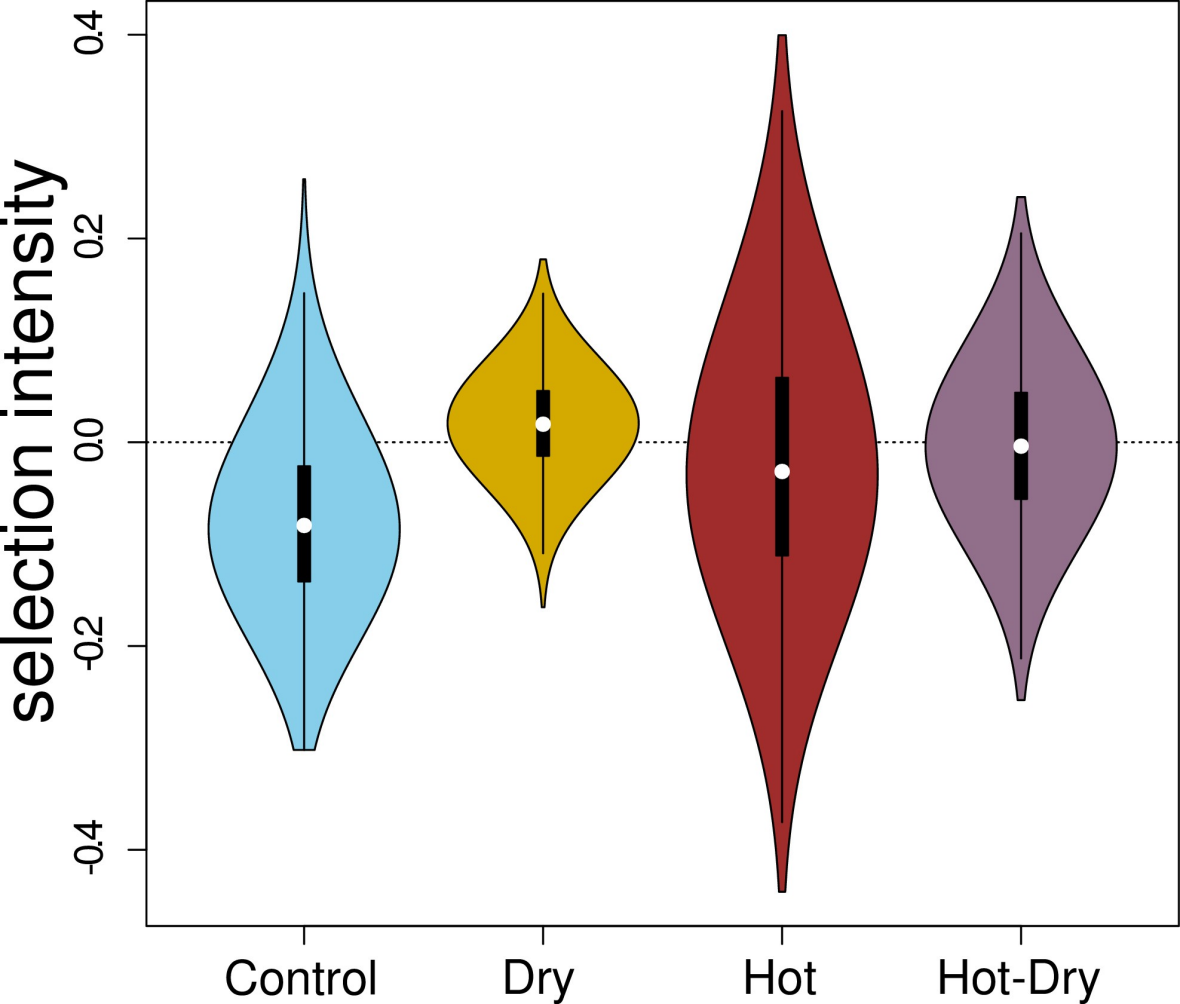
Distribution of selection intensities on gene expression levels under Control and treatment conditions. Each violin plot contains a boxplot of the data. White dots are medians and black rectangles represent inter-quartiles. The selection intensities were obtained as linear regression coefficients of relative fitness (number of adult offspring) on normalized RNA-seq read counts (z-score).

### The response in gene expression is mainly adaptive

To examine whether the plastic responses in gene expression are adaptive, we tested if significantly up-regulated genes were under more positive and significantly down-regulated genes under more negative selection than non-responding genes. We found that the response to Hot-Dry was mainly adaptive: Down-regulated genes were under significantly more negative selection and up-regulated genes under more positive selection compared to non-responding genes, respectively (permutation tests: *P* < 0.0001) (Fig 6). In contrast, some parts of the response in Dry seemed maladaptive: Down-regulated genes were not under significantly different selection, but up-regulated genes were more negatively selected (Fig 6). In Hot, the response was partly adaptive since down-regulated genes were significantly more negatively selected, while up-regulated genes were not under significantly different selection (Fig 6).

**Fig 6:**
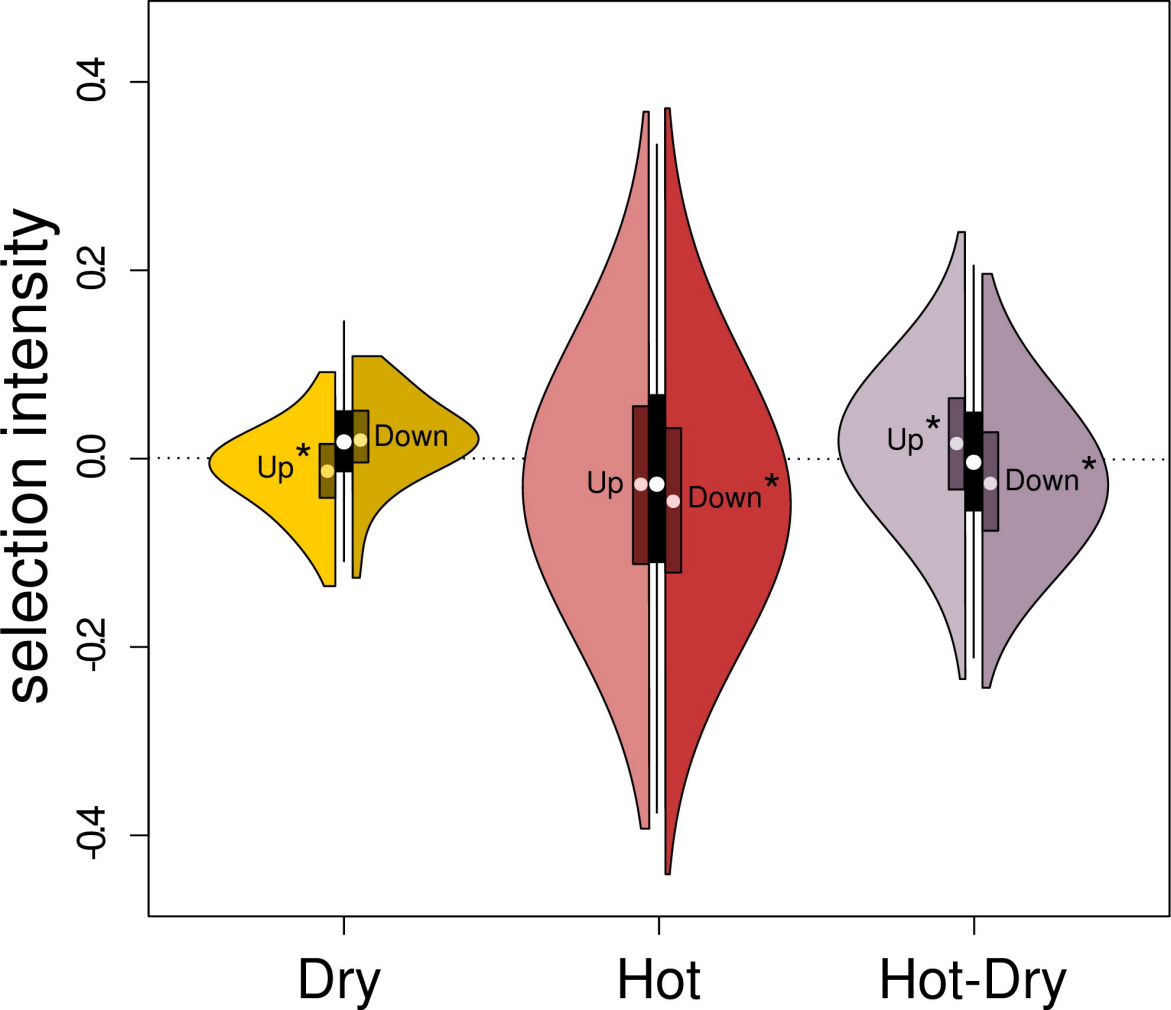
Selection intensities on expression levels of genes that showed significant responses to stress treatments (DE genes). The left half of each violin plot is the distribution of selection intensities of up-regulated genes, relative to Control, while the right half is for down-regulated genes. The median and inter-quartile range are represented as a white dot and a dark rectangle, respectively. The central boxplot represents variation of selection intensities of genes whose expression was not significantly different from expression in Control (at 5% FDR). Significance of the shift in selection intensities of the up- and down-regulated DE genes relative to the non-DE genes is marked with the star symbol (*). Significance was determined with a permutation test with 10,000 permutations (see **Methods**).

### Indirect selection on plasticity from selection on gene expression

We were interested to examine whether selection on expression levels in the treatment might also potentially influence plasticity of the respective genes during future adaptation. First, we tested for an association between expression levels in the treatments and the strength of their plastic response. Since the individuals used in this study were members of full-sib families that were split across conditions (see Material and Methods), we could use the differences in family means between conditions as an estimate for the plasticity of a certain gene and then correlate this with its expression level (family mean) in the treatment. 

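For each gene, the Pearson r over the 12 families was computed between the family mean of TMM-normalized cpm in a treatment and the difference of that mean from the family mean in Control. The median r over the 12113 genes was 0.516 in Dry, 0.650 in Hot and 0.614 in Hot-Dry. The mean was 0.482 in Dry, 0.601 in Hot and 0.568 in Hot-Dry, and r was positive in 95.3%, 97.6% and 96.7% of the genes. With Spearman correlations the medians were 0.503, 0.545 and 0.517. The treatment mean enters both quantities, so the Control family means were also re-paired with the treatment family means at random. After re-pairing, the median r was 0.716 in Dry (range 0.627 to 0.792), 0.757 in Hot (0.671 to 0.822) and 0.720 in Hot-Dry (0.648 to 0.779). In each treatment no pairing gave a median r below the real one (permutation p = 1.0 over 100 pairings). Between the family means in the treatment and in Control, the median r was 0.503 in Dry, 0.301 in Hot and 0.281 in Hot-Dry. With the first and second numbers together read as the family, the median r between expression and plastic change was 0.623, 0.697 and 0.688 over 47, 44 and 42 families.

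**Figure D5:**
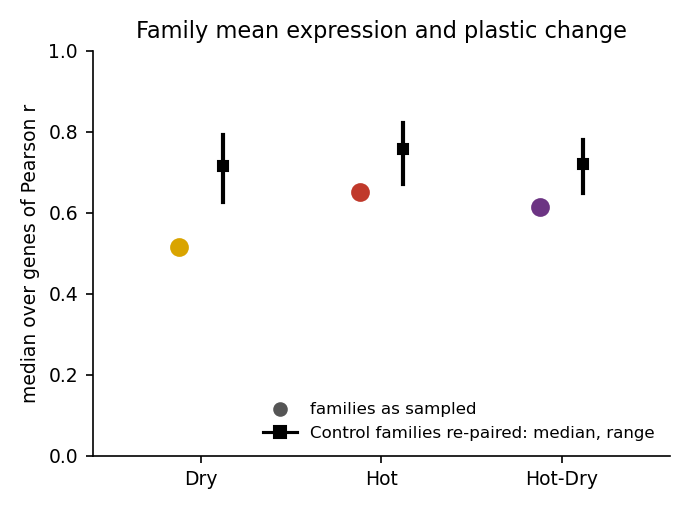
Median over genes of the Pearson r between family mean expression in a treatment and the difference from Control (y axis), for the 3 treatments. Circles are the families as sampled, and squares with bars are the median and range after Control families were re-paired at random. Each circle lies below the range of its treatment.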

We found a positive correlation between expression levels in the treatment and plastic changes (mean/median of correlations: Dry: 0.48/0.51, P < 0.0001 (10,000 permutations); Hot: 0.60/0.65, P < 0.001; Hot-Dry: 0.57/0.61, P < 0.001). Highly expressed genes generally showed a strong up-regulation in response to the treatment (and lowly-expressed genes showed a strong down-regulation). This suggests that selecting for high or low expression could indirectly influence plasticity. Second, we tested whether our previous estimates for selection on expression in the treatments were associated with indirect selection on plasticity. To estimate selection on plasticity, we used the correlation between plasticity (differences in family means between conditions) and the mean family fitness in the treatment. If, for instance, a family shows a large increase in expression of a certain gene and a high fitness in the treatment, the plasticity of that gene would be under positive selection. We found that selection on expression levels in the treatments were generally correlated with selection on plasticity (Dry: 0.36, *P* < 0.001 (10,000 permutations); Hot: 0.24, *P* < 0.001; Hot-Dry: 0.62, P < 0.001, S3 Fig). This suggests that selection on expression levels in the stress treatments may result in indirect selection on plasticity. For instance, when adaptive, plasticity may increase in future generations. Alternatively, plasticity may decrease when maladaptive because under more negative selection, as suggested by the results in the Dry treatment (Fig 5).

## Discussion

### Selection on gene expression

By measuring the relative abundance of transcripts and one component of fitness within the same individuals, we could assess the strength of selection acting on gene expression variation within each environment. The distribution of selection intensities, measuring the phenotypic association between fitness and gene expression [80,81], was informative of the strength and direction of net selection in each environment. Net selection includes direct selection on a gene’s expression and indirect selection from correlated expression changes at other genes (see below). Under benign control conditions, the distribution of selection intensities had the most negative mean and median with a small proportion of transcripts under significantly positive selection. Among them, vitellogenin genes and few other reproduction-related genes were under strongest positive selection. Vitellogenin genes (Vg1, Vg2) are directly involved in egg production [82]. Their strong positive association with offspring number suggests that variation in this component of fitness is mainly driven by differences in egg production among individuals. We could further confirm that variation in offspring number was mainly explained by variation in fecundity and not variation in larvae or pupae survival (see S5 Appendix). This shows that our experimental design was able to capture meaningful associations between gene expression in female individuals and their reproductive output.

The small proportion of transcripts under positive selection in Control suggests that the number of processes positively associated with offspring number is small when conditions are benign. Under such conditions, processes not directly contributing to fitness should be repressed to allow investing most resources into reproduction. Shifts in temperature and humidity then caused an increase of the proportion of gene expression variation under positive selection, with higher median and mean selection intensities in the three stress treatments. The changes of the direction of selection, from mostly negative to more positive, affected both the genes that significantly changed their expression plastically (DE genes), and those that did not. This suggests that under stressful conditions, processes unrelated to egg production and fecundity affected fitness positively. Accordingly, genes involved in heat-stress protection (e.g. heat shock proteins Hsp 68, Hsp23) and many metabolic processes (e.g. tricarboxylic acid cycle GO:0006099, aerobic respiration GO:0009060) were up-regulated and under positive selection in Hot-Dry (see S2 Appendix). 

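S2 Appendix lists 11 genes up-regulated in Hot-Dry under tricarboxylic acid cycle and 11 under aerobic respiration. All 11 of the tricarboxylic acid cycle were up-regulated here in Hot-Dry, with log2 fold changes from 0.18 to 0.83 and a median of 0.27. In Hot 6 of the 11 were up-regulated, with a median of 0.19, and in Dry all 11 had a positive log2 fold change, with a median of 0.08. Between Hot-Dry and Hot, 3 of the 11 were DE, all higher in Hot-Dry. The 11 genes of aerobic respiration gave the same numbers. Heat shock protein genes are not paired with identifiers in the files and were not analysed here, and neither was selection.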

The concomitant down-regulation of genes involved in cell growth, cell cycle (e.g. DNA replication KEGG03030, S3 Appendix), and reproduction is also typical of stress responses [30,83,84]. Similarly, JH genes and genes in the IIS-Tor and 20E signaling pathways were down-regulated in Hot and Hot-Dry. They are known to be involved in the trade-off between stress-responses and cellular growth and maintenance [75,85,86]. 

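S1 Table holds 7 JH genes, 14 genes of 20E biosynthesis and action and 13 genes of the IIS-TOR pathways, and all were tested. Of the JH genes, 2 were down-regulated in Hot and 2 in Hot-Dry, with a median log2 fold change of -0.15 in Hot and -0.18 in Hot-Dry. Of the 20E genes, 4 were down-regulated in Hot, and 6 were down-regulated and 1 up-regulated in Hot-Dry (medians -0.04 and -0.15). Of the IIS-TOR genes, 3 were down-regulated in Hot, and 4 were down-regulated and 1 up-regulated in Hot-Dry (medians -0.06 and -0.03).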

Selection on down-regulated genes was mostly negative in Hot and Hot-Dry, and thus adaptive. Regardless, down regulation of genes involved in cell growth and reproduction should result in decreased fecundity. As a result, we observed a general decrease of average fitness in the stress treatments. Reduction in fecundity was also likely affected by the expression of heat shock proteins, whose fitness costs are known [84,87,88]. This together with the large switch of 80% of the genes from negative selection in Control to positive selection in the treatments, suggests a general re-channeling of resources from growth and reproduction to stress response and protective processes.

Combining results of DE and network analysis by overlaying DE and functional modules revealed that large parts of Control modules that are related to metabolism were conserved across treatments. Their genes did not show a significant change in expression and were involved in processes that are required for homeostasis. Other parts of the modules stayed closely connected, but many genes including the modules’ hub genes showed a response to stress, thereby partly rewiring functional networks. Stress treatments seem to disrupt the normally tight connections between metabolism and replication. In a joint network analysis with samples from all conditions we detected five modules and found that associations of three of these modules with fitness were significantly condition dependent. The WGCNA analyses thus confirm that gene expression and its underlying network structure experienced different selection pressures in the treatments.

Variance in selection intensities also varied greatly between treatments, with lowest variances in the dry environments (Dry and Hot-Dry) and largest in the Hot treatment. Reduced variation and a mean selection intensity close to zero as in Dry can be associated with stabilizing selection and expression levels closer to their optimum. *T*. *castaneum* might thus be better adapted to dry than humid conditions. In fact, *T*. *castaneum* is known to have special anatomical adaptations to cope with extremely dry conditions [89]. This points to a possible long evolutionary history of encountering drought and strong past selection for drought resistance. Induction of preexisting drought response mechanisms may have helped keep the physiological and metabolic responses in check and limit non-optimal gene expression levels and reduce the variation in fitness among individuals. The observed maladaptive plastic responses in Dry can also be interpreted in that context, where too large responses of over expressed genes may have overshot their optimal response and led to negative selection intensities.

In contrast, the variance of selection intensities was especially high in Hot (Fig 6). Hot was also the condition with the highest proportion of non-reproducing females. We may speculate that this condition was exceptional to *T*. *castaneum* and was not often encountered in the past. Previous selection on expression imposed by a combination of high temperature and high humidity may have been low. We found evidence of an increase in the variance of expression levels in the stress treatments. The coefficients of variation for gene expression levels in Hot were higher than in Control (S4 Fig). 

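The coefficient of variation was computed for each of the 12113 genes as the SD over the mean of TMM-normalized cpm within a condition. Its median over genes was 0.271 in Control (47 females), 0.266 in Dry (48), 0.288 in Hot (45) and 0.279 in Hot-Dry (43). In Hot 37.7% of the genes had a lower coefficient of variation than in Control. The labels of each treatment and Control were exchanged between females with the same 2 numbers in 100 splits, after division by the condition mean. The difference from Control was -0.00471 in Dry (two-sided permutation p = 0.67), 0.0167 in Hot (p = 0.40) and 0.00849 in Hot-Dry (p = 0.68), and the p of each was 0.68 after adjustment over the 3 treatments. In Hot the permuted differences ranged from -0.0491 to 0.0512. With the median absolute deviation over the median as the measure, the difference was 0.00482 in Dry, 0.00937 in Hot and -0.00132 in Hot-Dry, so its sign changed in Dry and Hot-Dry. In 4 classes of mean expression with equal numbers of genes, the difference in Hot rose from 0.00582 in the lowest class to 0.0191 in the highest.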

Exposure to a strong stress for which no adequate response evolved previously might have led to disruption of homeostasis and expression of hidden genetic and phenotypic variation [90,91].

### No physiological trade-offs between single stressors

The transcriptomic responses to heat and drought were very contrasted with a small but significant overlap. Only a minority of overlapping genes (17 out of 43) showed a trade-off in expression between the two conditions, and no functional enrichment could be detected. 

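Of the 45 genes that were DE in both Dry and Hot here, 19 changed in opposite directions, with 5 up-regulated in Dry and down-regulated in Hot and 14 the other way round. With the replicate block 32 of 59 genes changed in opposite directions. Across all 12113 genes, the Pearson r between the log2 fold changes in Dry and Hot-Dry was 0.359. The same Control females enter both. In mean log2 cpm the median r was 0.387 with 1 random part of Control for both and 0.159 with separate parts (-0.0604 to 0.295 over 100 draws), a test chosen after seeing the data.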

Different physiological processes are thus likely affected by the two stresses. The lack of a strong trade-off between the individual stress responses was also evident when investigating the combined transcriptomic response in the Hot-Dry treatment. 

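Whether the effects of heat and drought add up on the log2 scale was tested per gene with an interaction contrast, the change from Hot to Hot-Dry minus the change from Control to Dry. One gene, TC009418, was DE for this interaction in the fit without a block, with a log2 interaction of 1.30 (standard error 0.27, adjusted p = 0.0471 from edgeR's quasi-likelihood test). An unadjusted p under 0.05 was found in 524 genes, where 606 are expected by chance. In splits with labels exchanged between females with the same 2 numbers, the median was 350 such genes (158 to 991). The 524 genes were reached in 21 of 100 splits, the real one included. With the replicate block 0 genes were DE, 732 had an unadjusted p under 0.05, and TC009418 had an adjusted p of 0.104. TC009418, which was singled out after its values were seen, was at 1.17 ± 0.796 cpm (SD, n = 47) in Control, 1.16 ± 0.678 in Dry (n = 48), 0.781 ± 0.524 in Hot (n = 45) and 1.90 ± 1.15 in Hot-Dry (n = 43). Across the 4564 genes that were DE in any treatment, the median absolute interaction was 0.08, and the sum of the log2 fold changes in Dry and Hot had a Pearson r of 0.916 with that in Hot-Dry, with a slope of 0.932. These genes were selected as DE, and the same Control females enter the sum and the change in Hot-Dry. In mean log2 cpm the median r for these genes was 0.910 with 1 random part of Control throughout, and 0.809 with separate parts for the sum and for Hot-Dry (0.669 to 0.869 over 100 draws). This test was chosen after seeing the data.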

Most DE genes in Hot-Dry responded to a single stressor independently of the presence of the second stressor (Fig 3). Such an additive combined stress response can be expected when individual stressors require different protection mechanisms and affect different pathways, and are thus likely not interfering with one another [92].

Furthermore, as expected from the single stress responses, the combined response was dominated by the heat response. This is in agreement with many studies showing that heat is a major driver of expression change, especially in ectotherms [9,93–96]. 

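Of the DE genes in Hot, 2215 (72.8%) were DE in the same direction in Hot-Dry, and 61 of the DE genes in Dry were. Another 826 genes were DE in Hot and not in the same direction in Hot-Dry. The Pearson r across all genes tested between the log2 fold changes in Hot and in Hot-Dry was 0.834. Both changes are from the same Control females. The median r in mean log2 cpm was 0.850 with 1 random part of Control for both and 0.730 with separate parts (0.575 to 0.781 over 100 draws), a comparison chosen after seeing the data.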

The combined effect of heat and drought on fitness was close to the combined reduction of fitness in Hot and Dry. However, due to our large sample size, we detected a significant interaction between heat and drought on offspring number, but with a small effect size (-2.22 ± 0.77). Even when there are no opposite physiological effects, stress response mechanisms are accompanied with costs because all of them rely on the same pool of limited resources. Additive effects might therefore only be observed until a certain threshold of resource consumption is reached [51,97]. When an individual is close to its maximum capacity of stress tolerance, addition of a stressor that has only small effects when applied singularly can lead to strong detrimental consequences [98]. It might be that our beetles were close to that threshold where competing energy demands for different stress responses can lead to synergistic effects. The addition of a drought stress to the heat stress apparently emphasized the effect of the heat stress, as seen in the transcriptomic response where the Hot-Dry response mainly differed in magnitude compared to the Hot response.

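Between Hot-Dry and Hot, 120 genes were up-regulated and 156 down-regulated in Hot-Dry, against 198 and 239 with the replicate block, and 252 genes were called in both fits. Over 19 alternatives the number of DE genes ranged from 7 to 547. The 7 came from counts summed per family and condition, a fit chosen after seeing the data. In the fit without a block, 1630 genes differed at an unadjusted p under 0.05. With labels exchanged between females with the same 2 numbers, the largest number of DE genes was 9, and with whole families exchanged it was 226. TC006157 was higher in Hot-Dry than in Hot by 2.89 on the log2 scale (standard error 0.54, adjusted p = 0.000165 from edgeR's quasi-likelihood test, and 0.000841 with the block). Its family mean was higher in 8 of 12 families. TC000516 had a log2 fold change of -2.86 (standard error 0.43, adjusted p = 1.08e-06, and 1.32e-09 with the block), and its family mean was lower in Hot-Dry in every family. Across the genes DE in any treatment, the slope of the log2 fold change in Hot-Dry on that in Hot was 1.06.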

### Adaptive value of plasticity and indications for evolutionary adaptation

Our study provides estimates of the strength of natural selection acting on gene expression levels and can thus give indications for future evolutionary changes in trait values and in plasticity. Maladaptive plasticity can promote trait evolution by increasing the strength of selection [40,99] and lead to a reversal of the ancestral plastic response during long-term evolutionary adaptation [19,20,26,100]. Adaptive plastic changes can become fixed differences when plasticity is lost because costly to maintain, leading to genetic assimilation [27,47,101]. Alternatively, evolution can increase the magnitude of plastic responses if they are adaptive. Both adaptive and maladaptive plasticity can thus contribute to evolutionary divergence, but the adaptiveness of a plastic response determines its contribution to future divergence and evolutionary trajectories.

Our results suggest that plastic responses in Hot-Dry and down-regulation in Hot were mainly adaptive to exposures to thermal and humidity stresses. For a majority of genes, relative mRNA abundance was changed in the direction favored by selection. Knowing the selection intensities on mRNA abundance, it is obviously tempting to speculate on possible evolutionary changes in expression levels, and in their plasticity. Some of the adaptive trait changes observed may persist over evolutionary times without genetic changes if plasticity itself is not too costly, leading to phenotypic divergence but no genetic divergence relative to ancestral conditions. As suggested by Ghalambor et al. [40] genes with maladaptive plastic responses might be those that will show the strongest changes during evolution. Furthermore, the positive correlation between expression levels in the treatments and their degree of plasticity suggests that selection on gene expression in the treatments should result in correlated changes in their plasticity. However, immediate stress responses might not remain beneficial during long-term adaptation to constant high temperature because they trade off with reproduction. Therefore, adaptive but costly plastic responses may become maladaptive over time and be reversed despite the immediate benefits provided by their protective functions. An example might be heat shock proteins, which were among the most strongly responding genes in this experiment and mostly under positive selection in Hot-Dry. Their immediate protective functions are well known [102], as well as the reproductive costs of their over-expression [88]. Although initially adaptive, some of the plastic expression changes can be reversed in future evolved populations when other resistance mechanisms may arise (e.g. enzymes, which are more stable at higher temperatures), making costly stress protection expendable. Similarly, down-regulation of reproduction-related genes may not persist. Evolutionary changes resolving the trade-off imposed by stress responses will be favored and drive adaptive differentiation relative to the ancestral condition. Immediate plastic responses may then look as if maladaptive when compared to evolved trait divergence, a pattern often found in empirical studies [100].

Taken together, our results show a mix of responses sometimes in the direction of natural selection and sometimes in an opposite direction. Overall, we expect long-term evolution to increase differentiation relative to the ancestral condition (here Control) in genes whose response will remain adaptive, but to decrease differentiation in those genes involved in strong fitness trade-offs. Decreased differentiation of costly plastic responses may cause later inferences of the adaptive value of plasticity biased towards findings of maladaptive plasticity, although immediate responses to environmental changes may have been adaptive and helped populations to persist. We should thus be cautious when interpreting the results of comparisons between evolved populations and ancestral plastic responses. Those studies may, however, help untangle the genes involved in plastic responses from those responsible for adaptive divergence [9,19]). Our study was not well armed to answer that question but showed the adaptive value of immediate plastic changes more clearly than previous studies.

There are two major caveats to keep in mind when interpreting selection gradients. First, a selection gradient does not imply direct causation between relative mRNA abundance levels and offspring number, in any case. Second, our estimates of phenotypic selection include both direct selection acting on expression levels and indirect selection caused by changes at correlated gene expression levels. Indirect selection can strongly affect the evolutionary trajectory of a trait via selection on genetically correlated traits [80,103]. Selection gradients, or intensities cannot be used to identify the direct targets of selection. Traits also change by indirect selection acting on genetically correlated traits [104]. Given that genes do not act in isolation, it is likely that indirect selection on expression of interacting genes play an important role [7]. Future evolutionary changes in the three treatments also depend on the existence of additive genetic variation in expression and genetic correlation with fitness [105–107]. While we have estimated the direction and strength of phenotypic selection acting on gene expression, we cannot predict evolutionary changes because we did not attempt to estimate the additive genetic co-variance with fitness of the traits under selection. Future work based on long-term evolution can address whether those selection pressures translated into corresponding evolutionary changes.

Nonetheless, our results constitute a resource to better understand the physiological and metabolic processes involved in the adaptation to the two different stressors and their combination. For instance, in the most stressful treatment, Hot-Dry, up-regulated genes under positive selection were enriched in many metabolic processes (e.g. aerobic respiration, citrate metabolic process), while down-regulated genes under negative selection showed enrichment in negative regulation of metabolic processes (GO:0009892). Thus, a part of the adaptive plastic response resulted in enhancement of metabolic activity, potentially improving females' reproductive output. However, because correlative, the selection intensities can only point to candidates genes whose effects on fitness would need to be further functionally validated.

One drawback of our study is the exclusion of males from the gene expression measurements. We decided to focus on females, because they have to invest more into reproduction compared to males. Energy allocation trade-offs between responses to different stressors, as well as between stress protection and reproduction should be more pronounced here. We could also show that number of adult offspring was mainly dependent on egg number (S5 Appendix), suggesting a minor contribution of males to fitness. Consequently, it is likely that correlation of male expression with reproductive output would be low.

## Conclusions

Our approach shows how transcriptomics can be used to get information about the relative importance of different stressors, their interaction, and the potential constraints acting on plastic and evolutionary responses when several environmental variables change at the same time. We were thus able to evaluate the immediate adaptive value of the plastic changes in gene expression. By adaptive, we here meant immediate fitness increases associated with changes in gene expression. Therefore, our study strongly contributes to our understanding of how plasticity may affect fitness at the early onset of adaptive divergence and gives indications of potential future changes in gene expression and its plasticity. It shows that some parts of the plastic response are adaptive, whereas others are maladaptive, potentially also leading to the correlated evolution of the plasticity of the responding genes. However, further work is needed to clarify how we can use plastic responses to predict long-term evolutionary outcomes, for instance by using long-term evolution experiments.

## Materials and methods

### Animal rearing and stress treatments

We used the *Tribolium castaneum* Cro1 strain [64], collected from a wild population in 2010 and adapted to lab standard conditions (33°C, 70% relative humidity) for more than 20 generations. Beetles were kept in 24h dark on organic wheat flour mixed with 10% organic baker's yeast. We sterilized the flour and yeast by heating them for 12h at 80°C before use. We tested the response of fitness and gene expression of the beetles to heat, drought, and a combination of both stressors. The conditions in the treatments were: Hot: 37°C and 70% r. h., Dry: 33°C and 30% r. h., Hot-Dry: 37°C and 30% r. h. Parents of the experimental beetles were reared and mated in control conditions at the age of four weeks in 15 mL tubes with 1 g of medium. Each virgin male was mated with a virgin female. After four days, in which the beetles could mate and lay eggs, each mating pair was transferred to a new vial. We repeated this three times, resulting in four vials per mating pair containing medium and eggs. Vials of each mating pair were randomly assigned to the four different conditions, resulting in full-sib families split across all conditions. Male and female offspring (four females and four males per family and condition) were separated at the pupal stage and transferred to 10 mL tubes with 1 g of medium and remained there until they were used for the fitness assay eight weeks later. After the fitness assay, males and females were transferred to 1 mL tubes, frozen in liquid nitrogen and stored at -80°C. We made sure that all beetles were alive before they were snap-frozen. The fitness assay was started in the morning and stopped in the afternoon one week later by removing the mating pair, which was then immediately frozen. Beetles should not show a diurnal cycle since they were kept in 24h dark.

### Fitness assay

To test the effects of the different conditions on fitness, we measured reproduction in 6183 virgin females (ca. 1500 per condition, Table 1). We mated each virgin female with one unrelated male from the same condition in 15 mL tube with 1 g medium. The male was removed after 24 h. Females were removed from the tubes after one week of egg laying, and 9 g medium was added to provide food for the developing offspring. After five weeks the number of offspring was counted. At this time, all offspring had reached the adult stage. Some females did not produce any offspring, in proportions that differed between conditions. To test whether there was an effect of treatment on the number of reproducing and non-reproducing females, we used a generalized linear mixed model with reproduction success (binomial: offspring/no offspring) as response and condition as fixed effect. Since some of the tested females and males were full-sibs and developed within the same tube, we used male and female families as random factors to account for non-independence due to relatedness and a shared environment during development. To test how offspring number of reproducing females was influenced by conditions we used a linear mixed model with offspring number as response, temperature, humidity and their interaction as fixed effects and female and male family as random factors. Denominator degrees of freedom were estimated using Satterthwaite approximation. Statistical analyses were performed using the Lme4 package [108] version 1.1–17 in R [109].

### RNA extraction, library preparation and sequencing

183 female beetles with known fitness (ca. 45 per condition), which had been stored at -80°C, were homogenized in Tri-Reagent^®^ (Zymo Research, California, USA) using an electric bead mill. RNA was extracted with the RNA Mini Prep kit (Zimo Research, California, USA) following the instructions of the manufacturer. RNA-quality was checked with the Bioanalyzer 2100 (Agilent, Waldbronn, Germany). Only RNA samples with a RIN value > 9 were used. Concentrations were measured with aQubit^®^ Fluorometer (Life Technologies, California, USA). Libraries were created with 500 ng RNA for each individual separately with the LEXOGEN mRNA-Seq Library Kit following the manual (LEXOGEN GmbH, Vienne, Austria). Library quality was checked on a TapeStation (Agilent, Waldbronn, Germany) to make sure that they were not affected by primer dimers or overcycling. Concentrations were determined by qPCR. Libraries were diluted to the same molarity. Concentrations of dilutions were checked again by qPCR and libraries were pooled (36 libraries per pool). All treatments were randomized during RNA-extraction, library preparation, and sequencing. The single-end sequencing was performed in five runs on the Illumina NextSeq 500 (Illumina, Inc, California, USA) using the 75 cycles High Output Kit. Each run resulted in 550–600 million reads that passed the internal sequencer filter. On average we obtained 14874063 reads per sample with an average quality of 33.2 (Phred score). After quality control using FastQC (www.bioinformatics.bbsrc.ac.uk/projects/fastqc), reads were mapped the reference genome (ftp://ftp.ensemblgenomes.org/pub/release30/metazoa/gtf/tribolium_castaneum/Tribolium_castaneum.Tcas3.30.gtf.gz) with STAR v.2.5 [110] (adaptors were trimmed and the first 10 bases were hard trimmed, minimum average quality Q10, minimum tail quality 10, minimum read length 20). We then used FeatureCounts [111] to count the number of reads that mapped to each gene in the reference genome. On average, 86.7% of the reads mapped to a unique position and we obtained on average 9205466 reads per sample for producing count data. Mapping as well as read counting was performed within the data analysis framework SUSHI [112]. Exact numbers of reads for each sample, their mean quality, and number of reads that were finally used for producing the count data for further analyses can be found in S3 Table.

### Differential expression and enrichment analysis

We conducted a differential expression (DE) analysis using the R package edgeR [70]. We tested for differently expressed genes between the treatments (Dry, Hot, Hot-Dry) relative to the control as well as to each other. A gene is classified as DE with a FDR ≤5% after adjusting for multiple testing [113]. Additionaly, we conducted a differential expression analysis using DeSeq2 [114] to confirm that our results were robust and not dependent on the program used for DE analysis. The results were consistent with the edgeR analysis (see S1 Appendix): We obtained very similar number of DE genes and identified mainly the same genes. 

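DESeq2 with its own size factors and default filtering, at an adjusted p of 0.05, called 125 genes in Dry (59 up-regulated and 66 down-regulated), 3042 in Hot and 3751 in Hot-Dry relative to Control. Of these, 94, 2879 and 3653 were also called by edgeR's quasi-likelihood test. Between treatments DESeq2 called 3885 genes between Hot and Dry, 3923 between Hot-Dry and Dry and 330 between Hot-Dry and Hot.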

We also checked the distribution of p-values for differential expression (S1 Appendix). 

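The p-values of the 12113 genes were counted in bins of equal width, for which a uniform distribution gives 605.65 genes per bin. In Dry the lowest bin, under 0.05, held the 1031 genes with an unadjusted p under 0.05, and the other bins held from 535 to 656. In Hot the other bins held from 294 to 875 genes, and in Hot-Dry from 259 to 872. The share of unchanged genes estimated from the p-values above the middle of the range was 0.944 in Dry, 0.527 in Hot and 0.472 in Hot-Dry. For the interaction of heat and drought this estimate was 1.09.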

We found that in all conditions the distribution was uniform with a clear peak close to zero, thus confirming that there were indeed true positives in our data that could be identified by false discovery correction. To test whether the number of DE genes (relative to Control) was significantly different between two environmental conditions a permutation tests was used. For each permutation entire RNA-seq samples of the two groups were randomly assigned to conditions and the edgeR analysis repeated. Significance was assessed by number of times the observed DE number was higher than the DE number obtained by permutations. To test whether the magnitude of change in expression levels relative to control was significantly different between Hot and Hot-Dry, we performed a permutation test. Absolute log2-fold changes of each transcript were randomly assigned to the two groups and differences in the mean were calculated. We then compared the distribution of differences obtained by permutations to the observed difference between mean absolute log2-fold changes in expression. Gene set enrichment analyses for immune response genes and reproduction related genes were conducted in edgeR using the *roast* function [115]. The significance cutoff for genes contributing to the proportion of down-regulated genes is z < -√2 and z > √2 for proportion of up-regulated genes [70]. A GO enrichment analysis of DE genes was performed with gProfiler Version: r1622_e84_eg31 [116] and pathway and protein domain enrichment analysis with STRING v.10.0 [117].

### Classification of response mode

Following [71] we created 20 predefined expression profiles each representing a potential response when two single stressors are combined: *Combinatorial*: similar expression levels in single stress treatments but a different level in stress combination, *cancelled*: response to one or both single stressors but expression levels similar to control conditions when both are combined, *prioritized*: opposite responses to single stressors and expression levels in combination similar to one of them, *independent*: response to only one single stressor and the same response in combination, *similar*: same response in each of the two single stressor treatments, and combination. For creating predefined expression profiles we used 0 as control level, 1 and -1 as expression levels for up- and down-regulation, e.g. expression profile for an independent response could be: CT:0, D:0, H:1, HD:1. We then created a dataset consisting of all genes showing a significant response in at least one treatment (4419 genes in total). Correlation between normalized read counts (cpm, TMM normalization) of these genes and each of the predefined expression profiles was tested and genes were assigned to the category with the highest correlation.

### Selection

We measured selection intensity on gene expression separately for each treatment using univariate linear regression methods [80,118]. Fitness (number of adult offspring) was normalized by dividing each individual value by the mean (w’ = w_i_/mean(w)). For each gene, expression levels were first normalized to cpm (counts per million, TMM normalization) using edgeR and then transformed to standardized z-scores by subtracting the mean and dividing by the standard deviation (z = (x_i_- mean(x))/ SD(x)). Resulting regression coefficients of relative fitness on standardized expression levels give an estimate of the selection intensity. P-values were corrected for multiple comparisons. To test whether up- and down-regulated genes were under significantly different selection compared to genes without a significant response, we used permutation tests. For each permutation (10,000 for each test) we randomly assigned the categories “not DE” and “up” (or “down” respectively) to each estimated selection intensity and calculated the difference in mean selection intensity between both groups. Significance was tested by counting the number of permutations that showed a difference higher or equal to the observed one. To confirm significance of the correlation between selection intensity on expression levels in the treatment and selection on plasticity of the respective genes we used permutation tests (10,000 tests). We randomly sampled selection intensity on expression levels and assigned them to estimated selection on plasticity and calculated the correlation again. Proportions of permutations that exceeded the observed correlation give the respective p-value.

## Supporting information

S1 Appendix Comparison gene expression analysis with edgeR and Deseq2. (PDF) Click here for additional data file.

S2 Appendix Results of GO enrichment analysis of DE genes. (XLSX) Click here for additional data file.

S3 Appendix Enriched pathways and protein domains of DE genes. (XLSX) Click here for additional data file.

S4 Appendix Weighted gene coexpression analysis. (PDF) Click here for additional data file.

S5 Appendix Fecundity assay: Description and results of fecundity assay testing treatment effects on egg number, hatching rate, and larvae survival. (PDF) Click here for additional data file.

S1 Fig Proportion of reproducing females in four different conditions. Control: 33°C, 70% relative humidity, N = 1575; Dry: 33°C, 30% r.h., N = 1642; Hot: 37°C, 70% r.h., N = 1401; Hot-Dry: 37°C, 30% r.h., N = 1567.
(PDF) Click here for additional data file.

S2 Fig Subcategories of different response modes giving more details about the most prevalent patterns: Response modes of significantly responding transcripts in the stress treatments (Dry (D), Hot (H), Hot-Dry (HD). Combinatorial: Similar levels in the two in the two individual stresses but a different response to combined stresses; cancelled: transcript response to either or both individual stresses individual stresses returned to control levels; prioritized: opposing responses to the individual stresses and one stress response prioritized in stress combination; independent: response to only one single stress and a similar response to combined stresses; similar: similar response to combined stresses; similar: similar responses to both individual stresses and to combined stresses.
(PDF) Click here for additional data file.

S3 Fig Correlation between selection on plastic responses and on expression levels in the treatment. The individuals used in this study were members of full-sib families that were split across conditions (see Material and Methods). We used the differences in family means in control and treatment condition as estimate for plasticity. To infer selection acting on plasticity when individuals live in treatment conditions, we correlated this estimate with the mean family fitness in treatment conditions. P-values are based on 10,000 permutations. A: Dry; B: Hot; C: Hot-Dry.
(PDF) Click here for additional data file.

S4 Fig Coefficients of variation (CV) for all genes in each condition. Read counts were normalized to counts per million using TMM normalization. Significance of differences in the median CV between Control and stress treatments conditions were determined by permutations (10,000). CV for all genes in both conditions were randomly assigned to Control or treatment and the difference in the median was calculated. The P-value gives the proportion of permutations where the differences in median were higher than the observed difference. Control-Dry: P = 0.9252; Control-Hot: P<0.001; Control–Hot-Dry: P = 0.0028.
(PDF) Click here for additional data file.

S1 Table Reproduction related genes. (XLSX) Click here for additional data file.

S2 Table Changes in expression levels of genes involved in reproduction. (XLSX) Click here for additional data file.

S3 Table Number of reads per sample and average quality. (XLSX) Click here for additional data file.

## References

[1] Prud ‘hommeB, GompelN, CarrollSB. Emerging principles of regulatory evolution. Proc Natl Acad Sci. 2007;104: 8605–8612. 10.1073/pnas.0700488104 17494759PMC1876436

[2] RomeroIG, RuvinskyI, GiladY. Comparative studies of gene expression and the evolution of gene regulation. Nat Rev Genet. 2012;13: 505–516. 10.1038/nrg3229 22705669PMC4034676

[3] FayJC, WittkoppPJ. Evaluating the role of natural selection in the evolution of gene regulation. Heredity. 2008;100: 191–199. 10.1038/sj.hdy.6801000 17519966

[4] CarrollSB. Evo-Devo and an Expanding Evolutionary Synthesis: A Genetic Theory of Morphological Evolution. Cell. 2008;134: 25–36. 10.1016/j.cell.2008.06.030 18614008

[5] LongY, LiL, LiQ, HeX, CuiZ. Transcriptomic characterization of temperature stress responses in larval zebrafish. PLoS One. 2012;7 10.1371/journal.pone.0037209 22666345PMC3364249

[6] CuiX, AffourtitJ, ShockleyKR, WooY, ChurchillGA. Inheritance patterns of transcript levels in F1 hybrid mice. Genetics. 2006;174: 627–637. 10.1534/genetics.106.060251 16888332PMC1602077

[7] AyrolesJF, CarboneMA, StoneEA, JordanKW, LymanRF, MagwireMM, et al Systems genetics of complex traits in *Drosophila melanogaster*. Nat Genet. 2009;41: 299–307. 10.1038/ng.332 19234471PMC2752214

[8] SkellyDA, RonaldJ, AkeyJM. Inherited Variation in Gene Expression. Annu Rev Genomics Hum Genet. 2009;10: 313–332. 10.1146/annurev-genom-082908-150121 19630563

[9] MorrisMRJ, RichardR, LederEH, BarrettRDH, Aubin-HorthN, RogersSM. Gene expression plasticity evolves in response to colonization of freshwater lakes in threespine stickleback. Mol Ecol. 2014;23: 3226–3240. 10.1111/mec.12820 24889067

[10] McCairnsRJS, SmithS, SasakiM, BernatchezL, BeheregarayLB. The adaptive potential of subtropical rainbowfish in the face of climate change: Heritability and heritable plasticity for the expression of candidate genes. Evol Appl. 2016;9: 531–545. 10.1111/eva.12363 27099620PMC4831457

[11] FederME, WalserJC. The biological limitations of transcriptomics in elucidating stress and stress responses. J Evol Biol. 2005;18: 901–910. 10.1111/j.1420-9101.2005.00921.x 16033562

[12] EvansTG. Considerations for the use of transcriptomics in identifying the “genes that matter” for environmental adaptation. J Exp Biol. 2015;218: 1925–1935. 10.1242/jeb.114306 26085669

[13] GiaeverG, ChuAM, NiL, ConnellyC, RilesL, VéronneauS, et al Functional profiling of the *Saccharomyces cerevisiae* genome. Nature. 2002;418: 387–391. 10.1038/nature00935 12140549

[14] KerenL, HausserJ, Lotan-PompanM, Vainberg SlutskinI, AlisarH, KaminskiS, et al Massively Parallel Interrogation of the Effects of Gene Expression Levels on Fitness. Cell. 2016;166: 1282–1294.e18. 10.1016/j.cell.2016.07.024 27545349

[15] SatoMP, MakinoT, KawataM. Natural selection in a population of *Drosophila melanogaster* explained by changes in gene expression caused by sequence variation in core promoter regions. BMC Evol Biol. 2016;16: 1–12. 10.1186/s12862-015-0575-y26860869PMC4748610

[16] TownsendJP, CavalieriD, HartlDL. Population genetic variation in genome-wide gene expression. Mol Biol Evol. 2003;20: 955–963. 10.1093/molbev/msg106 12716989

[17] FraserHB. Gene expression drives local adaptation in humans Gene expression drives local adaptation in humans. Genome Res. 2013;23: 1089–1096. 10.1101/gr.152710.112 23539138PMC3698502

[18] HutterS, Saminadin-PeterSS, StephanW, ParschJ. Gene expression variation in African and European populations of Drosophila melanogaster. Genome Biol. 2008;9: R12 10.1186/gb-2008-9-1-r12 18208589PMC2395247

[19] DayanDI, CrawfordDL, OleksiakMF. Phenotypic plasticity in gene expression contributes to divergence of locally adapted populations of *Fundulus heteroclitus*. Mol Ecol. 2015;24: 3345–3359. 10.1111/mec.13188 25847331

[20] GhalamborCK, HokeKL, RuellEW, FischerEK, ReznickDN, HughesKA. Non-adaptive plasticity potentiates rapid adaptive evolution of gene expression in nature. Nature. 2015;525: 372–375. 10.1038/nature15256 26331546

[21] McCairnsRJSS, BernatchezL. Adaptive divergence between freshwater and marine sticklebacks: insights into the role of phenotypic plasticity from an integrated analysis of candidate gene expression. Evolution. 2009;64: 1029–1047. 10.1111/j.1558-5646.2009.00886.x 19895556

[22] ZhengW, GianoulisTA, KarczewskiKJ, ZhaoH, SnyderM. Regulatory Variation Within and Between Species. Annu Rev Genomics Hum Genet. 2011;12: 327–346. 10.1146/annurev-genom-082908-150139 21721942

[23] RiehleMM, BennettAF, LenskiRE, LongAD. Evolutionary changes in heat-inducible gene expression in lines of *Escherichia coli* adapted to high temperature. Physiol Genomics. 2003;14: 47–58. 10.1152/physiolgenomics.00034.2002 12672900

[24] Telonis-ScottM, HallasR, McKechnieSW, WeeCW, HoffmannAA. Selection for cold resistance alters gene transcript levels in *Drosophila melanogaster*. J Insect Physiol. 2009;55: 549–555. 10.1016/j.jinsphys.2009.01.010 19232407

[25] YampolskyLY, GlazkoG V., FryJD. Evolution of gene expression and expression plasticity in long-term experimental populations of *Drosophila melanogaster* maintained under constant and variable ethanol stress. Mol Ecol. 2012;21: 4287–4299. 10.1111/j.1365-294X.2012.05697.x 22774776PMC3654693

[26] HuangY, AgrawalAF. Experimental Evolution of Gene Expression and Plasticity in Alternative Selective Regimes. PLoS Genet. 2016;12: 1–23. 10.1371/journal.pgen.1006336 27661078PMC5035091

[27] EhrenreichIM, PfennigDW. Genetic assimilation: A review of its potential proximate causes and evolutionary consequences. Ann Bot. 2016;117: 769–779. 10.1093/aob/mcv130 26359425PMC4845796

[28] ChevinLM, LandeR, MaceGM. Adaptation, plasticity, and extinction in a changing environment: Towards a predictive theory. PLoS Biol. 2010;8 10.1371/journal.pbio.1000357 20463950PMC2864732

[29] LandeR. Adaptation to an extraordinary environment by evolution of phenotypic plasticity and genetic assimilation. J Evol Biol. 2009;22: 1435–1446. 10.1111/j.1420-9101.2009.01754.x 19467134

[30] GaschAP, SpellmanPT, KaoCM, Carmel-HarelO, EisenMB, StorzG, et al Genomic expression programs in the response of yeast cells to environmental changes. Mol Biol Cell. 2000;11: 4241–4257. 10.1091/mbc.11.12.4241 11102521PMC15070

[31] GibsonG. The environmental contribution to gene expression profiles. Nat Rev Genet. 2008;9: 575 10.1038/nrg2383 18574472

[32] López-MauryL, MargueratS, BählerJ. Tuning gene expression to changing environments: From rapid responses to evolutionary adaptation. Nat Rev Genet. 2008;9: 583–593. 10.1038/nrg2398 18591982

[33] Des MaraisDL, HernandezKM, JuengerTE. Genotype-by-Environment Interaction and Plasticity: Exploring Genomic Responses of Plants to the Abiotic Environment. Annu Rev Ecol Evol Syst. 2013;44: 5–29. 10.1146/annurev-ecolsys-110512-135806

[34] PriceTD, QvarnströmA, IrwinDE. The role of phenotypic plasticity in driving genetic evolution. Proc R Soc B Biol Sci. 2003;270: 1433–1440. 10.1098/rspb.2003.2372 12965006PMC1691402

[35] FitzpatrickBM. Underappreciated consequences of phenotypic plasticity for ecological speciation. Int J Ecol. 2012;2012: 32–37. 10.1155/2012/256017

[36] YehPJ, PriceTD. Adaptive Phenotypic Plasticity and the Successful Colonization of a Novel Environment. Am Nat. 2004;164: 531–542. 10.1086/423825 15459883

[37] PaveySA, CollinH, NosilP, RogersSM. The role of gene expression in ecological speciation. Ann N Y Acad Sci. 2010;1206: 110–129. 10.1111/j.1749-6632.2010.05765.x 20860685PMC3066407

[38] SchneiderRF, MeyerA. How plasticity, genetic assimilation and cryptic genetic variation may contribute to adaptive radiations. Mol Ecol. 2017;26: 330–350. 10.1111/mec.13880 27747962

[39] SørensenJG, DahlgaardJ, LoeschckeV. Genetic variation in thermal tolerance among natural populations of *Drosophila buzzatii*: down regulation of Hsp70 expression and variation in heat stress resistance traits. Funct Ecol. 2001;15: 289–296. 10.1046/j.1365-2435.2001.00525.x

[40] GhalamborCK, McKayJK, CarrollSP, ReznickDN. Adaptive versus non-adaptive phenotypic plasticity and the potential for contemporary adaptation in new environments. Funct Ecol. 2007;21: 394–407. 10.1111/j.1365-2435.2007.01283.x

[41] WhiteheadA, CrawfordDL. Neutral and adaptive variation in gene expression. Proc Natl Acad Sci United States Am. 2006;103: 5425–5430. 10.1073/pnas.0507648103 16567645PMC1414633

[42] LederEH, McCairnsRJS, LeinonenT, CanoJM, ViitaniemiHM, NikinmaaM, et al The evolution and adaptive potential of transcriptional variation in sticklebacks—Signatures of selection and widespread heritability. Mol Biol Evol. 2015;32: 674–689. 10.1093/molbev/msu328 25429004PMC4327155

[43] MoyaA, GanotP, FurlaP, SabouraultC. The transcriptomic response to thermal stress is immediate, transient and potentiated by ultraviolet radiation in the sea anemone *Anemonia viridis*. Mol Ecol. 2012;21: 1158–1174. 10.1111/j.1365-294X.2012.05458.x 22288383

[44] MoyaA, HuismanL, ForêtS, GattusoJP, HaywardDC, BallEE, et al Rapid acclimation of juvenile corals to CO2-mediated acidification by upregulation of heat shock protein and Bcl-2 genes. Mol Ecol. 2015;24: 438–452. 10.1111/mec.13021 25444080

[45] EnzorLA, PlaceSP. Is warmer better? Decreased oxidative damage in notothenioid fish after long-term acclimation to multiple stressors. J Exp Biol. 2014;217: 3301–3310. 10.1242/jeb.108431 25013114

[46] HuthTJ, PlaceSP. Marine Genomics RNA-seq reveals a diminished acclimation response to the combined effects of ocean acidi fi cation and elevated seawater temperature in Pagothenia borchgrevinki. Mar Genomics. 2016;28: 87–97. 10.1016/j.margen.2016.02.004 26969095

[47] SchlichtingCD, SmithH. Phenotypic plasticity: linking molecular mechanisms with evolutionary outcomes. Evol Ecol. 2002;16: 189–211. 10.1023/A:1019624425971

[48] CrainCM, KroekerK, HalpernBS. Interactive and cumulative effects of multiple human stressors in marine systems. Ecol Lett. 2008;11: 1304–1315. 10.1111/j.1461-0248.2008.01253.x 19046359

[49] ByrneM, PrzeslawskiR. Multistressor impacts of warming and acidification of the ocean on marine invertebrates’ life histories. Integr Comp Biol. 2013;53: 582–596. 10.1093/icb/ict049 23697893

[50] GundersonAR, ArmstrongEJ, StillmanJH. Multiple Stressors in a Changing World: The Need for an Improved Perspective on Physiological Responses to the Dynamic Marine Environment. Ann Rev Mar Sci. 2016;8: 357–378. 10.1146/annurev-marine-122414-033953 26359817

[51] KellyMW, DeBiasseMB, VillelaVA, RobertsHL, CecolaCF. Adaptation to climate change: trade-offs among responses to multiple stressors in an intertidal crustacean. Evol Appl. 2016;9: 1147–1155. 10.1111/eva.12394 27695522PMC5039327

[52] DeBiasseMB, KellyMW. Plastic and evolved responses to global change: What can we learn from comparative transcriptomics? J Hered. 2016;107: 71–81. 10.1093/jhered/esv073 26519514

[53] PörtnerHO, BennettAF, BozinovicF, ClarkeA, LardiesMA, LucassenM, et al Trade‐Offs in Thermal Adaptation: The Need for a Molecular to Ecological Integration. Physiol Biochem Zool. 2006;79: 295–313. 10.1086/499986 16555189

[54] CrispoE. The Baldwin effect and genetic assimilation: Revisiting two mechanisms of evolutionary change mediated by phenotypic plasticity. Evolution. 2007;61: 2469–2479. 10.1111/j.1558-5646.2007.00203.x 17714500

[55] HealyTM, SchultePM. Phenotypic plasticity and divergence in gene expression. Mol Ecol. 2015;24: 3220–3222. 10.1111/mec.13246 26096949

[56] ScovilleAG, PfrenderME. Phenotypic plasticity facilitates recurrent rapid adaptation to introduced predators. Proc Natl Acad Sci. 2010;107: 4260–4263. 10.1073/pnas.0912748107 20160080PMC2840169

[57] MäkinenH, PapakostasS, VøllestadLA, LederEH, PrimmerCR. Plastic and evolutionary gene expression responses are correlated in European grayling (*Thymallus thymallus*) subpopulations adapted to different thermal environments. Journal of Heredity. 2016 pp. 82–89. 10.1093/jhered/esv069 26297731

[58] GibbonsTC, MetzgerDCH, HealyTM, SchultePM. Gene expression plasticity in response to salinity acclimation in threespine stickleback ecotypes from different salinity habitats. Mol Ecol. 2017;26: 2711–2725. 10.1111/mec.14065 28214359

[59] GarlandT, KellySA. Phenotypic plasticity and experimental evolution. J Exp Biol. 2008;211: 2725–2725. 10.1242/jeb.02267316731811

[60] ConoverDO, DuffyTA, HiceLA. The covariance between genetic and environmental influences across ecological gradients: Reassessing the evolutionary significance of countergradient and cogradient variation. Ann N Y Acad Sci. 2009;1168: 100–129. 10.1111/j.1749-6632.2009.04575.x 19566705

[61] GretherGF. Environmental Change, Phenotypic Plasticity, and Genetic Compensation. Am Nat. 2005;166: E115–E123. 10.1086/432023 16224697

[62] SokoloffA. The biology of Tribolium with special emphasis on genetic aspects I. Clarendon Press and Oxford Univ. Press, Oxford. 1972 10.1086/407731

[63] ParkY, BeemanRW. Postgenomics of Tribolium: Targeting the endocrine regulation of diuresis. Entomol Res. 2008;38: 93–100. 10.1111/j.1748-5967.2008.00143.x

[64] MilutinovićB, StolpeC, PeußR, ArmitageSAO, KurtzJ. The Red Flour Beetle as a Model for Bacterial Oral Infections. PLoS One. 2013;8 10.1371/journal.pone.0064638 23737991PMC3667772

[65] KochEL, GuillaumeF. (2020) Data from: Fitness data of Tribolium castaneum in four different climate conditions. Dryad Digital Repository. 10.5061/dryad.gf1vhhmkn

[66] ParkY, AikinsJ, WangLJ, BeemanRW, OppertB, LordJC, et al Analysis of transcriptome data in the red flour beetle, *Tribolium castaneum*. Insect Biochem Molec Biol. 2008;38: 380–386. 10.1016/10.1016/j.ibmb.2007.09.00818342244PMC2387101

[67] HauserF, CazzamaliG, WilliamsonM, ParkY, LiB, TanakaY, et al A genome-wide inventory of neurohormone GPCRs in the red flour beetle *Tribolium castaneum*. Front Neuroendocrinol. 2008;29: 142–165. 10.1016/j.yfrne.2007.10.003 18054377

[68] LiB, PredelR, NeupertS, HauserF, TanakaY, CazzamaliG, et al Genomics, transcriptomics, and peptidomics of neuropeptides and protein hormones in the red flour beetle *Tribolium castaneum*. Genome Res. 2008;18: 113–122. 10.1101/gr.6714008 18025266PMC2134770

[69] AikinsMJ, SchooleyDA, BegumK, DetheuxM, BeemanRW, ParkY. Vasopressin-like peptide and its receptor function in an indirect diuretic signaling pathway in the red flour beetle. Insect Biochem Mol Biol. 2008;38: 740–748. 10.1016/j.ibmb.2008.04.006 18549960

[70] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26: 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[71] RasmussenS, BarahP, Suarez-RodriguezMC, BressendorffS, FriisP, CostantinoP, et al Transcriptome Responses to Combinations of Stresses in Arabidopsis. PLANT Physiol. 2013;161: 1783–1794. 10.1104/pp.112.210773 23447525PMC3613455

[72] IhmelsJ, FriedlanderG, BergmannS, SarigO, ZivY, BarkaiN. Revealing modular organization in the yeast transcriptional network. Nat Genet. 2002;31: 370–377. 10.1038/ng941 12134151

[73] BarabásiAL, OltvaiZN. Network biology: Understanding the cell’s functional organization. Nat Rev Genet. 2004;5: 101–113. 10.1038/nrg1272 14735121

[74] LangfelderP, HorvathS. WGCNA: An R package for weighted correlation network analysis. BMC Bioinformatics. 2008;9 10.1186/1471-2105-9-919114008PMC2631488

[75] SchwenkeRA, LazzaroBP, WolfnerMF. Reproduction–Immunity Trade-Offs in Insects. Annu Rev Entomol. 2016;61: 239–256. 10.1146/annurev-ento-010715-023924 26667271PMC5231921

[76] ParthasarathyR, PalliSR. Molecular analysis of nutritional and hormonal regulation of female reproduction in the red flour beetle, *Tribolium castaneum*. Insect Biochem Mol Biol. 2011;41: 294–305. 10.1016/j.ibmb.2011.01.006 21288489PMC3066291

[77] ParthasarathyR, ShengZ, SunZ, PalliSR. Ecdysteroid regulation of ovarian growth and oocyte maturation in the red flour beetle, *Tribolium castaneum*. Insect Biochem Mol Biol. 2010;40: 429–439. 10.1016/j.ibmb.2010.04.002 20385235PMC2916939

[78] ParthasarathyR, SunZ, BaiH, PalliSR. Juvenile hormone regulation of vitellogenin synthesis in the red flour beetle, *Tribolium castaneum*. Insect Biochem Mol Biol. 2010;40: 405–414. 10.1016/j.ibmb.2010.03.006 20381616PMC2875371

[79] XuJ, TanA, PalliSR. The function of nuclear receptors in regulation of female reproduction and embryogenesis in the red flour beetle, *Tribolium castaneum*. J Insect Physiol. 2010;56: 1471–1480. 10.1016/j.jinsphys.2010.04.004 20416316PMC2918696

[80] LandeR, ArnoldSJ. The Measurement of Selection on Correlated Characters. Evolution. 1983;37: 1210 10.1111/j.1558-5646.1983.tb00236.x 28556011

[81] FalconerDS, MacKayTFC. Introduction to Quantitative Genetics. 4th Editio. Essex: Longman Group; 1996.

[82] TufailM, TakedaM. Insect vitellogenin/lipophorin receptors: Molecular structures, role in oogenesis, and regulatory mechanisms. J Insect Physiol. 2009;55: 88–104. 10.1016/j.jinsphys.2009.01.00919071131

[83] KültzD. Molecular and Evolutionary Basis of the Cellular Stress Response. Annu Rev Physiol. 2005;67: 225–257. 10.1146/annurev.physiol.67.040403.103635 15709958

[84] KassahnKS, CrozierRH, PörtnerHO, CaleyMJ. Animal performance and stress: Responses and tolerance limits at different levels of biological organisation. Biol Rev. 2009;84: 277–292. 10.1111/j.1469-185X.2008.00073.x 19344429

[85] FlattT, TuM-P, TatarM. Hormonal pleiotropy and the juvenile hormone regulation of Drosophila development and life history. BioEssays. 2005;27: 999–1010. 10.1002/bies.20290 16163709

[86] GruntenkoNE, RauschenbachIY. The role of insulin signalling in the endocrine stress response in Drosophila melanogaster: A mini-review. Gen Comp Endocrinol. 2017;258: 134–139. 10.1016/j.ygcen.2017.05.019 28554733

[87] FederME, HoffmanGE. Heat-shock proteins, molecular chaperones, and the stress response: evolutionary and ecological physiology. Annu Rev Physiol. 1999;61: 243–282. 10.1146/annurev.physiol.61.1.243 10099689

[88] SilbermannR, TatarM. Reproductive costs of heat shock protein in transgenic *Drosophila melanogaster*. Evolution. 2000;54: 2038–2045. 10.1111/j.0014-3820.2000.tb01247.x 11209780

[89] KingB, DenholmB. Malpighian tubule development in the red flour beetle (Tribolium castaneum). Arthropod Struct Dev. 2014;43: 605–613. 10.1016/j.asd.2014.08.002 25242057

[90] FischerEK, GhalamborCK, HokeKL. Can a Network Approach Resolve How Adaptive vs Nonadaptive Plasticity Impacts Evolutionary Trajectories? Integr Comp Biol. 2016;56: 877–888. 10.1093/icb/icw087 27400976

[91] PaabyAB, RockmanM V. Cryptic genetic variation: Evolution’s hidden substrate. Nat Rev Genet. 2014;15: 247–258. 10.1038/nrg3688 24614309PMC4737706

[92] FoltC, ChenC. Synergism and antagonism among multiple stressors. Limnol Oceanogr. 1999;44: 864–877. 10.4319/lo.1999.44.3

[93] NevenLG. Physiological responses of insects to heat. Postharvest Biol Technol. 2000;21: 103–111. 10.1016/S0925-5214(00)00169-1

[94] NguyenTTA, MichaudD, CloutierC. A proteomic analysis of the aphid *Macrosiphum euphorbiae* under heat and radiation stress. Insect Biochem Mol Biol. 2009;39: 20–30. 10.1016/j.ibmb.2008.09.014 19000926

[95] LevineMT, EckertML, BegunDJ. Whole-genome expression plasticity across tropical and temperate *Drosophila melanogaster* populations from eastern Australia. Mol Biol Evol. 2011;28: 249–256. 10.1093/molbev/msq197 20671040PMC3002243

[96] ChenX, StillmanJH. Multigenerational analysis of temperature and salinity variability affects on metabolic rate, generation time, and acute thermal and salinity tolerance in *Daphnia pulex*. J Therm Biol. 2012;37: 185–194. 10.1016/j.jtherbio.2011.12.010

[97] SokolovaIM. Energy-limited tolerance to stress as a conceptual framework to integrate the effects of multiple stressors. Integr Comp Biol. 2013;53: 597–608. 10.1093/icb/ict028 23615362

[98] LiessM, FoitK, KnillmannS, SchäferRB, LiessHD. Predicting the synergy of multiple stress effects. Sci Rep. 2016;6: 1–8. 10.1038/s41598-016-0001-827609131PMC5017025

[99] MorrisMRJ, RogersSM. Overcoming maladaptive plasticity through plastic compensation. Curr Zool. 2013;59: 526–536. 10.1093/czoolo/59.4.526

[100] HoW-C, ZhangJ. Evolutionary adaptations to new environments generally reverse plastic phenotypic changes. Nat Commun. 2018;9: 1–11. 10.1038/s41467-017-02088-w29367589PMC5783951

[101] PigliucciM, MurrenCJ, SchlichtingCD. Phenotypic plasticity and evolution by genetic assimilation. J Exp Biol. 2006;209: 2362–2367. 10.1242/jeb.02070 16731812

[102] KingAM, MacRaeTH. Insect Heat Shock Proteins During Stress and Diapause. Annu Rev Entomol. 2015;60: 59–75. 10.1146/annurev-ento-011613-162107 25341107

[103] WalshB, BlowsMW. Abundant Genetic Variation + Strong Selection = Multivariate Genetic Constraints: A Geometric View of Adaptation. Annu Rev Ecol Evol Syst. 2009;40: 41–59. 10.1146/annurev.ecolsys.110308.120232

[104] StinchcombeJR, SimonsenAK, BlowsMW. Estimating uncertainty in multivariate responses to selection. Evolution. 2014;68: 1188–1196. 10.1111/evo.12321 24274331

[105] RobertsonA. A mathematical model of the culling process in dairy cattle. Anim Sci. 1966;8: 95–108.

[106] MorrisseyMB, KruukLEB, WilsonAJ. The danger of applying the breeder’s equation in observational studies of natural populations. J Evol Biol. 2010;23: 2277–2288. 10.1111/j.1420-9101.2010.02084.x 20831731

[107] RausherMD. The measurement of selection on quantitative traits—biases due to environmental covariances between traits and fitness. Evolution. 1992;46: 616–626. 10.1111/j.1558-5646.1992.tb02070.x 28568666

[108] BatesD, MächlerM, BolkerB, WalkerS. Fitting Linear Mixed-Effects Models Using lme4. J Stat Softw. 2015;67: 1–48. 10.18637/jss.v067.i01

[109] R Core Team. R: A Language and Environment for Statistical Computing. R Foundation for Statistical Computing 2015 10.1007/978-3-540-74686-7

[110] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29: 15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[111] LiaoY, SmythGK, ShiW. FeatureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30: 923–930. 10.1093/bioinformatics/btt656 24227677

[112] HatakeyamaM, OpitzL, RussoG, QiW, SchlapbachR, RehrauerH. SUSHI: An exquisite recipe for fully documented, reproducible and reusable NGS data analysis. BMC Bioinformatics. 2016;17: 1–9. 10.1186/s12859-015-0844-127255077PMC4890512

[113] BenjaminiY, HochbergY. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing Testing. J R Stat Soc Ser B. 1995;57: 289–300.

[114] LoveMI, AndersS, HuberW. Differential analysis of count data—the DESeq2 package. Genome Biology. 2014 10.1186/s13059-014-0550-8

[115] WuD, LimE, VaillantF, Asselin-LabatM-L, VisvaderJE, SmythGK. ROAST: rotation gene set tests for complex microarray experiments. Bioinformatics. 2010;26: 2176–82. 10.1093/bioinformatics/btq401 20610611PMC2922896

[116] ReimandJ, ArakT, ViloJ. g:Profiler—A web server for functional interpretation of gene lists (2011 update). Nucleic Acids Res. 2011;39: W307–W315. 10.1093/nar/gkr378 21646343PMC3125778

[117] SzklarczykD, FranceschiniA, WyderS, ForslundK, HellerD, Huerta-CepasJ, et al STRING v10: Protein-protein interaction networks, integrated over the tree of life. Nucleic Acids Res. 2015;43: D447–D452. 10.1093/nar/gku1003 25352553PMC4383874

[118] BrodieEDIII, MooreAJ, JanzenFJ. Visualizing and quantifying natural selection. Trends Ecol Evol. 1995;10: 313–318. </References> 10.1016/s0169-5347(00)89117-x 21237054

# Supplementary material for: Additive and mostly adaptive plastic responses of gene expression to multiple stress in Tribolium castaneum
**Source:** PLoS Genet. 2020 May 7;16(5):e1008768. doi: 10.1371/journal.pgen.1008768
**Supplement:** S1 Appendix

# S1 Appendix: Comparison edgeR and Deseq2

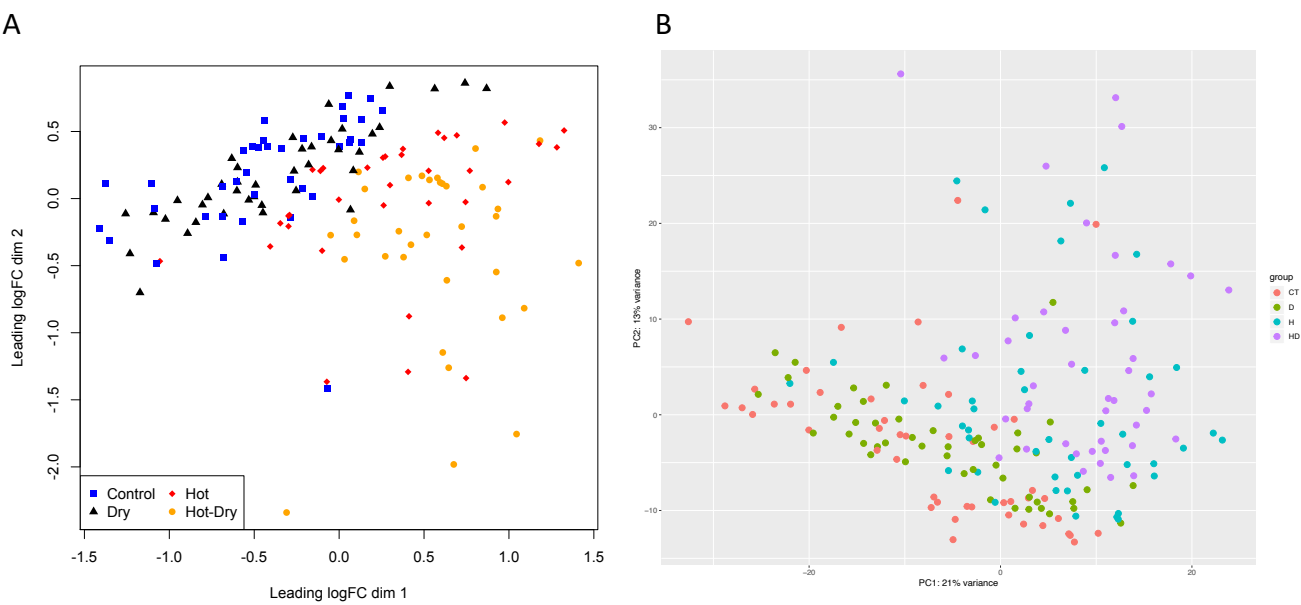

**Figure S2.1:** PCA plots of gene expression produced by edgeR (Robinson et al. 2010) **(A)** and by DeSeq2 (Love et al. 2014) **(B)**. Each dot represents one sample. Gene expression was measured in four different climate conditions: Control (CT) 33°C, 70% relative humidity; Dry (D): 33°C, 30% r.h.; Hot (H): 37°C, 70% r.h.; Hot-Dry (HD): 37°C, 30% r.h.

**Table S2.1:** Number of differently expressed genes (FDR < 5%) when comparing different conditions. Up: higher expression in second condition. Down: lower expression in second condition. Differential expression analysis was conducted in DeSeq2 (Love et al. 2014). Results for the same analysis in edgeR can be found in Table 2 in the main text.

|                    | Up   | Down | total |
|--------------------|------|------|-------|
| Dry vs Control     | 59   | 66   | 125   |
| Hot vs Control     | 1687 | 1355 | 3042  |
| Hot.Dry vs Control | 1956 | 1796 | 3752  |
| Hot vs Dry         | 2153 | 1724 | 3877  |
| Hot-Dry vs Dry     | 2114 | 1809 | 3923  |
| Hot-Dry vs Hot     | 127  | 203  | 330   |

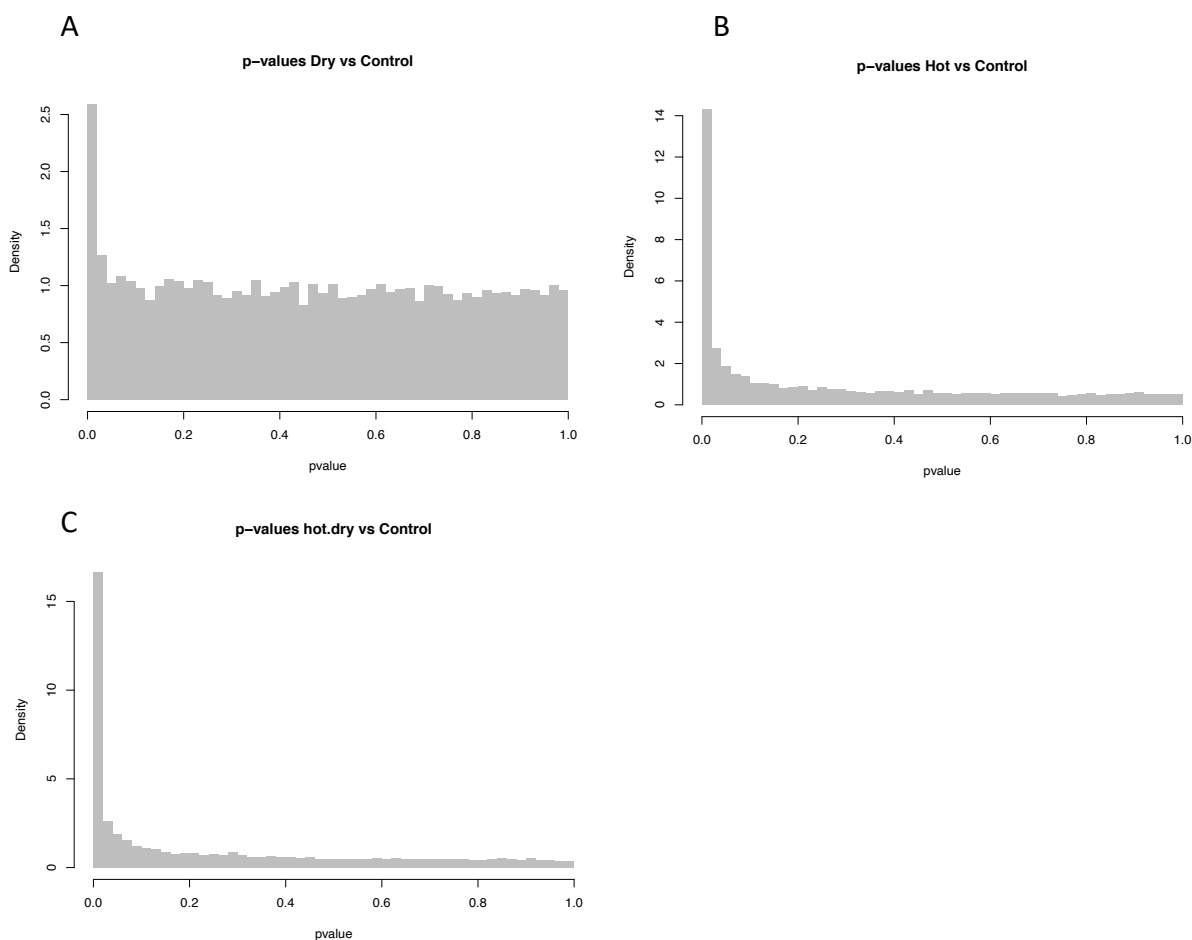

**Figure S2.2:** Distribution of p-values for differential gene expression under different climate conditions in three different contrasts: Dry versus Control **(A)**; Hot versus Control **(B)**; Hot-Dry versus Control **(C)**. The peak close to zero indicates a true signal in our data, thus confirming that our treatments conditions had an influence on gene expression levels.

## References

Love, Michael, Simon Anders, and Wolfgang Huber. "Differential analysis of count data—the DESeq2 package." *Genome Biol* 15.550 (2014): 10-1186.

Robinson, Mark D., Davis J. McCarthy, and Gordon K. Smyth. "edgeR: a Bioconductor package for differential expression analysis of digital gene expression data." *Bioinformatics* 26.1 (2010): 139-140.

# Supplementary material for: Additive and mostly adaptive plastic responses of gene expression to multiple stress in Tribolium castaneum
**Source:** PLoS Genet. 2020 May 7;16(5):e1008768. doi: 10.1371/journal.pgen.1008768
**Supplement:** S4 Appendix

## Coexpression analysis

### Methods

Instead of focusing on single genes, a gene co-expression analysis can provide more insight into molecular mechanisms underlying trait variation. Genes do not act in isolation but are organized in pathways or functional networks with complex interactions (Ihmels et al. 2002, Barabasi and Oltvai 2004). Furthermore, considering modules instead of genes help to avoid the problem of multiple testing, since it reduces the high-dimensional data set to a few modules that are further tested for relationships with phenotypic traits

One objective we had was to test, whether certain pathways or biological processes were perturbed in stressful conditions. Additionally, we were interested to identify modules that were most relevant for fitness in the different conditions and to see whether these modules and their relationship with fitness was preserved when environmental conditions were changing.

Prior to analysis, read counts were normalized to counts per million (cpm) using the Rpackage edgeR (Robinson et al. 2010), and filtered to exclude lowly expressed genes, keeping genes that have values above 0.5 cpm in at least 5 samples. Weighted gene co-expression analysis (WGCNA) (Zhang and Horvath 2005) implemented in the Rpackage WGCNA was used to analyze transcription profiles in the four conditions separately. Briefly, WGCNA constructs networks using the absolute value of the Pearson's correlation coefficient as the gene co-expression measure, which is raised to a power  $\beta$  to create the adjacency matrix. The topological overlap distance calculated from the adjacency matrix is then clustered with the average linkage hierarchical clustering. For choosing power  $\beta$  we used the scale-free topology criterion as proposed by Zhang and Horvath 2005, resulting in  $\beta=9$  in Control,  $\beta=14$  in Dry,  $\beta=14$  in Hot and  $\beta=12$  in Hot-Dry. We used the *blockwiseModule* function in the Rpackage WGCNA to construct a signed network using a minimum module size of 20 and a *mergeCutHeight* of 0.1 (threshold for merging modules with highly correlated module eigengenes). Other parameters remained at their default. To test whether a module was related to offspring number, the correlation between a module eigengene (corresponds to the first principal component) and offspring number was used. Module preservation statistics were computed using the *modulePreservation* function (1000 permutations) implemented in WGCNA (Langfelder et al. 2011). Network module preservation statistics quantify how density and connectivity patterns of modules defined in a reference data set are preserved in a test data set without the need to define modules in the test data set. We subsequently used modules identified in Control, Dry, Hot and Hot-Dry as references and tested their preservation in the other conditions. Module quality in the reference (how closely interconnected the nodes of a module are or how well a module is separated from other modules in the network) was also assessed using *Zsummary.qual*. This measure compares density and connectivity of a module to a random module of thousand genes. The composite measure *Zsummary* and *medianRank* were used to evaluate module preservation in other conditions. *Zsummary* is a composite statistic that combines preservation of density as well as connectivity of a module. Since *Zsummary* strongly depends on module size, it is only appropriate to examine preservation of the same module in different conditions. To compare different modules within the same condition

*medianRank* is more informative which gives relative preservation of modules (Langfelder et al. 2011).

## Results

After excluding lowly expressed genes, 12113 genes remained for analysis. We identified nine modules in control, 17 in Dry, 25 in Hot and 21 in Hot-Dry. Of all the genes in the network, 10640 (86 %) could be assigned to a module in Control, 10471 (86 %) in Dry, 10743 (89 %) in Hot and 10690 (88 %) in Hot-Dry. Quality statistics indicated that almost all modules were of high quality (*Zsummary.qual*>10) only few modules had a moderate quality (*Zsummary.qual* between eight and ten). Modules that showed a relationship with offspring number were identified in all conditions. An enrichment analysis of genes in these modules showed that almost all were related to some functional categories (GO terms), biological pathways or protein families, indicating that they are indeed biologically meaningful. Most significant and largest significant GO annotations (for biological process or molecular function) are reported for each module in Table 1 and given in parentheses after each module's colour. Although the same genes were used in all conditions, different modules were identified suggesting that some processes are specific to certain environmental conditions and not only expression but also interaction pattern between genes changed. Testing preservation of modules in other conditions can help to identify those that are only weakly preserved and might represent some specific stress response. Thereby, it can allow us to detect differences in responses to different stressors as well as to give more insight which processes are affected.

### Control modules

Eight modules were found in Control (Table 1). Four of them showed a strong negative correlation with offspring number: The yellow (most significant enrichment: extracellular region) with hub gene TC005383 (ankyrin repeat and fibronectin type-III domain-containing protein 1), brown (regulation of RNA metabolic process) with TC002741, a lysosomal alpha-glucosidase, as hub gene and the blue module (protein binding). Hub gene TC008833 of that module was nucleolar GTP-binding protein 1, which is required for ribosome biogenesis (Jensen et al. 2003). Additionally, the green module (chitin metabolic process) showed a strong and highly significant negative correlation with offspring number. 

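Across the conditions, the expression of TC004593 was 9.34 ± 5.27 cpm (SD, n = 47) in Control, 8.45 ± 2.96 in Dry (n = 48), 8.04 ± 2.71 in Hot (n = 45) and 7.02 ± 2.33 in Hot-Dry (n = 43). Its log2 fold change relative to Control was -0.14 in Dry (adjusted p = 0.806 from edgeR's quasi-likelihood test), -0.22 in Hot (adjusted p = 0.114) and -0.41 in Hot-Dry (standard error 0.11, adjusted p = 0.00107, and 0.00185 with the replicate block).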

TC004593, a dual oxidase, was the hub gene. These enzymes can play an important role in pathogen defense (Donko et al. 2005). In contrast, there was no module with a significant positive association with fitness. Most of the modules exhibited strong preservation in the other conditions. An exception is the black module (oxidation-reduction process), which is not preserved in Hot and only weakly in Hot-Dry. Interestingly, there were also differences between conditions how well a module was preserved. The green module showed a stronger preservation in Dry and the pink module (hydrolase activity, acting on glycosyl bonds), which had the highest *medianRank* quality was well preserved in Dry and Hot, but only weakly in Hot-Dry.

## Dry modules

17 modules could be detected in Dry, all of them of high quality (*Zsummary.qual* >10). Three of them showed a relationship with fitness: The green (purine ribonucleoside triphosphate binding) and brown (regulation of biological process) modules were positively correlated with offspring number, the midnightblue module (oxidation-reduction process) negatively. Interestingly, the gene that showed the second highest module membership with the green module, TC005857, Argonaute-1 (*part of the RNA silencing complex*) was assigned to the brown module indicating that both modules are regulated in a coordinated way. Most modules showed a moderate to strong preservation in the other conditions. Interestingly, the midnightblue module was only weakly preserved in Hot and Hot-Dry, but strongly in Control, whereas the salmon module (enriched in Carboxylesterase family) showed the opposite pattern.

## Hot modules

25 modules were identified in Hot. Most of the modules showed moderate to strong preservation in the other conditions. Exceptions are the lightcyan (no enrichment) and lightgreen (single-organism metabolic process) module, which were not preserved in Control and Dry and only weakly in Hot-Dry. The darkred (no GO enrichment, PF08246 Cathepsin propeptide inhibitor domain (I29)) and royalblue were not preserved in any other condition. These Hot specific modules were rather small (41-74 genes) and seem to be associated with immune response. Royalblue was enriched in endopeptidase activity, specifically serine-type peptidase activity. Serine proteases are involved in immune response (Zou et al. 2006). Hub gene of the darkred module was TC000517, a pathogenesis related protein.

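The expression of TC000517 was 14.3 ± 68.1 cpm (SD, n = 45) in Hot, with a highest value of 457.8 cpm in a single female, against 5.20 ± 17.4 cpm (SD, n = 47) in Control. Its log2 fold change in Hot was 1.45 (standard error 0.43, adjusted p = 0.00606 from edgeR's quasi-likelihood test). It was 0.20 (adjusted p = 0.718) with the replicate block and -0.05 (adjusted p = 0.938) with limma-voom, so neither its size nor its direction held over these fits. Its family mean was higher in Hot than in Control in 6 of 12 families.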

Level of preservation of the remaining modules differed between conditions. For example, the grey60 module showed a stronger preservation in Dry and Hot-Dry compared to Control. Lightyellow was only weakly preserved in Hot-Dry but moderately in Control and Dry, midnightblue was stronger preserved in Dry than in Control and Hot-Dry. Overall, there was not a clear pattern that Hot modules were better preserved in one certain condition.

Only the darkgrey module showed a correlation with offspring number. It showed a strong enrichment of odorant binding proteins and was also preserved in the other conditions. Interestingly, we found the same module (module with a high overlap and same enrichment) when we analysed the expression data in Dry.

## Hot-Dry

Most of the modules identified in Hot-Dry showed high or moderate preservation in the other conditions. Exceptions are the royalblue (acid phosphatase activity) and darkred (hydrolase activity) modules. Similar to the Hot-specific modules they might play a role in pathogen defense. The darkred module contained bacteria binding and pathogenesis related proteins. Furthermore, it consisted of several alpha-mannosidases that can be involved in fungal digestion (Moreira et al. 2015). The royalblue module is particularly interesting since it is small and only includes 26 genes, shows a strong negative correlation with offspring number and is not preserved in Control and Dry and only weakly in Hot, whereas module quality in Hot-Dry is very high (*medianRank*=2).

## DE genes and coexpression modules

Combining the two approaches of DE analysis and coexpression network construction can help us to get more insight into the processes affected by a certain stress and how interaction between genes may change. In contrast to DE analysis, which applies a stringent significance threshold and detects single genes, this enables us to examine the whole functional context to which DE genes belong. We therefore tested for an overlap between DE genes of Dry, Hot and Hot-Dry and the genes assigned to different control modules. Genes that were not DE in stress treatments were always enriched in the brown (regulation of RNA metabolic process) and turquoise module (translation). This is in agreement with our results from the module preservation statistics in which these modules showed the highest preservation. Furthermore, also in Dry, Hot and Hot-Dry modules enriched for processes related to translation were found and also the best-preserved modules. Interestingly, overlap patterns of DE genes of Hot and Hot-Dry with control modules were extremely similar: Up regulated genes were overrepresented in the green (chitin metabolic process), pink (hydrolase activity, acting on glycosyl bonds), red (hydrolase activity) and yellow (Rhodopsin-like receptor) module and among the non-assigned genes (grey module). Down-regulated genes were enriched in the blue (protein binding) module. In contrast, DE genes of Dry showed an opposite pattern: the green and red module overlapped with genes that were down regulated in Dry.

To fully understand how our different stress treatments affected functional processes, we examined relationship between control and stress modules in more detail. Additional to preservation statistics it is useful to see to which new modules genes from control modules were assigned in stress conditions and how control modules became rewired.

Most modules detected in stress conditions resulted from a further division of large control modules, resulting in a higher module number. In many cases, most of the genes in one stress module arose mainly from one control module, indicating that connectivity within that subset of a control module is preserved. For example, in Hot-Dry the turquoise control module, which was enriched in many different functional processes, became separated into the blue, greenyellow, midnightblue, tan and turquoise modules. Interestingly, greenyellow and midnightblue showed an enrichment of down-regulated genes whereas the other modules consisted mostly of genes not DE, indicating that stress affected some parts of the previously large module and thereby disconnecting them. Similar pattern can be seen in the brown and the blue module control modules. Both were enriched in a high number of different functional processes, like regulation, metabolism, signaling, gene expression. Further examination revealed that parts of these control modules involved in metabolic processes stayed closely connected and correspond to the brown and salmon module in Hot-Dry. Other parts, associated with signaling, were found in the red and black module that were both enriched in up-regulated genes. There are also examples of control modules that lost their connection in the stress treatments. Most genes of the black module (oxidation reduction process) were unassigned in Hot, most genes of the red module (hydrolase activity) were unassigned in Hot-Dry. In contrast, genes that were unassigned in control conditions formed the grey60 (odorant binding) module in Dry and darkgrey (odorant

binding) module in Hot, indicating that stress induced some correlated response. Interestingly, genes in that module were not DE relative to control condition.

## Joint analysis

We conducted a joint analysis with samples from all conditions. We detected five modules and tested genes in each of them for functional enrichments using gprofiler [1]. The most significant enrichments are shown in Table 1. Subsequently, we tested the association between each module's eigengene and climate conditions (one-way ANOVA) to infer to which extent the different modules were influenced by treatment conditions. We found that the three largest modules did not show a significant association with condition (Table 1). They probably represent groups of genes involved in homeostasis and maintenance of essential cellular functions that are independent of the climate condition the individuals experience. In contrast, the two smaller modules showed a significant relationship with treatments. Next we tested for an association between each module's eigengene and fitness and how this was influenced by climate condition (interaction between eigengene and condition in a two-way ANOVA with fitness as response variable). We found that those modules that were significantly influenced by treatments showed a strong association with fitness. We further found that the effect of a module's eigengene was condition dependent.

**Table A:** Modules detected in joint analysis. Shown are the number of genes in each module, the p-value for testing each module's eigengene association with treatment conditions (one-way ANOVA results), the p-value for testing each module's eigengene association with fitness dependent on condition (two-way ANOVA with interaction eigengene x condition) and the most significant enriched GO biological processes and KEGG pathways.

| Module    | N genes | p-value treatment effect | p-value association fitness | p-value association with fitness is condition dependent | enrichment                                                                                                                                                                                                                                                                                                |
|-----------|---------|--------------------------|-----------------------------|---------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| turquoise | 5255    | 0.504                    | 0.077                       | 0.510                                                   | KEGG:03010 Ribosome<br>KEGG:03060 Protein export<br>KEGG:03040 Spliceosome<br>GO:0006412 translation<br>GO:0043043 peptide biosynthetic process<br>GO:0022613 ribonucleoprotein complex biogenesis<br>GO:0006518 peptide metabolic process<br>GO:0006396 RNA processing<br>GO:0042254 ribosome biogenesis |
| yellow    | 620     | 1.292E-09***             | 0.010**                     | 1.36E-04***                                             | GO:0007186 G protein-coupled receptor signaling pathway                                                                                                                                                                                                                                                   |
| green     | 151     | 1.14E-12***              | 2.00E-04***                 | 0.6392                                                  | GO:0006030 chitin metabolic process<br>glucosamine-containing compound metabolic process<br>GO:1901071 amino sugar metabolic process<br>GO:0006040                                                                                                                                                        |
| blue      | 2447    | 0.083                    | 0.772                       | 6.22E-05***                                             | GO:0051252 regulation of RNA metabolic process<br>GO:0019219 regulation of nucleobase-containing compound metabolic process<br>GO:0051171 regulation of nitrogen compound metabolic process<br>KEGG:04330 Notch signaling pathway<br>KEGG:03050 Proteasome                                                |
| brown     | 1431    | 0.449                    | 0.152                       | 0.002**                                                 | no significant enrichment                                                                                                                                                                                                                                                                                 |

## Conclusions

In Control some very large modules were detected that were enriched in a high number of different GO categories like metabolic processes, signaling, regulation, indicating that all these processes work in a coordinated way. In stress conditions these large modules became separated into smaller ones according to the different functional processes that were previously linked in non-stressful conditions.

Combining results of DE and network analysis by overlaying DE and functional modules revealed that large parts of control modules that are related to metabolism were conserved. Their genes did not show a significant change in expression and were involved in processes that are required for homeostasis. Other parts of the modules stayed closely connected, but many genes including their hub genes showed a response to stress thereby partly rewiring functional networks.

Stress treatments seem to disrupt the normally tight connections between metabolism and replication.

The effect of the different modules on fitness is condition dependent. Gene expression and its underlying network structure is thus experiencing different selection pressures in the different conditions.

## References

- Barabasi, A. L., & Oltvai, Z. N. (2004). Network biology: understanding the cell's functional organization. *Nature reviews genetics*, 5(2), 101-113.
- Donkó, Á., Péterfi, Z., Sum, A., Leto, T., & Geiszt, M. (2005). Dual oxidases. *Philosophical Transactions of the Royal Society B: Biological Sciences*, 360(1464), 2301-2308.
- Ihmels, J., Friedlander, G., Bergmann, S., Sarig, O., Ziv, Y., & Barkai, N. (2002). Revealing modular organization in the yeast transcriptional network. *Nature genetics*, 31(4), 370-377.
- Jensen, B. C., Wang, Q., Kifer, C. T., & Parsons, M. (2003). The NOG1 GTP-binding protein is required for biogenesis of the 60 S ribosomal subunit. *Journal of Biological Chemistry*, 278(34), 32204-32211.
- Langfelder, P., & Horvath, S. (2008). WGCNA: an R package for weighted correlation network analysis. *BMC bioinformatics*, 9(1), 559.
- Langfelder, P., Luo, R., Oldham, M. C., & Horvath, S. (2011). Is my network module preserved and reproducible?. *PLoS computational biology*, 7(1), e1001057.
- Moreira, N. R., Cardoso, C., Ribeiro, A. F., Ferreira, C., & Terra, W. R. (2015). Insect midgut  $\alpha$ -mannosidases from family 38 and 47 with emphasis on those of *Tenebrio molitor*. *Insect biochemistry and molecular biology*, 67, 94-104.
- Robinson, M. D., McCarthy, D. J., & Smyth, G. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*, 26(1), 139-140.
- Zhang, B., & Horvath, S. (2005). A general framework for weighted gene co-expression network analysis. *Statistical applications in genetics and molecular biology*, 4(1).
- Zou, Z., Lopez, D. L., Kanost, M. R., Evans, J. D., & Jiang, H. (2006). Comparative analysis of serine protease-related genes in the honey bee genome: possible involvement in embryonic development and innate immunity. *Insect molecular biology*, 15(5), 603-614.

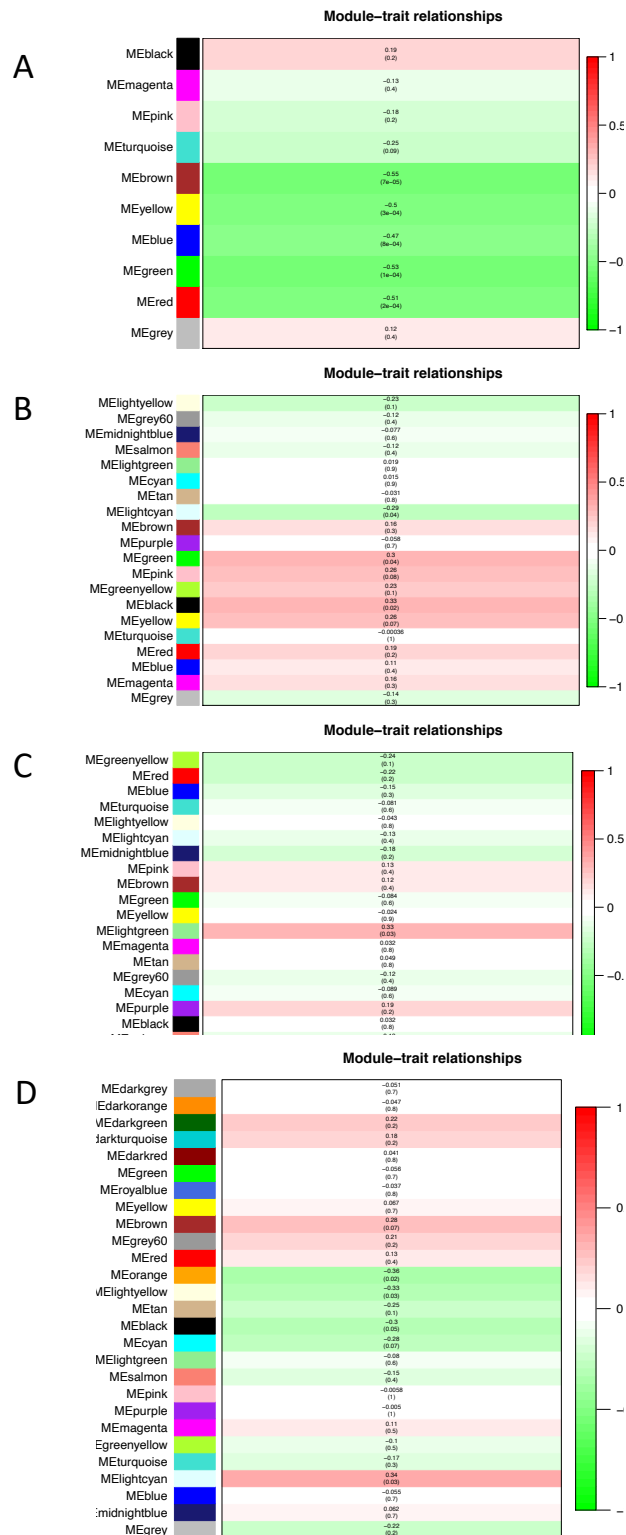

**Figure A:** Modules detected by WGCNA in four different conditions based on gene expression data of female *Tribolium castaneum*: A: Control; B: Dry; C: Hot; D: Hot-

Dry and their correlation with offspring number. Heat map colours refer to correlation coefficients and p-values are given in brackets.

**Table B:** Enrichments and preservation of functional modules detected by WGCNA in four different conditions based on gene expression data of female *Tribolium castaneum*:

# Supplementary material for: Additive and mostly adaptive plastic responses of gene expression to multiple stress in Tribolium castaneum
**Source:** PLoS Genet. 2020 May 7;16(5):e1008768. doi: 10.1371/journal.pgen.1008768
**Supplement:** S5 Appendix

## S5 Appendix: Fecundity and Survival Assay

During two experiments in 2015 and 2017 we tested for differences in egg number, hatching rate and larvae survival in different conditions. In 2015 one single line was used, in 2017 individuals of seven different replicate lines were tested. The lines were adapted to control conditions and originated from the same strain (Cro1) (Milutinović et al. 2013) that we used for our gene expression/fitness study.

A male and a female beetle could mate for 48 h in a petri dish with 0.5 g of medium. The mating pair was transferred to a new petri dish and stayed there again for 48 h. Eggs were counted after the removal of the mating pair and 2 g of medium added. Larvae were counted after one week and adults five weeks later. We used the sum of eggs, larvae and adults of the two petri dishes for each mating pair for statistical analysis.

To test for significance we used a linear mixed model (Rpackages lme4 (Bates et al. 2015) ) and included line as a random effect. Statistical analyses were performed in R version 1.1-17 (R Core Team 2015). We found that egg number was significantly influenced by condition ( $F_{2,214} = 47.87$  ,  $P < 2.2e-16$ ). Hot as well as Hot-Dry reduced the number of eggs significantly (Hot:  $-19.05 \pm 2.43$  SE; Hot-Dry:  $-21.73 \pm 2.51$ ).

There were no differences in larvae survival ( $F_{2,210} = 1.43$  ,  $P = 0.24$ ), but hatching rate was lower in Hot and in Hot-Dry ( $F_{2,212} = 24.32$  ,  $P = 3.097e-10$ ). Fig S5 and Tab S5 show that it is mainly the difference in number of laid eggs that is responsible for the differences in number of adult offspring.

**Table A:** Reproduction in different conditions: Number of eggs that were layed by single females within four days and the resulting larvae and adults. Control: 33°C, 70% r.h.; Hot: 37°C, 70 % r.h.; Hot-Dry: 37°C, 30 % r.h.

|         | N   | Eggs $\pm$ SE    | Larvae $\pm$ SE  | Adults $\pm$ SE  | Hatching rate $\pm$ SE | Larvae survival $\pm$ SE |
|---------|-----|------------------|------------------|------------------|------------------------|--------------------------|
| Control | 114 | 56.19 $\pm$ 4.91 | 48.46 $\pm$ 4.49 | 43.34 $\pm$ 3.52 | 0.8477 $\pm$ 0.0370    | 0.9160 $\pm$ 0.0262      |
| Hot     | 52  | 37.13 $\pm$ 5.19 | 27.77 $\pm$ 4.84 | 24.22 $\pm$ 3.91 | 0.7301 $\pm$ 0.0449    | 0.9250 $\pm$ 0.0299      |
| Hot-Dry | 53  | 34.46 $\pm$ 5.08 | 25.05 $\pm$ 4.71 | 21.15 $\pm$ 3.78 | 0.6001 $\pm$ 0.0428    | 0.8894 $\pm$ 0.0288      |

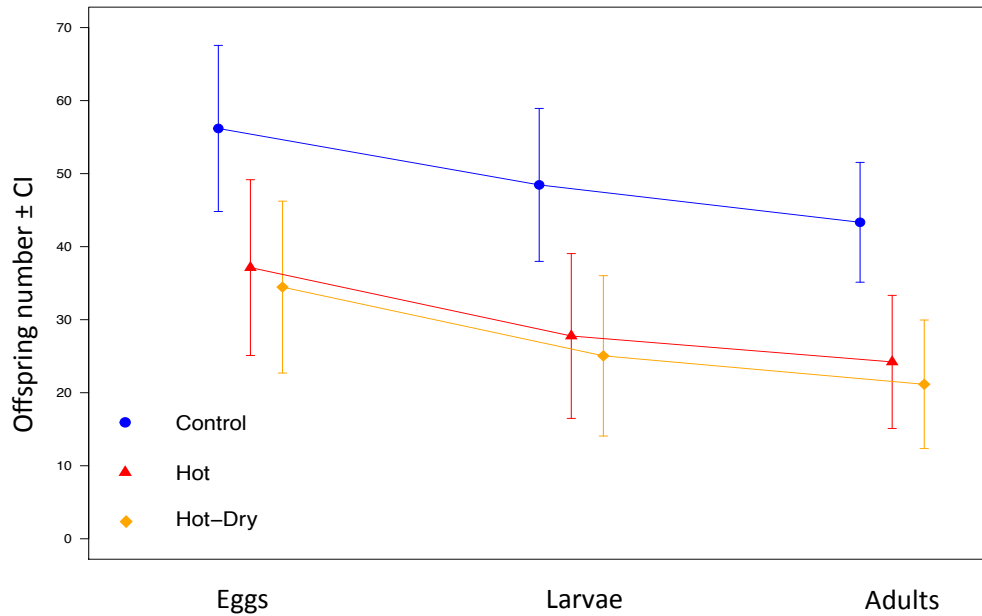

**Figure A:** Offspring numbers in different developmental stages in different conditions. Lower number of adult offspring in stressful conditions Hot and Hot-Dry is mainly caused by a reduction in eggs. Control: 33°C, 70% r.h., N=114.; Hot: 37°C, 70 % r.h., N=52; Hot-Dry: 37°C, 30 % r.h., N=53.

## References

Bates D, Mächler M, Bolker B, Walker S. 2015. Fitting Linear Mixed-Effects Models Using **lme4**. *J Stat Softw* 67(1):1–48.

Milutinović B, Stolpe C, Peuß R, Armitage SAO, Kurtz J. 2013. The Red Flour Beetle as a Model for Bacterial Oral Infections. *PLoS One* 8(5).

R Core Team. 2015. *R: A Language and Environment for Statistical Computing*

# Supplementary material for: Additive and mostly adaptive plastic responses of gene expression to multiple stress in Tribolium castaneum
**Source:** PLoS Genet. 2020 May 7;16(5):e1008768. doi: 10.1371/journal.pgen.1008768
**Supplement:** S1 Fig — Control: 33°C, 70% relative humidity, N = 1575; Dry: 33°C, 30% r.h., N = 1642; Hot: 37°C, 70% r.h., N = 1401; Hot-Dry: 37°C, 30% r.h., N = 1567.

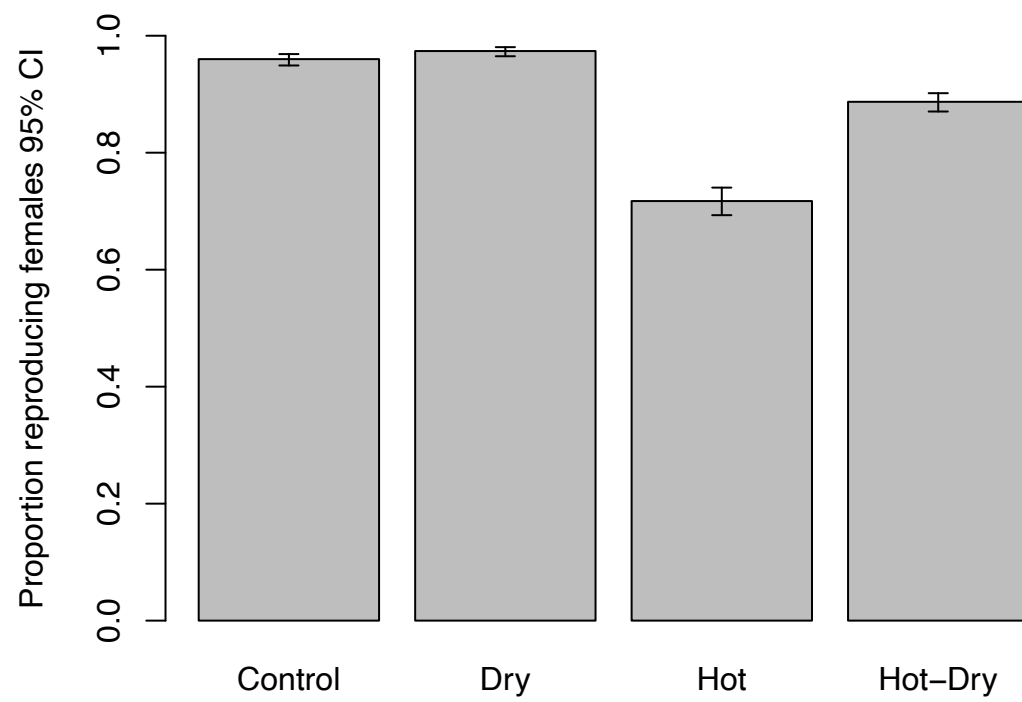

**S1 Figure:** Proportion of reproducing females in four different conditions. **Control:** 33°C, 70% relative humidity, N=1575; **Dry:** 33°C, 30 % r.h., N=1642; **Hot:** 37°C, 70 % r.h., N=1401; **Hot-Dry:** 37°C, 30 % r.h., N= 1567

# Supplementary material for: Additive and mostly adaptive plastic responses of gene expression to multiple stress in Tribolium castaneum
**Source:** PLoS Genet. 2020 May 7;16(5):e1008768. doi: 10.1371/journal.pgen.1008768
**Supplement:** S2 Fig — Combinatorial: Similar levels in the two in the two individual stresses but a different response to combined stresses; cancelled: transcript response to either or both individual stresses individual stresses returned to control levels; prioritized: opposing responses to the individual stresses and one stress response prioritized in stress combination; independent: response to only one single stress and a similar response to combined stresses; similar: similar response to combined stresses; similar: similar responses to both individual stresses and to combined stresses.

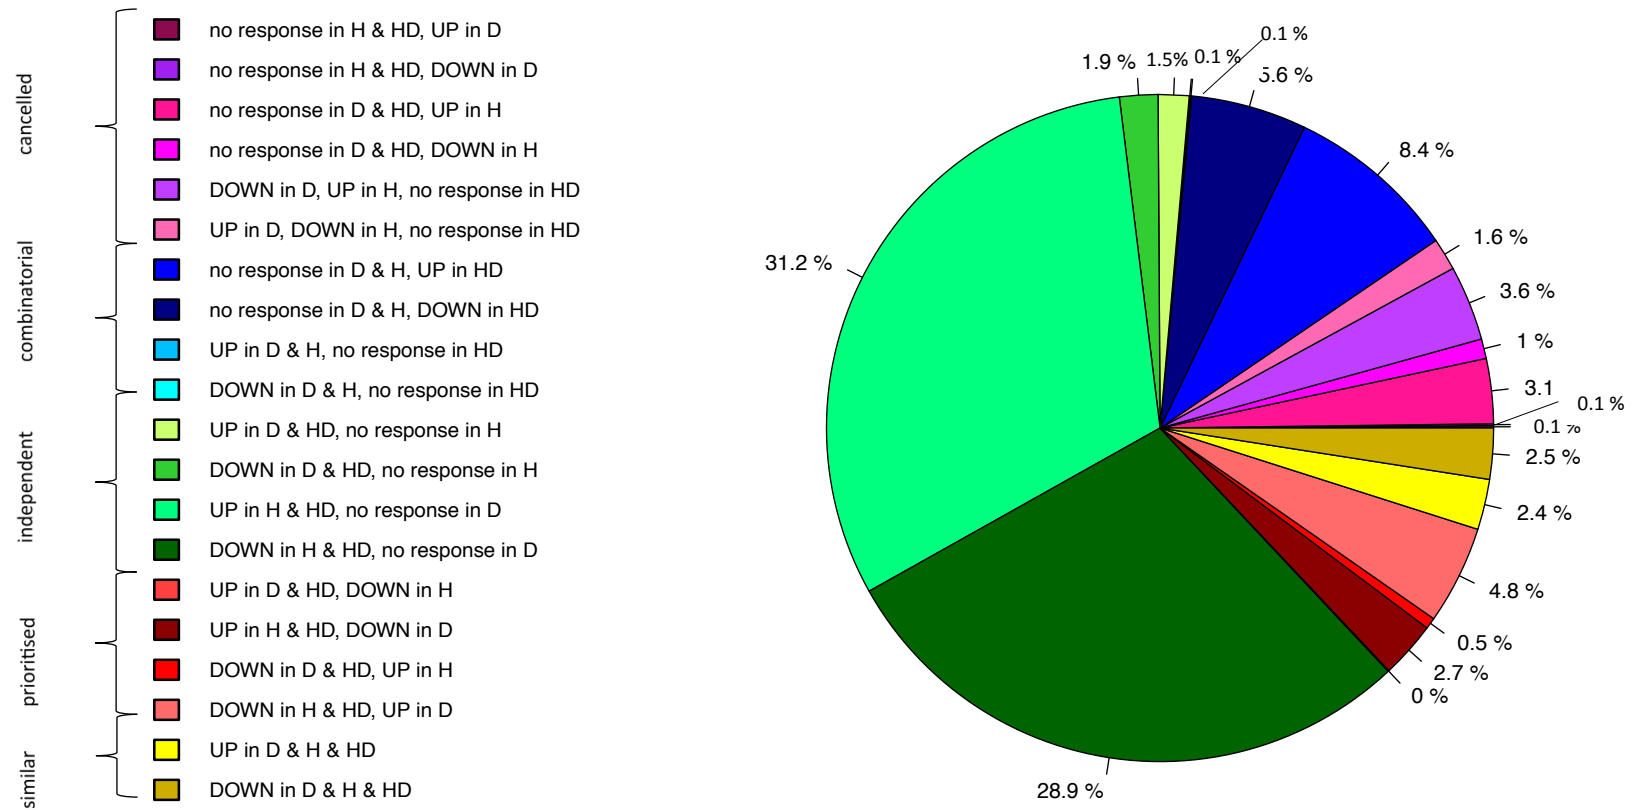

**S2 Fig:** Subcategories of different response modes giving more details about the most prevalent patterns : Response modes of significantly responding transcripts in the stress treatments (Dry (D), Hot (H), Hot-Dry (HD)). Combinatorial: Similar levels in the two individual stresses but a different response to combined stresses; cancelled: transcript response to either or both individual stresses returned to control levels; prioritised: opposing responses to the individual stresses and one stress response prioritised in response to combined stresses; independent, response to only one single stress and a similar response to combined stresses; similar: similar responses to both individual stresses and to combined stresses.

# Supplementary material for: Additive and mostly adaptive plastic responses of gene expression to multiple stress in Tribolium castaneum
**Source:** PLoS Genet. 2020 May 7;16(5):e1008768. doi: 10.1371/journal.pgen.1008768
**Supplement:** S3 Fig — The individuals used in this study were members of full-sib families that were split across conditions (see Material and Methods). We used the differences in family means in control and treatment condition as estimate for plasticity. To infer selection acting on plasticity when individuals live in treatment conditions, we correlated this estimate with the mean family fitness in treatment conditions. P-values are based on 10,000 permutations. A: Dry; B: Hot; C: Hot-Dry.

Selection on plastic response

A

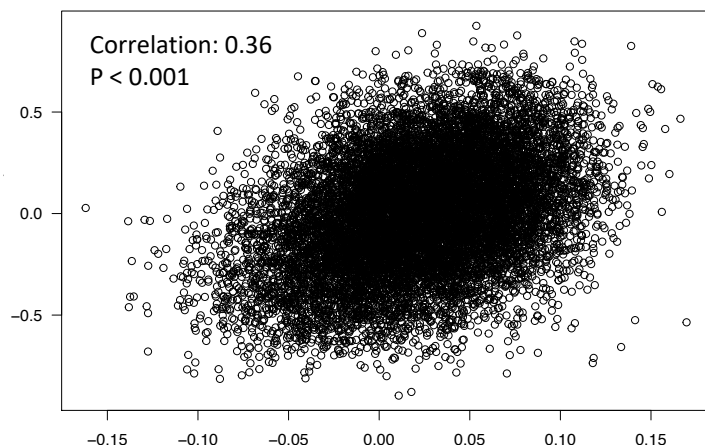

B

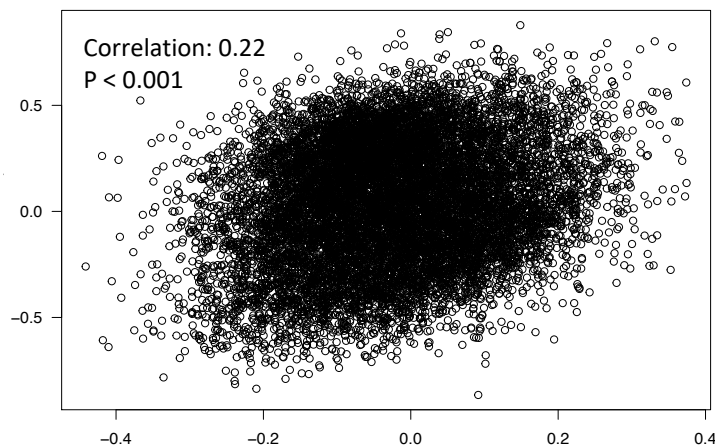

C

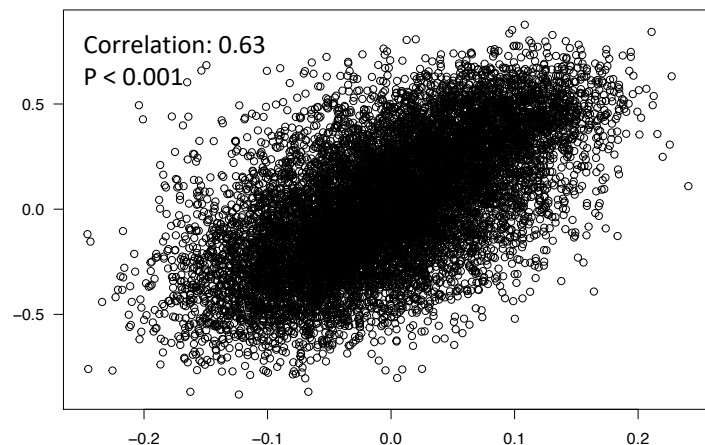

Selection on expression levels in treatments

**S3 Fig:** Correlation between selection on plastic responses and on expression levels in the treatment. The individuals used in this study were members of full-sib families that were split across conditions (see Material and Methods). We used the differences in family means in control and treatment condition as estimate for plasticity. To infer selection acting on plasticity when individuals live in treatment conditions, we correlated this estimate with the mean family fitness in treatment conditions. P-values are based on 10,000 permutations. A: Dry; B: Hot; C: Hot-Dry

# Supplementary material for: Additive and mostly adaptive plastic responses of gene expression to multiple stress in Tribolium castaneum
**Source:** PLoS Genet. 2020 May 7;16(5):e1008768. doi: 10.1371/journal.pgen.1008768
**Supplement:** S4 Fig — Read counts were normalized to counts per million using TMM normalization. Significance of differences in the median CV between Control and stress treatments conditions were determined by permutations (10,000). CV for all genes in both conditions were randomly assigned to Control or treatment and the difference in the median was calculated. The P-value gives the proportion of permutations where the differences in median were higher than the observed difference. Control-Dry: P = 0.9252; Control-Hot: P<0.001; Control–Hot-Dry: P = 0.0028.

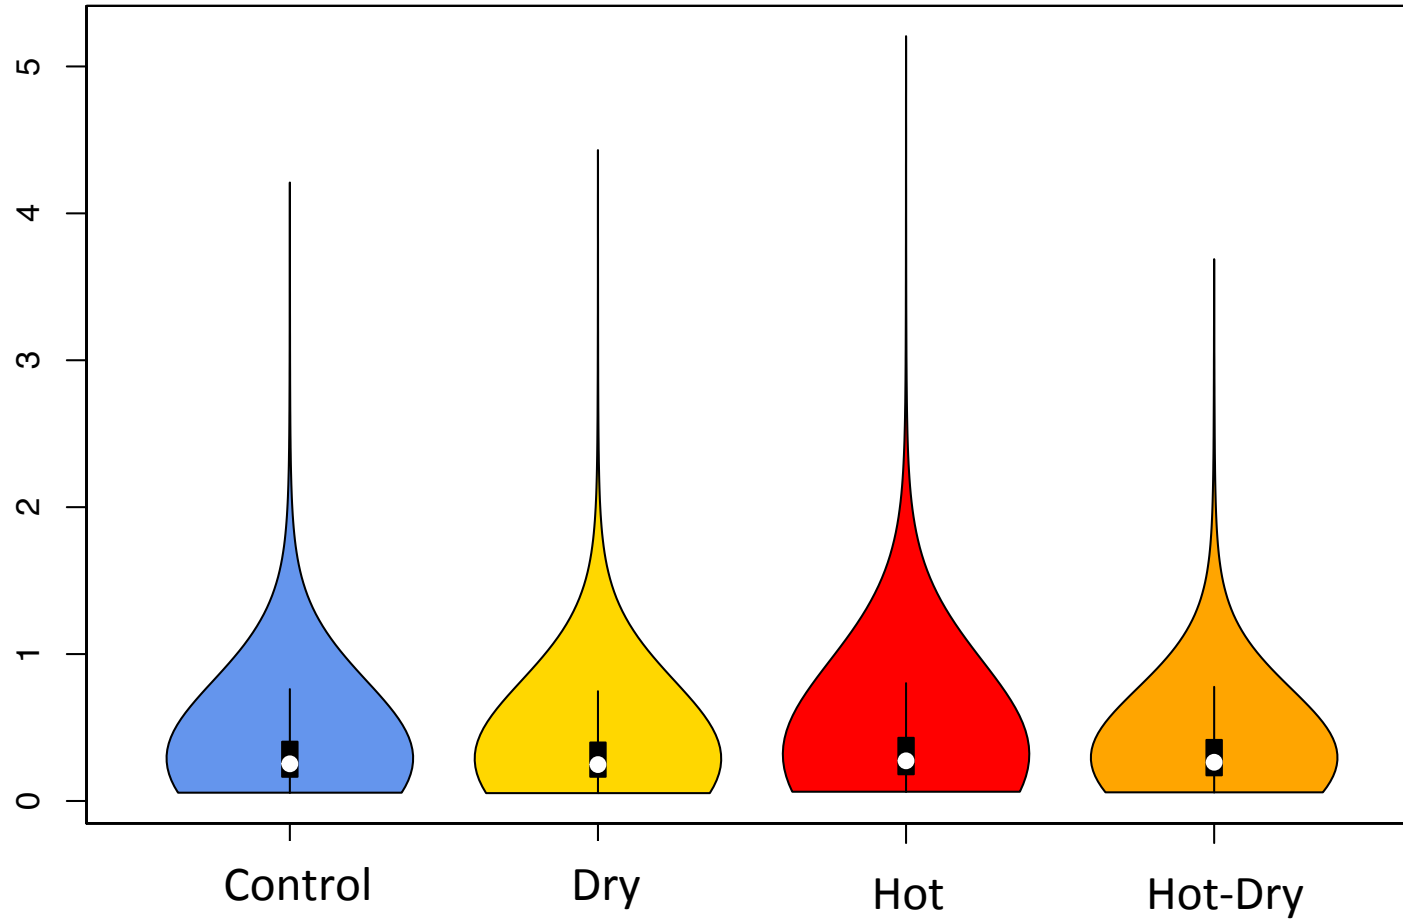

**Figure S4:** Coefficients of variation(CV) for all genes in each condition. Read counts were normalized to counts per million using TMM normalization. Significance of differences in the median CV between Control and stress treatments conditions were determined by permutations (10,000). CV for all genes in both conditions were randomly assigned to Control or treatment and the difference in the median was calculated. The pvalue gives the proportion of permutations where the differences in median were higher than the observed difference. Control-Dry:  $P=0.9252$ ; Control-Hot:  $P<0.001$ ; Control-Hot-Dry:  $P=0.0028$ .

How the deposited data were processed for this re-analysis (not part of the article)

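The RNA of 183 whole females of *Tribolium castaneum* was sequenced in 4 conditions (47 Control, 48 Dry, 45 Hot and 43 Hot-Dry). The authors deposited 1 table of counts, in which each value is the number of reads on a gene, with no normalization. According to the methods, they trimmed the reads, mapped them with STAR and counted them with FeatureCounts. The treatment of strand and of reads that map to several genes is not stated, so values of genes with near-identical copies or overlaps are uncertain. The table holds 17078 genes, of which 824 have 0 counts in all females. All 183 columns were used, and each was assigned to its condition through its own label. The sums of the counts were checked against S3 Table and equal its values in 183 of 183 females. The females' age is 8 weeks in the labels and 11 weeks in the paper, and it enters no comparison.

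The counts per female ranged from 4873334 to 15533288, with a mean of 9205466. At the median size of 8893822 counts, 3 counts make 0.337 cpm, and values near this floor carry a large counting error. TMM factors ranged from 0.710 to 1.29. Genes above 0.5 cpm in at least 5 females were tested, which left 12113 genes. The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and statmod 1.5.0. A model with 1 mean per condition was fitted with edgeR's quasi-likelihood method, p-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison, and genes with an adjusted p of 0.05 or less were called DE. The 6 pairs of conditions and the interaction of heat and drought were tested. A log2 fold change is positive when the condition named first, or the treatment, is higher. Its standard error was derived from the test, as the log2 fold change without its sign over the square root of the F statistic. The log2 cpm used for components and correlations had a prior count of 2.

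Families were read from the first number of each female's name (12 values) and replicate numbers from the first and second number together (48 values), since the paper's text and supplement do not explain the names. The pairing comes from these 48 numbers, which recur in the conditions on different females. Same-numbered females of different conditions had a mean correlation of 0.191 in their deviations from the condition means, so the results of tests across genes are given with and without the number as a block. The mean correlation was 0.196 for females of 1 family with different second numbers, so the second number added no likeness beyond the family. The block also does not take up the greater likeness of females of 1 family in the same condition.

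The overlap of lists was tested with Fisher's exact test, the reproduction genes of S1 Table with roast, and response modes were assigned by the highest correlation with 1 of 20 profiles. Numbers of DE genes, coefficients of variation and coexpression were compared with 100 splits that include the real one, in which condition labels were exchanged between females with the same 2 numbers. The correlation of expression and plastic change was compared with 100 pairings of family means. Shares of principal components were tested by permuting labels within families. These permutation tests were two-sided except for shares and for the correlation with plastic change. Family differences in the share of vitellogenin reads were tested with an exact two-sided sign-flip test over 12 families.

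The procedures were tested on simulated data before use. Of 200 genes simulated with a change, the quasi-likelihood test called 192, with 10 false calls, and with the replicate block it called 184. The simulated females were independent of each other. These calls therefore do not tell how the test behaves when females of 1 family and condition are alike, as they are here. In simulated data with independent family means in treatment and Control, the correlation of expression and plastic change was 0.736, and with alike family means it was 0.0304.

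The alternatives were other normalizations (relative log expression and upper quartile), other tests (edgeR's likelihood ratio and exact tests, robust quasi-likelihood, DESeq2 and limma-voom), other filters and thresholds, blocks by the 48 numbers or by family, library size or mean read quality as a covariate, leaving out libraries of small size, and leaving out each family in turn. Counts summed per family and condition, limma-voom with a correlation among females of 1 family in 1 condition (estimated at 0.35), leaving out the vitellogenin genes, and a stricter count of the genes DE between the combined and the single treatments were added after seeing the data.

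Single genes are named when the paper or its supplement identifies them, or when they are among the 3 DE genes with the largest rise or fall in a comparison. Only genes with a mean of at least 5 cpm over all females entered this ranking. At most 2 of each direction were taken from these. TC009418 was named after its values were seen. Only 1 of the 17078 identifiers is in the reference name table, so genes that the paper names without identifiers, such as heat shock proteins and the thaumatin family, were not analysed here. Offspring numbers, and with them selection on expression, were not used here, modules were not rebuilt, and enrichment of gene ontology terms was not recomputed. The assignment of females to sequencing runs is not given, so runs were not used as a covariate.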

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

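Of the tests in this part, the one on the share of a few females in the mean of TC006158 was chosen only after the result was seen.

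TC009418 drew attention because its response to drought differed between the temperatures in a test of the difference itself. The log2 interaction was 1.30 (standard error 0.27, adjusted p = 0.0471 from edgeR's quasi-likelihood test), from a log2 fold change of 1.29 between Hot-Dry and Hot. The gene was chosen after its values were seen. Exchanging the humidity labels between females with the same 2 numbers at each temperature gave at least 1 interaction gene in 37 of 100 splits, the real one included, so a single such gene is what random groups of females often give. Across 17 alternatives the interaction of TC009418 ranged from 1.24 to 1.39 and its adjusted p from 0.0121 to 1, and it was called in 10 of them. It was called in 4 of the 12 fits that each left out 1 family. With log2 library size as a covariate the interaction was 1.24 and the adjusted p exceeded the threshold. The value hardly moved, so this covariate does not settle what part library size plays for TC009418. Bias from gene length or GC content was not tested. The interaction of TC009418 cannot be told apart from a random grouping of the females, and no biological explanation is proposed for it.

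TC006158 and TC006157 stood out because they are outside the genes that the paper discusses. They also had the largest rises between Hot-Dry and Control among DE genes with a mean of at least 5 cpm over all females, with log2 fold changes of 10.52 and 8.29. Across 19 alternatives the log2 fold change of TC006158 ranged from 5.38 to 10.95 (adjusted p from 4.67e-30 to 0.00427) and that of TC006157 from 4.86 to 8.33 (adjusted p from 2.46e-30 to 0.0167). Few females carry most of the reads: the 5 highest of 43 Hot-Dry females held 76.6% of the summed cpm of TC006158. The rise is not confined to them, since the median female was at 1.72 cpm in Hot-Dry and at 0 in Control (two-sided permutation p = 1e-05, the smallest that the resamples can give), and 23 females in Hot-Dry exceeded 1 cpm, against 14 in Hot, 8 in Dry and 0 in Control. Library size was related to TC006158 among the Hot-Dry females (Pearson r = 0.387, permutation p = 0.00989; Spearman rho = 0.335, p = 0.0299; r = 0.305 without the 2 females farthest from the median). With log2 library size as a covariate the log2 fold change of TC006158 was 10.55 (adjusted p = 2.33e-19), nearly the value without it. Control libraries ranged from 5406991 to 15533288 counts and covered the Hot-Dry range of 6382307 to 13690047, yet 0 Control females exceeded 1 cpm. These values argue against library size as the cause of the rise of TC006158 over Control. They leave open its part in the differences among Hot-Dry females. Families differed, with means in Hot-Dry from 0 to 187 cpm and 49.6% of the variance of log2 cpm between families (permutation p = 0.0127). The values of the 2 genes went together across the Hot-Dry females (Pearson r = 0.981, Spearman rho = 0.951, permutation p = 1e-05 for each). Whether reads are shared between the 2 genes, or come from another organism, was not tested.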

How the results depend on the processing

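The alternatives named here were set before the data were examined, except for the summed counts, limma-voom with a within-family correlation, the fit without the vitellogenin genes and the count of genes called in both comparisons, which were chosen after seeing the data. Of 389 values of 30 results under alternatives, 311 kept their direction and their side of the threshold or stayed within the range set for a count, 66 moved beyond it, 10 reversed, 1 became weaker and 1 stronger. Where a result changed, the cause was not tested.

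The number of DE genes in Dry was 64 with limma-voom and 172 with the family as a block. Between Hot-Dry and Hot it was 437 with the replicate block, 547 with the family as a block and 435 without the libraries of small size. The overlap of Dry and Hot was 26 with limma-voom, 89 with the family as a block and 77 at an adjusted p of 0.1. The number of interaction genes was 0 with relative log expression normalization (524 at an unadjusted p under 0.05), limma-voom (513), the replicate block (732) and log2 library size as a covariate (508). It was 2 with the likelihood ratio test, DESeq2, no filter and the small libraries left out.

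The largest changes in the numbers of DE genes came from fits that take females of 1 family and condition as related. With counts summed per family and condition, DE genes numbered 1 in Dry, 740 in Hot, 1313 in Hot-Dry, 1549 between Hot and Dry, 1498 between Hot-Dry and Dry and 7 between Hot-Dry and Hot. In the same fit the overlap was 0, the interaction 0 (135 at an unadjusted p under 0.05), and 778 Hot-Dry genes were not found in Dry or Hot, 447 of them DE between the combined and a single treatment. Summed counts with the family as a block gave 5 genes in Dry, 1960 in Hot, 46 between Hot-Dry and Hot, an overlap of 2 and an interaction of 0 (356 unadjusted). With limma-voom and a within-family correlation the numbers were 1 in Dry, 791 in Hot, 1467 in Hot-Dry, 1430 between Hot and Dry, 1558 between Hot-Dry and Dry, 13 between Hot-Dry and Hot, 0 for the overlap, 0 for the interaction (72 unadjusted), and 878 Hot-Dry genes not found in Dry or Hot, 520 of them DE between treatments. Counting only genes called in both comparisons gave 69 in place of 924. In each of these 3 fits fewer genes were DE in Dry than in Hot, and fewer in Hot than in Hot-Dry.

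Across the 12 fits that each left out 1 family, the numbers ranged from 65 to 120 in Dry, 2383 to 3322 in Hot, 3288 to 3763 in Hot-Dry, 3298 to 4424 between Hot and Dry, 3314 to 4118 between Hot-Dry and Dry and 154 to 339 between Hot-Dry and Hot. They ranged from 19 to 53 for the overlap, 1222 to 1749 for Hot-Dry genes not found in Dry or Hot, 688 to 1142 for those DE between treatments, and 0 to 3 for the interaction (497 to 625 at an unadjusted p under 0.05).

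The difference in mean absolute log2 fold change between Hot-Dry and Hot was 0.0211 with DESeq2 (permutation p = 0.05). The independent mode held 61.5% with the calls of the replicate block and 59.1% with Spearman correlations. The combinatorial mode held 12.9% with log2 cpm and 13.2% with Spearman correlations, the prioritized mode 10.0% with the calls of the replicate block and 15.3% with Spearman correlations, and the cancelled mode 7.93% with Spearman correlations. The independent mode was the largest in each of the 5 alternatives.

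Signs reversed in results with no difference past the threshold. For the reproduction genes in Dry, the direction was down with camera (p = 0.936) and with relative log expression normalization (p = 0.429). The difference in median coefficient of variation, measured by the median absolute deviation, was 0.00482 in Dry and -0.00132 in Hot-Dry. The difference in mean correlation, among genes with a mean of at least 5 cpm, was 0.000189 in Dry, 0.000683 in Hot and 0.000411 in Hot-Dry, and as mean absolute r 0.0152, 0.0153 and 0.00631. With Spearman correlations it was -0.000708 in Hot-Dry (permutation p = 0.03).

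Of 374 values for 20 results on named genes, 338 kept their direction and side of the threshold, 32 became weaker, 2 stronger and 2 reversed. The log2 fold change of TC000517 in Hot reversed to -0.0487 with limma-voom and to -0.0616 with a within-family correlation. The replicate block is reported beside the results in the paper's text, and same-numbered females had a mean correlation of 0.191. The depth of the libraries limits genes near 0.337 cpm, such as TC006158 in Control, where a mean rests on few reads.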

Differences from the paper's values

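Of 125 values that the paper states and that were computed here, 13 differ by the criteria used. One alternative in this part, the count of genes called in both comparisons, was chosen after seeing the values.

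Between Hot and Dry, the paper gives 1290 down-regulated genes with edgeR and 1953 were found here. Of 27 alternatives set before the data were examined, 20 give a number within 1.5 times the paper's: relative log expression (1688) and upper-quartile (1690) normalization, DESeq2 (1726), no filter (1800), edgeR's own filter (1669), only the 2 groups compared (1750), log2 library size as a covariate (1879), the small libraries left out (1915), the exact test (1743) and 11 of the 12 fits without 1 family. The likelihood ratio test, limma-voom, robust quasi-likelihood, the blocks by the 48 numbers and by family, read quality as a covariate and 1 fit without a family do not. The paper's own DESeq2 count for this comparison exceeds its edgeR count. It is close to the 1726 that DESeq2 gave here.

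Of the genes DE in both Dry and Hot, the paper gives 1 as down-regulated in both, and 3 were found here. Of 25 alternatives set before the data were examined, limma-voom gives 1 and the others do not close the gap.

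Of the Hot-Dry genes not found in Dry or Hot, the paper gives 69 as DE between Hot-Dry and Dry or Hot-Dry and Hot (30 up-regulated and 39 down-regulated), and 924 (478 and 446) were found here. None of the 25 alternatives set before the data were examined closed the gap. Counting only the genes DE in both comparisons gives 69 (33 up-regulated and 36 down-regulated), a setting chosen after seeing the values.

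For the numbers of DE genes in Hot-Dry against Hot, the paper's permutation p is 0.007 for down-regulated, 0.29 for up-regulated and 0.054 for all genes, and here it was 0.18, 0.17 and 0.19. No alternatives were set for these p-values.

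The paper places 6.7% of genes in the cancelled mode with a change in Hot only, and 3.09% were found here. None of the 5 alternatives set before the data were examined closed the gap.

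For the reproduction genes, the paper's gene set p is 0.912 in Dry, 0.001 in Hot and 0.001 in Hot-Dry, and here it was 0.486, 5e-05 and 5e-05, the smallest that the rotations can give. The p-values here are one-sided in the direction found (0.514 for the other direction in Dry), and the paper does not state whether its p is one-sided or the number of rotations. Of the 4 alternatives set before the data were examined, camera gives 0.936 in Dry with the direction down, and none closed the gap in Hot or Hot-Dry. Without the filter, the proportions past the z threshold equal those of the paper's Table 3 in each treatment. The one-sided roast p in Dry was then 0.452.

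For the median coefficient of variation in Hot-Dry against Control, the paper's permutation p is 0.0028 and here it was 0.68. The paper's test assigns the values of the genes at random to the conditions, as S4 Fig describes it, and the test here exchanges females, so the 2 p-values do not measure the same thing. The paper's scheme was not run here. The 5 alternatives set before the data were examined also exchange females. None closed the gap, and they cannot tell whether it comes from the different schemes.

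The paper states that the number of DE genes relative to Control was largest in Hot. Here it was larger in Hot-Dry (3722) than in Hot (3041), as it also is in the paper's Table 2.

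The paper states that coefficients of variation were higher in Hot than in Control with a significant permutation test. Here the median was higher by 0.0167, with a p of 0.40 when females are exchanged, which is not the paper's scheme.

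The paper reports a significant permutation test for the positive correlation of expression and plastic change. The correlations found here were positive, and with family means re-paired at random the permutation p was 1.0 in each treatment. The paper does not describe its permutations, so the 2 tests cannot be compared.

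S2 Table has 3 genes as significant in Hot that were not called here. They are Vg2 (TC010839, adjusted p = 0.069 from edgeR's quasi-likelihood test), E78 (TC003935, 0.0695) and HR38 (TC013146, 0.0571). Vg2 is called when only the 2 groups are compared (adjusted p = 0.046), with the exact test (0.0358) and in 1 of 12 fits without a family. E78 is called with the blocks by the 48 numbers (0.0386) and by family (0.0456). HR38 is called with the likelihood ratio test (0.0468), DESeq2 (0.0456), limma-voom (0.0418), the blocks by the 48 numbers (0.0459) and by family (0.0105), log2 library size as a covariate (0.0375), only the 2 groups (0.0399) and the exact test (0.0312), and in 3 of 12 fits without a family.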

Other observations

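Of the tests in this part, those of the first principal component against library size, read quality and family were chosen only after the result was seen.

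Whether random groups of the same females give results as large was counted over 100 splits, the real one included, with labels exchanged between females with the same 2 numbers. As many DE genes as with the real labels were found in 1 of 100 splits, the real one, in each of the 6 comparisons of conditions (Dry, Hot and Hot-Dry with Control, Hot and Hot-Dry with Dry, and Hot-Dry with Hot). The highest numbers in the other splits were 9, 96, 60, 33, 312 and 9 in this order. It was also 1 of 100 for the difference in the number of DE genes between Hot and Dry. For the overlap of Dry and Hot and for the Hot-Dry genes not found in Dry or Hot it was 1 of 100 too, which adds nothing to the counts of DE genes, since with exchanged labels few genes are DE at all. It was 4 of 100 for those DE between the combined and a single treatment. Exchanging Hot-Dry with Hot keeps the difference in temperature from Dry, which gave 883 of these 924 genes, so this count adds little either. For the mean absolute log2 fold change in Hot-Dry minus Hot it was 3 of 100. The difference in down-regulated genes between Hot-Dry and Hot was as large in 18 of 100 splits. At an unadjusted p under 0.05, the 524 interaction genes were reached in 21 of 100 splits.

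For the reproduction genes, as many genes past the z threshold in the direction found were seen in 62 of 100 splits in Dry, 1 of 100 in Hot and 1 of 100 in Hot-Dry. For the median coefficient of variation it was 67 of 100 in Dry, 40 in Hot and 68 in Hot-Dry, and for the mean correlation between genes 56 in Dry, 65 in Hot and 9 in Hot-Dry. The differences in variation are therefore within what random groups of these females give. Positive and negative correlations balance in the mean correlation, which is near 0 in each condition, so its counts of splits say little about coexpression.

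Females of 1 family in the same condition are not independent, so the labels of whole families were also exchanged. As many DE genes as with the real labels were found in 12 of 100 exchanges in Dry, 2 of 100 in Hot and 1 of 100 between Hot-Dry and Hot. These exchanges used the fit without a block. In that fit the number of DE genes in Dry cannot be told apart from the effect of families responding alike by chance, and the exchanges were not run with family as a block.

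The 2 vitellogenin genes took 17.6% ± 5.18% (SD) of the counts in Control, 17.9% ± 4.1% in Dry, 14.4% ± 4.8% in Hot and 11.5% ± 4.94% in Hot-Dry. The mean family difference from Control was -3.22 percentage points in Hot (lower in 8 of 12 families, exact two-sided sign-flip p = 0.0396, and 0.0594 after Benjamini-Hochberg adjustment over 3 treatments) and -5.98 in Hot-Dry (11 of 12, p = 0.000977, adjusted 0.00293). When the 2 genes were left out before normalization, 3041 genes were DE in Hot and 3720 in Hot-Dry, nearly the numbers with them. The median log2 fold change over genes hardly moved either, from -0.005477 to -0.00542 in Hot and from -0.008491 to -0.008464 in Hot-Dry. With TMM normalization the numbers of DE genes thus did not depend on the counts of these 2 genes. Other normalizations were not run without them. Within conditions the share was weakly related to log2 library size (Pearson r = 0.157, permutation p = 0.0363; Spearman rho = 0.141, p = 0.0578), with a larger share in larger libraries. The median library was larger in Hot and Hot-Dry than in Control, which by this relation goes with a larger share and not with a fall, although the mean library was slightly smaller in Hot-Dry (8913613 counts) than in Control (9042676). No biological explanation was tested.

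Dry and Hot are compared with the same Control females, which by itself makes their log2 fold changes correlate. With separate parts of Control, the median r was -0.0850 (-0.335 to 0.0807, above 0 in 11 of 100 draws, with 23 females in the smaller part). Across all genes, the positive correlation of the responses to drought and heat is thus what the shared Control could give, and this test does not bear on the genes DE in both lists one by one.

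The independent mode could be the largest class whether or not humidity matters, because a profile with equal levels in Hot and Hot-Dry is the best for a gene that responds to heat only. With humidity labels exchanged at each temperature, its share was at least the observed 63.5% in 100 of 100 splits, with a median of 82.2%. The large share of this mode therefore does not by itself show independence of the stressors, and the lower real share goes with an effect of humidity on part of the genes.

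The correlation between family mean expression in a treatment and plastic change was as large as the real one in 100 of 100 pairings in Dry, in 100 of 100 in Hot and in 100 of 100 in Hot-Dry, the real pairing included. A positive correlation is expected from the treatment mean entering both quantities. The real values lay below all random pairings, and the family means in treatment and Control were positively correlated.

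On the first principal component of log2 cpm the means of the conditions hardly differ. Its squared correlation was 0.0731 with log2 library size, the larger of the values for library size and mean read quality, and 8.60e-05 with the vitellogenin share. The Pearson r was 0.270 with log2 library size (permutation p = 0.00023, adjusted 0.00045 over 3 measures) and 0.266 with read quality (p = 0.0003). Family explained 41.7% of it (permutation p = 0.0001, the smallest that the shuffles can give), and family and condition together 66.7%, so the conditions differ on it within some families. Neither library size nor family alone accounts for it, and sequencing runs were not tested.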
